# Skin-derived myeloid precursors and joint-resident fibroblasts spread psoriatic disease from skin to joints

**DOI:** 10.1038/s41590-025-02351-z

**Published:** 2026-01-02

**Authors:** Maria G. Raimondo, Hashem Mohammadian, Mario R. Angeli, Stefano Alivernini, Vladyslav Fedorchenko, Kaiyue Huang, Richard Demmler, Peter Rhein, Cong Xu, Yi-Nan Li, Raphael Micheroli, Zoltán Winter, Aleix Rius Rigau, Charles G. Anchang, Alina Soare, Markus Luber, Hannah Labinsky, Jiyang Chang, Claudia Günther, Ursula Fearon, Douglas J. Veale, Francesco Ciccia, Jürgen Rech, Michael Sticherling, Tobias Bäuerle, Jörg H. W. Distler, Mariola S. Kurowska-Stolarska, Matthias Mack, Arif B. Ekici, Adam P. Croft, Oliver Distler, Hans M. Maric, Caroline Ospelt, Juan D. Cañete, Maria A. D’Agostino, Georg Schett, Simon Rauber, Andreas Ramming

**Keywords:** Psoriasis, Chronic inflammation, Cell migration

## Abstract

Psoriatic disease initially affects the skin and later extends to the joints. Here, we show a two-step process that orchestrates the spread of inflammation from the skin to the joints. Induction of psoriatic skin disease in photoconvertible mice, followed by sequencing and computational characterization of skin-derived cells in the joints, was used to identify a population of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors that builds a skin-derived myeloid cell compartment in the joints. Single-cell cross-species reference mapping and mitochondrial variant tracing showed an orthologous human cell population. Interactome analysis of the joints showed that in a second step, resident regulatory CD200^+^ fibroblasts regulate the priming of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, which subsequently control IL-17 expression in T cells. Hence, the spread of inflammation requires a distinct migratory myeloid precursor population and a permissive local tissue environment, similar to tumor metastasis.

## Abstract (web summary)

How inflammation spreads from the skin to the joints in psoriatic disease is unclear. Here, the authors show that joint-resident fibroblasts can control differentiation of infiltrating skin-derived myeloid precursors that can become inflammatory macrophages.

## Main

Psoriatic disease is an immune-mediated inflammatory disease characterized by inflammation of the skin and joints^1^. It can manifest in different ways, but skin inflammation (psoriasis) typically precedes joint inflammation (psoriatic arthritis (PsA)) in about 80% of individuals^2^, with approximately 30% of individuals with psoriasis developing arthritis^3^. This progression suggests a directed spatio-temporal link between these two organs, although the underlying mechanism of this spread remains largely unknown.

At the molecular level, psoriatic disease is associated with increased activity of interleukin-23/interleukin-17 (IL-23/IL-17) signaling as well as tumor necrosis factor (TNF). For instance, the systemic overexpression of IL-23 in autoimmune-prone B10.RIII mice results in psoriasis-like skin and joint disease^4^. Similarly, the inducible overexpression of human TNF leads to psoriasis-like skin and musculoskeletal manifestations^5^. Although neutralizing these cytokines has proven to be an effective clinical treatment for alleviating psoriatic symptoms^6^, these therapies do not clarify how inflammation spreads from the skin to the joints.

Genome-wide association studies have identified genetic variants associated with psoriasis and PsA, including *HLA-C* and *HLA-B*, respectively^7^. However, there is currently no reliable molecular mechanism or biomarker that can predict which individuals with psoriasis will develop PsA^8^. The sequential progression of the disease suggests a mechanistic axis between the skin and joints. Recent studies have demonstrated that skin-derived tissue-resident memory T cells recirculate into the blood in individuals with PsA^9,10^, and clonal expansion of tissue-resident T cells poised to produce IL-17 from lesional to nonlesional psoriatic skin has been observed^11–13^. Although monocyte recirculation may be dependent on the junctional adhesion molecule JAM3 (ref. ^14^), it remains unclear whether other immune cell subsets migrate by this mechanism and whether they can migrate between distinct peripheral tissue compartments such as the skin and joints. A systematic and unbiased analysis of cell migration in psoriatic disease has not been undertaken, leaving the mechanisms by which inflammation spreads between organs unresolved.

Here, we show the recirculation of skin-derived proinflammatory CD2^+^major histocompatibility complex class II (MHC-II)^+^CCR2^+^ myeloid precursors into the joints in psoriatic disease. This recirculation contributes to the spreading of psoriatic disease to the joints and requires a local mesenchymal permissive microenvironment in the joints to override the CD200 immune checkpoint to establish full inflammation in the joints.

## Results

### IL-23-induced psoriasis drives leukocyte migration from the skin to joints

To disentangle the skin–joint axis in psoriatic disease, we adapted the established PsA model of hydrodynamic *Il23* gene transfer in B10.RIII mice^4,15^ by introducing IL-23 overexpression (IL-23OE) into the more resistant inbred strains BALB/c and C57BL/6, aiming for a model system that is resistant to arthritis. Following IL-23OE, both strains developed characteristic psoriasis symptoms, including scaling and epidermal hyperplasia, within 3 days. These symptoms remained stable to a similar extent in both strains for up to 21 days (Fig. 1a and Extended Data Fig. 1a,d). Histological hematoxylin and eosin (H&E) staining and magnetic resonance imaging (MRI) revealed early signs of inflammation in the ankle joints of BALB/c mice on day 7, which progressed to inflammatory arthritis, including dactylitis, tendinitis, enthesitis and synovitis, by day 21. By contrast, C57BL/6 mice remained arthritis free (Figs. 1b,c and Extended Data Fig. 1b,c,e–g). Both strains exhibited systemic bone loss due to elevated osteoclast activation (Extended Data Fig. 1h,i)^15^, but osteoproliferative lesions were only found in animals with inflammatory arthritis (Extended Data Fig. 1j). Thus, we have established a model system that mimics the dichotomy of human psoriasis, allowing the identification of molecular differences associated with the spreading of inflammation from the skin to the joints.

**Fig. 1:**
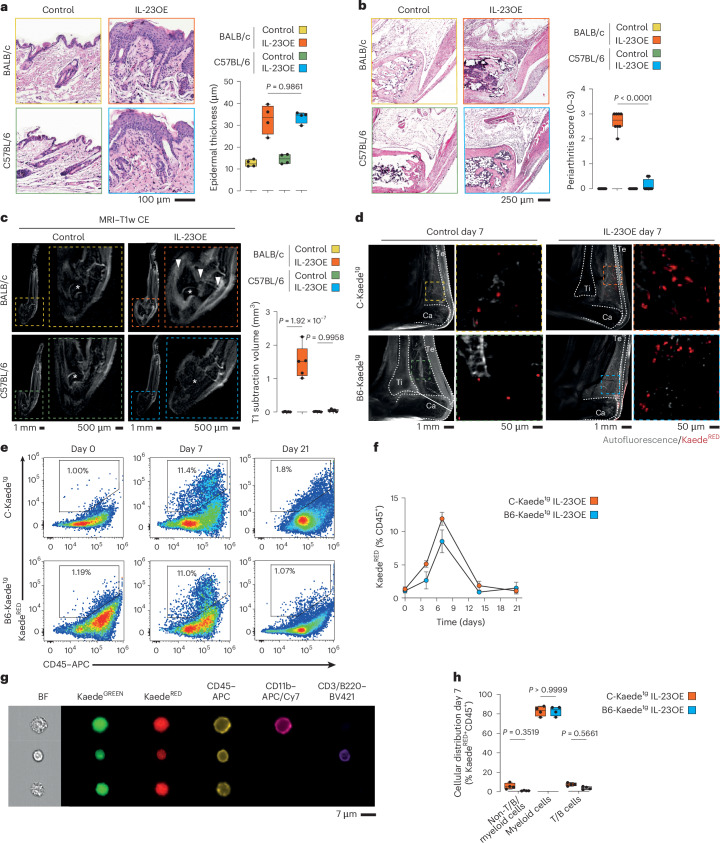
CD11b^+^ myeloid cells migrate from the skin to joints in a model of psoriatic disease. **a**, Left, representative micrographs of H&E-stained skin sections of the hind paws of BALB/c and C57BL/6 mice at day 21 with and without IL-23OE. Right, quantification of epidermal thickness at day 21. The graph shows the median, quartiles and minimum–maximum; *N* = 4 per condition. *P* values were calculated by one-way analysis of variance (ANOVA) with a Tukey’s post hoc test. **b**, Left, representative micrographs of H&E-stained ankle sections of BALB/c and C57BL/6 mice at day 21 with and without IL-23OE. Right, quantification of arthritis at day 21. The graph shows the median, quartiles and minimum–maximum; *N* = 8 per condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test. **c**, Representative micrographs of MRI-scanned ankles of BALB/c and C57BL/6 mice at day 21 with and without IL-23OE used for the quantification of arthritis at day 21. Arrowheads indicate inflammation, and stars indicate the talar bone. The graph shows the median, quartiles and minimum–maximum; *N* = 5 per condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test; T1w CE, T1-weighted contrast-enhanced. **d**, Representative micrographs of light sheet fluorescence microscopy of Kaede^tg^ ankles from BALB/c (C-Kaede^tg^) and C57BL/6 (B6-Kaede^tg^) background strains at day 7 with and without IL-23OE and after photoconversion of cells localized in the skin. Arrowheads indicate accumulations of photoconverted Kaede^RED^ cells. Graphical drawings of the tibia (Ti), calcaneus (Ca) and Achilles tendon (Te) are included. **e**, Representative flow cytometry plots for the quantification of Kaede^RED^ skin-derived cells in the joint. **f**, Quantification of Kaede^RED^ skin-derived cells in the joints. The graph shows the mean and standard error of the mean; *N* = 4 per time point and condition. **g**, Representative micrographs of imaging flow cytometry for the typing of Kaede^RED^ skin-derived cells in the joint at day 7; BF, brightfield. **h**, Quantification of CD45^+^ Kaede^RED^ skin-derived cell types in the joints at day 7. The graph shows medians, quartiles and minimum–maximum; *N* = 4 per condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test. Source data

To follow the recirculation of skin-derived cells, we used photoconvertible Kaede^tg^ mice^16^ and light sheet microscopy to examine the ankle joints (Extended Data Fig. 2a). IL-23OE induced robust cell migration from the skin to the ankle joints, with the cells localizing to Kager’s fat pad and the synovium (Fig. 1d and Extended Data Fig. 2b). Unexpectedly, this migration was comparable in both the arthritis-developing BALB/c strain and the arthritis-resistant C57BL/6 strain.

We used flow cytometry of dissociated ankle tissues to quantify the migration of photoconverted skin-derived Kaede^RED^ cells over time. Migration was restricted to CD45^+^ leukocytes, increasing as early as day 4, peaking at day 7 and declining thereafter (Figs. 1e,f and Extended Data Fig. 2c). To investigate the nature of the skin-derived migrating Kaede^RED^ CD45^+^ leukocytes in more detail, we also used imaging cytometry. As expected, we found CD3^+^ T cells and B220^+^ B cells in the ankle joint, but also CD11b^+^ (CD3^−^B220^−^) myeloid cells disseminated from the skin (Fig. 1g). Unexpectedly, myeloid cells accounted for approximately 85% of the migrating cells in both strains (Fig. 1h and Extended Data Fig. 2d). The uniform cytosolic distribution of Kaede^GREEN^ and Kaede^RED^ protein also ruled out phagosomal scavenge transport of Kaede^RED^ protein among myeloid cells as being responsible for the Kaede^RED^ signal in the joint.

### Leukocyte trafficking along the skin–joint axis is dominated by myeloid cells

Having observed that cellular migration from psoriatic skin did not predict the subsequent development of arthritis, we aimed to profile skin-derived and joint-invading leukocytes in detail. We generated a comprehensive single-cell RNA-sequencing (scRNA-seq) dataset of skin- and joint-resident Kaede^GREEN^ leukocytes (CD45^+^) and stromal cells (CD45^−^) and Kaede^RED^ migrated leukocytes (CD45^+^; Extended Data Fig. 3a). 

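The single-cell data were 2 droplet libraries, 1 from each strain. Cells of 6 BALB/c Kaede mice were pooled in the BALB/c library and cells of 9 C57BL/6 Kaede mice in the other, all taken on day 7 of IL-23 overexpression (IL-23OE), in which a minicircle makes the mouse produce IL-23. Kaede is a green fluorescent protein that violet light turns red, so a red cell in the joint is taken to have been under the light in the skin. Each library held 6 sorted fractions, told apart by hashtag antibodies: CD45- Kaede GREEN, CD45+ Kaede GREEN and CD45+ Kaede RED cells of the skin and of the joint. All were sorted as viable Ly6G- cells, so the shares below describe the cells left after Ly6G+ cells were gated out. The sample labels name hind paw skin, whereas the Methods name the skin covering the legs, with the hind paws shielded from the light.
The authors aligned the reads to mm10 with Cell Ranger, version 6.0.0 in the Methods, 6.0.6 in the submitters' processing notes and 5.0.0 in the header of the matrices, and deposited unnormalized UMI counts per gene and barcode. The BALB/c matrix held 13072 barcodes and 81531259 UMIs, and the C57BL/6 matrix 14923 barcodes and 89941978 UMIs. Barcodes were kept with at least 1000 UMIs, at least 550 genes, a log10 gene to log10 UMI ratio above 0.8 and a mitochondrial share below 0.09, as in the Supplementary Methods. These filters left 10390 BALB/c barcodes, with a median of 5163.5 UMIs and 1813 genes, and 12095 C57BL/6 barcodes, with a median of 4779 UMIs and 1741 genes. Barcodes with more than 1 hashtag (1155 in BALB/c and 1644 in C57BL/6) or none (1282 and 1302) were removed. The BALB/c library then held 4451 joint and 3502 skin cells, and the C57BL/6 library 4970 joint and 4179 skin cells.
In the joint, the CD45+ Kaede RED fraction held 742 BALB/c cells with a median of 4803 UMIs and 678 C57BL/6 cells with a median of 3320.5 UMIs. The CD45+ Kaede GREEN fraction held 2229 cells with a median of 5190 UMIs and 2874 cells with a median of 5217.5 UMIs. The share of Kaede RED cells in a cluster depends on how many cells of each fraction were sorted and loaded, so it is no frequency in the tissue.
Cells of both libraries were clustered together, and clusters were named from listed marker genes. The naming rule was revised after the clusters had been seen, with the paper's cluster sizes and Kaede RED percentages in view. Because each strain has 1 library, strain differences were not tested. They are given with exact 95% intervals (Poisson for UMI counts, Clopper-Pearson for shares) that cover counting error only, not the spread between mice or libraries. Cell groups that occur in both libraries were compared on UMI counts summed per group and library, with edgeR's quasi-likelihood test, the library as a block and 1 residual degree of freedom.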

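Phagocytes formed most of the migrated Ly6G- leukocytes in the joints of both strains. Phagocyte clusters held 651 of the 742 joint Kaede RED cells of BALB/c mice (87.7%, 95% interval 85.2 to 90.01) and 480 of the 678 of C57BL/6 mice (70.8%, 67.2 to 74.2). Other groups among Kaede RED cells were small. Mast cell-like cells made up 3.37% in BALB/c and 4.42% in C57BL/6, B cell-like cells 0.809% and 2.95%, and T cell-like cells 0.270% and 0.295%. *Ly6c2*+ monocyte-like cells, counted apart from the phagocytes, made up 1.21% and 7.08%. The Kaede RED fraction also held 10 sublining fibroblast-like cells in BALB/c and 23 in C57BL/6, and 5 and 19 endothelial cell-like cells. An unnamed cluster led by *Cfd* and *Adipoq* held 11 and 5, where B cell-like cells numbered 6 and 20. By their names the fibroblast- and endothelial cell-like cells are not leukocytes, although the fraction was sorted as CD45+.
The CD45+ Kaede GREEN fraction of the same joints was mixed. There, B cell-like cells made up 13.8% in BALB/c and 17.2% in C57BL/6, *Ly6c2*+ monocyte-like cells 11.8% and 22.6%, and T cell-like cells 9.56% and 4.11%. The phagocyte share counts 3 clusters that met no single phagocyte class when set against the other phagocytes, where genes such as *Ngp* and *Elane*, *Chil3* and *Plac8*, or *Saa3* and *Ptx3* were among their leading genes. Set against all joint cells, the first had scored highest for *Cd163*+*Lyve1*+ macrophages, with *Hmox1* and *Cd163* among its leading genes, and the last for *Hmox1*+ macrophages. The middle one, with 22 Kaede RED cells in BALB/c and 20 in C57BL/6, also had the monocyte gene *Ly6c2* among its leading genes, and the share of *Ly6c2*+ monocyte-like cells above leaves it out. Together these 3 held 14.4% of Kaede RED cells in BALB/c and 16.5% in C57BL/6, against 9.29% and 6.96% of CD45+ Kaede GREEN cells.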

Using uniform manifold approximation and projection (UMAP) for visualization, we confirmed that most Kaede^RED^ migrated leukocytes in the joint belonged to the myeloid phagocyte cluster (Fig. 2a and Extended Data Fig. 3b). Subsequent clustering identified five different subclusters consistent with previous reports^17–20^, namely MHC-II^−^ lining layer macrophages, *Hmox1*^+^ macrophages, *Cd163*^+^*Lyve1*^+^ anti-inflammatory macrophages, *Aqp1*^+^ macrophages and MHC-II^+^ (*H2*^*+*^) phagocytes. 

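The 5 classes differed in genes of known function. Cells of the *Hmox1*+ class were high in *Hmox1*, the enzyme that degrades heme, at 5072 CPM in BALB/c and 5472.5 in C57BL/6, against 2106 and 2407 in the *Cd163*+*Lyve1*+ class and 934 and 1168 in lining macrophage-like cells. They also had the highest *Ccl4*, at 8142 CPM in BALB/c and 6034 in C57BL/6, and *Ccl3*, at 4245 and 2782 CPM, both of which encode chemokines. The *Cd163*+*Lyve1*+ class had the highest *Cd163*, the scavenger receptor for hemoglobin, at 996 CPM in BALB/c and 1159 in C57BL/6. Early response and heat shock genes led this class as well, with *Hspa1a* at 6441 and 3714 CPM. *Lyve1*, the hyaluronan receptor, was higher in lining macrophage-like cells (1188 and 1468 CPM) than in the *Cd163*+*Lyve1*+ class (732 and 949 CPM).
Lining macrophage-like cells were marked by Vsig4, a complement receptor, at 1433 and 1313 CPM, by *Sparc* at 1265 and 1135 CPM and by *Trem2* at 1014 and 726 CPM. The class with the water channel gene *Aqp1* (1163 and 1432 CPM) and *Fxyd2* (1766 and 1808 CPM) rested on these 2 raised markers and is called here the *Aqp1* and *Fxyd2* cluster. Set against all joint cells, it had scored highest for *Cd163*+*Lyve1*+ macrophages, with *Lyve1* and *Pf4* among its 10 leading genes. In the H2+ class, the MHC class II gene *H2-Aa* stood at 7838 CPM in BALB/c and 6307 in C57BL/6 outside its precursor-like part, against 292 and 552 CPM in lining macrophage-like cells. The markers that name the clusters were used to find them, so these levels describe the classes and are no test of them.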

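Photoconverted cells made up from 38.9% to 58.0% of 3 phagocyte classes. In the *Cd163*+*Lyve1*+ class, 50.3% of BALB/c cells were Kaede RED (176 of 350, 95% interval 44.9 to 55.6) and 58.0% of C57BL/6 cells (138 of 238, 51.4 to 64.3). The *Hmox1*+ class stood at 45.8% in BALB/c (40.4 to 51.2) and 47.6% in C57BL/6 (40.9 to 54.3), and the H2+ class at 48.8% (40.9 to 56.7) and 38.9% (32.1 to 46.1). The *Aqp1* and *Fxyd2* cluster was lower, at 28.5% (23.5 to 33.9) and 12.7% (8.63 to 17.9), as were lining macrophage-like cells, at 17.1% (12.7 to 22.4) and 10.1% (6.01 to 15.7). Counting the *Aqp1* and *Fxyd2* cluster with the *Cd163*+*Lyve1*+ class, for which it had first scored highest, would lower the share of that class. *Ly6c2*+ monocyte-like cells were mostly Kaede GREEN, with 3.30% Kaede RED (9 of 273) in BALB/c and 6.89% (48 of 697) in C57BL/6.
A quasi-binomial model of the Kaede RED share, with strain and cluster size as terms and sublining fibroblast-like cells as the baseline, gave a log odds of 4.90 for the *Cd163*+*Lyve1*+ class (standard error 0.545, adjusted p = 9.35e-08). It gave 4.64 for the *Hmox1*+ class (standard error 0.552, adjusted p = 1.67e-07) and 4.65 for the H2+ class (standard error 0.674, adjusted p = 2.50e-06). Mast cell-like cells also passed, with a log odds of 5.11 (adjusted p = 0.000118), as did endothelial cell-like cells at 4.42 (adjusted p = 0.00161). Of 25 clusters set against the baseline, 17 passed an adjusted p of 0.05, including the *Aqp1* and *Fxyd2* cluster (3.53, adjusted p = 1.42e-05), lining macrophage-like cells (3.09, adjusted p = 0.000313) and *Ly6c2*+ monocyte-like cells (1.79, adjusted p = 0.00161). B cell-like cells (1.21, adjusted p = 0.0524) and T cell-like cells (0.52, adjusted p = 0.697) did not.
The baseline was set by the sort, since Kaede RED cells were sorted as CD45+ and most fibroblast-like cells came from the CD45- Kaede GREEN fraction (0.805% Kaede RED in BALB/c and 1.85% in C57BL/6). With all other joint cells as the baseline, each cluster had a quasi-binomial fit of its own with 1 residual degree of freedom, so baseline and fit changed together. No cluster passed there (4 at an unadjusted p under 0.05), and the log odds of the 3 classes were 2.06 (adjusted p = 0.286), 1.74 (adjusted p = 0.275) and 1.56 (adjusted p = 0.275). No *Cd163*+*Lyve1*+ class was found at a mitochondrial limit of 0.2, at Leiden resolution 1, with scaling within libraries or with log-normalized counts.

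**Figure D1:**
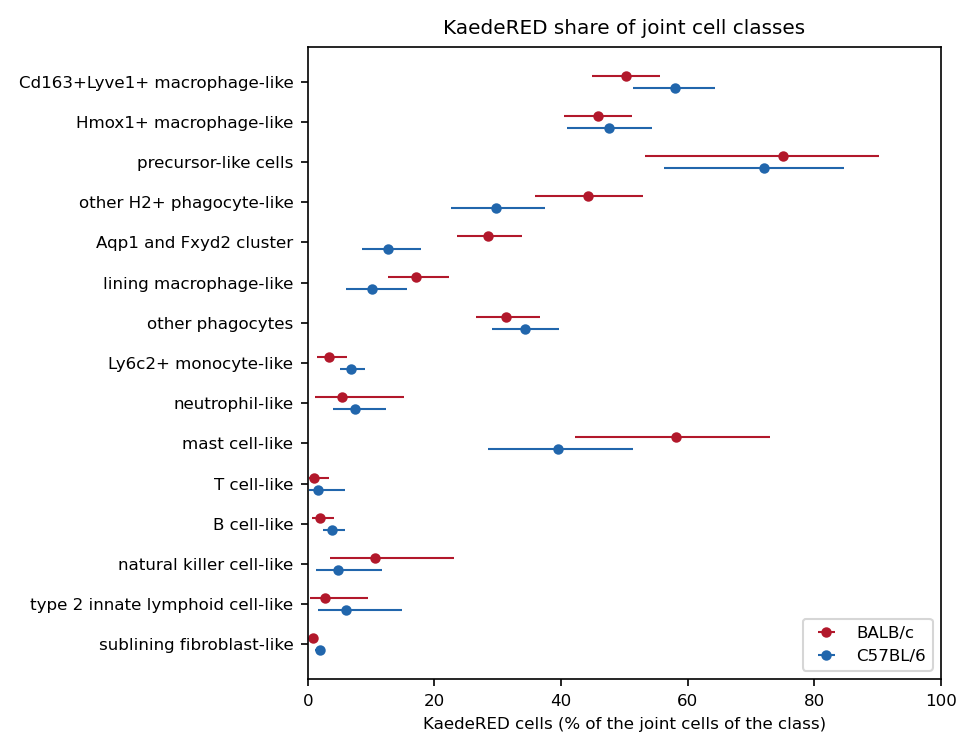
Percent of joint cells that were Kaede RED in each class, with 95% Clopper-Pearson intervals, in the BALB/c library (red) and the C57BL/6 library (blue). Of the classes drawn, precursor-like cells stand highest, at 75.0% and 72.1%, and other H2+ cells are drawn apart from them, at 44.3% and 29.7%. Those other cells include the migratory dendritic cell-like group, at 88.9% (8 of 9 cells) in BALB/c and 58.8% in C57BL/6.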

Three of the five subclusters, namely *Hmox1*^+^ macrophages, *Cd163*^+^*Lyve1*^+^ anti-inflammatory macrophages and *H2*^+^ phagocytes, were significantly enriched in Kaede^RED^ migrated cells (Fig. 2b). However, their abundance did not differ between the two mouse strains, confirming that migration alone is not sufficient to drive the spread of inflammation from the skin to the joints (Fig. 2c).

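Among Kaede RED cells of the 3 enriched classes, the mix was close in both strains for the *Cd163*+*Lyve1*+ class, with 42.6% of 413 cells in BALB/c (95% interval 37.8 to 47.5) and 42.7% of 323 cells in C57BL/6 (37.3 to 48.3). The *Hmox1*+ class made up 38.0% (33.3 to 42.9) and 33.4% (28.3 to 38.9), and the H2+ class 19.4% (15.7 to 23.5) and 23.8% (19.3 to 28.9). Within the H2+ class, the cluster with most MHC class II message held 54 Kaede RED cells in BALB/c and 36 in C57BL/6, the precursor-like cluster 18 and 31, and the migratory dendritic cell-like cluster 8 and 10. Each pair of intervals overlapped, so a strain difference in these shares was not detectable with 1 library per strain.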

**Fig. 2:**
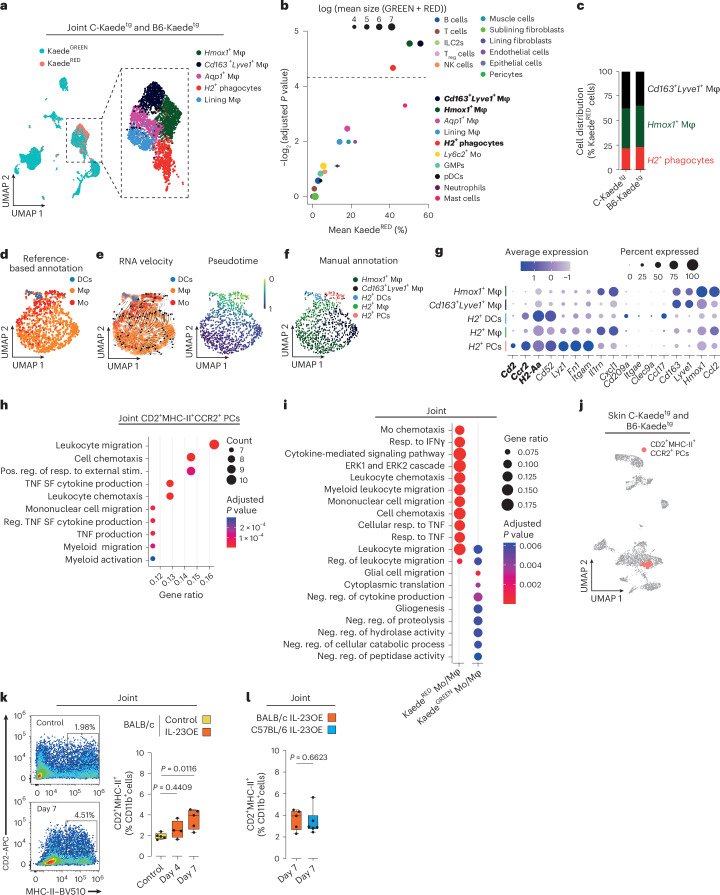
Skin-derived myeloid cells are precursors of mononuclear phagocytes in the joints. **a**, UMAP of hashtag-identified ankle joint cells in the scRNA-seq dataset from Kaede^tg^ mice on BALB/c (4,371 cells, *N* = 1 library from six pooled animals) and C57BL/6 (4,867 cells, *N* = 1 library from nine pooled animals) backgrounds on day 7 of the IL-23OE psoriasis model. Left, Kaede^GREEN^ and Kaede^RED^ cells are highlighted. Right, subcluster visualization of myeloid phagocytes (BALB/c 1,615 cells; C57BL/6 1,238 cells) with apparent highest abundance of Kaede^RED^ cells; Mφ, macrophages. **b**, Scatter plot corresponding to **a** showing the log transferred cell abundance and the Kaede^RED^ percentage in each of the identified clusters versus the Benjamini and Hochberg (BH)-adjusted *P* values calculated using quasibinomial models. The dashed line indicates the significance threshold (BH-adjusted *P* value of <0.05); T_reg_ cells, regulatory T cells; NK, natural killer; Mo, monocytes; GMP, granulocyte–monocyte progenitors; pDCs, plasmacytoid DCs. **c**, Bar plot comparing the ratio of clusters of myeloid cells to the highest Kaede^RED^ percentage between strains (BALB/c, 1,023 cells; C57BL/6, 819 cells). **d**, Reference-based annotation of each single cell of the Kaede^RED^ myeloid cells (BALB/c, 498 cells; C57BL/6, 407 cells) based on the ImmGen mononuclear phagocyte dataset (GSE122108) identified by singleR. **e**, Velocity streams (left) and pseudotime (right) identified by CellRank of the Kaede^RED^ myeloid cells visualized over the UMAP. **f**, UMAP visualization of Kaede^RED^ myeloid cells with subclusters of *H2*^+^ phagocytes after manual annotation; PCs, precursors. **g**, Expression of the most relevant marker genes among each myeloid cluster from **f**. **h**, Significantly enriched GO-BP terms in the CD2^+^MHC-II^+^CCR2^+^ myeloid precursor cluster compared to all other cell types in the joint. The selection criteria included a BH-adjusted *P* value of <0.05; Pos., positive; reg., regulation; stim., stimulus; SF, superfamily. **i**, Comparison of significantly enriched GO-BP terms between Kaede^RED^ and Kaede^GREEN^ myeloid cells. The selection criteria included a BH-adjusted *P* value of <0.05; Resp. response; IFNγ, interferon-γ; Neg., negative. **j**, Identified CD2^+^MHC-II^+^CCR2^+^ myeloid precursors using UCell highlighted on the UMAP plot of the hashtag-identified skin leukocytes in the scRNA-seq dataset from Kaede^tg^ animals with BALB/c (2,494 cells, *N* = 1) and C57BL/6 (3,024 cells, *N* = 1) background strains on day 7 of IL-23OE. **k**, Representative flow cytometry plots for the quantification of CD2^+^MHC-II^+^CCR2^+^ skin-derived myeloid precursors in the joint (left) and their quantification in BALB/c mice over time (right). The graph shows the median, quartiles and minimum–maximum; *N* = 5, *N* = 4 and *N* = 5 per time point and condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test. **l**, Quantification of CD2^+^MHC-II^+^CCR2^+^ skin-derived myeloid precursors in the joints of BALB/c and C57BL/6 mice on day 7. The graph shows the median, quartiles and minimum–maximum; *N* = 5 and *N* = 6 per time point and condition. *P* values were calculated by two-sided Mann–Whitney *U*-test. Source data

### CD2^+^MHC-II^+^CCR2^+^ myeloid precursors are skin-derived joint-invading cells

To better characterize the Kaede^RED^ myeloid compartment, we performed a reference-based annotation using the Immunological Genome Project mononuclear phagocytes dataset (GSE122108)^21,22^. This clustering-independent annotation identified monocytes, macrophages and dendritic cells (DCs; Fig. 2d). 

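Genes of macrophages, dendritic cells and monocytes each led some of the migrated cells. Of the joint Kaede RED cells, 176 in BALB/c and 138 in C57BL/6 were *Cd163*+*Lyve1*+ macrophage-like, and 157 and 108 were *Hmox1*+ macrophage-like. These and the lining macrophage-like cells share *C1qa*, a complement gene of tissue macrophages, at 8090 CPM in BALB/c and 3973 CPM in C57BL/6 in the lining class. *Ly6c2*+ monocyte-like Kaede RED cells numbered 9 and 48. Their class was marked by the monocyte genes *Ly6c2* (2044 and 3033 CPM) and *Chil3* (8696 and 19790 CPM). Migratory dendritic cell-like cells expressed *Ccr7*, the receptor that guides dendritic cells to lymph nodes, at 2613 CPM in BALB/c and 1918 in C57BL/6, and *Fscn1*, the actin-bundling protein of mature dendritic cells, at 2961 and 3576 CPM. They also held Flt3, a receptor of the dendritic cell lineage, at 99.5 and 139 CPM, whereas precursor-like cells had 0 Flt3 UMIs in both libraries. These calls rest on marker genes in clusters. The reference data set was not used here.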

We then examined the transcriptional dynamics and differentiation potential of Kaede^RED^ phagocytes using CellRank^23^, combining transcriptional turnover, as estimated by RNA velocity, with transcriptional similarity. CellRank identified several macro states among these cells but identified *H2*^+^ precursors as the only initial state with the potential to differentiate into *H2*^+^ phagocytes and *Hmox1*^+^ and *Cd163*^+^*Lyve1*^+^ macrophages, perfectly aligning with CellRank’s assisted pseudotime estimation (Fig. 2e and Extended Data Fig. 3c,d). We therefore subclustered *H2*^+^ phagocytes into *H2*^+^ DCs, *H2*^+^ macrophages and *H2*^+^ myeloid precursors (Fig. 2f), which also precisely overlapped with the reference-based annotation. 

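Clustering the H2+ cells on their own gave 5 groups. The largest, 114 cells, resembled type 2 conventional dendritic cells, with the C-type lectin genes *Cd209a* (303 CPM in BALB/c and 161 in C57BL/6) and Mgl2 (647 and 495 CPM), the chemokine gene *Ccl17* (1839 and 1149 CPM) and the highest *H2-Aa* (13147 and 9115 CPM). A group of 96 cells was macrophage-like, with *C1qa* at 3285 and 1626 CPM and *H2-Aa* at 4864 and 4676 CPM. A group of 67 cells was precursor-like. A group of 59 cells led by the neutrophil and progenitor genes *Elane*, *S100a9* and *Mpo* was left unnamed, and the last, 26 cells, was migratory dendritic cell-like.
Precursor-like cells were mostly photoconverted, with 75.0% Kaede RED in BALB/c (18 of 24, 95% interval 53.3 to 90.2) and 72.1% in C57BL/6 (31 of 43, 56.3 to 84.7). The type 2 dendritic cell-like group was lower, at 32.0% (19.5 to 46.7) and 26.6% (16.3 to 39.1). Macrophage-like cells stood at 55.4% and 27.5%, and the migratory group at 88.9% (51.8 to 99.7) and 58.8% (32.9 to 81.6).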

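Of the 5 groups of H2+ cells, precursor-like cells had the highest *Cd2* and *Ccr2* levels in both libraries. *Cd2* (ENSMUSG00000027863, chromosome 3 of GRCm38 from 101275899 to 101287939, 5 exons) encodes an adhesion receptor known from T cells. It reached 93.1 CPM in BALB/c (19 UMIs, 95% interval 56.0 to 145) and 123 CPM in C57BL/6 (29 UMIs, 82.3 to 176), against 8.09 and 19.9 CPM in the type 2 dendritic cell-like group. *Ccr2* (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557, 2 exons), the receptor by which monocytes follow CCL2, reached 568 CPM (469 to 681) and 635 CPM (538 to 746), against 172 and 328 CPM. In C57BL/6, the interval of *Cd2* overlapped that of the macrophage-like group (80.1 CPM, 55.1 to 112), and the interval of *Ccr2* overlapped that of the unnamed group (544 CPM, 454 to 647). In BALB/c, the interval of *Cd2* overlapped that of the unnamed group (51.3 CPM, 25.6 to 91.8). Set against all other H2+ cells, the log2 fold change was 1.97 for *Cd2* (standard error 0.29, adjusted p = 0.0529 from edgeR) and 1.48 for *Ccr2* (standard error 0.24, adjusted p = 0.0634 from edgeR), so neither passed 0.05. Both passed in edgeR with no filter on low counts, without Scrublet doublets, at the other hashtag and mitochondrial limits and with the other clusterings run, but not with RLE scaling or with no library block. At the mitochondrial limit of 0.2, at Leiden resolution 1 and with scaling within libraries, the H2+ class was larger. It held 290, 253 and 282 Kaede RED cells of BALB/c there, against 80 in the main setting, so the cells compared with differ. Both genes were among the markers that named the cluster, so their rise in it is not independent of the naming.
Other genes separated the precursor-like cells more sharply. Among them, *Lyz1* and *Fn1* were also markers that named the cluster, so their rise is not independent of the naming. *Retnla*, which encodes a secreted protein of alternatively activated macrophages, had a log2 fold change of 6.20 (standard error 0.15, adjusted p = 2.11e-05 from edgeR), with 15687 CPM in BALB/c and 18641 CPM in C57BL/6. *Fcrls* rose by 4.64, *Ear2* by 3.82, the lysozyme gene *Lyz1* by 3.65, *Mucl1* by 3.14, *Ms4a8a* by 2.77, *Ifitm6* by 2.76, *Rnase2a* by 2.65, the fibronectin gene *Fn1* by 2.63 and *Cfp* by 2.49 on the log2 scale, with adjusted p from 0.00183 to 0.0216 in the same edgeR test. Genes of the dendritic cell-like groups, which are part of the cells compared with, were among those that were lower. *Ccl22*, a chemokine gene, had a log2 fold change of -4.53 (adjusted p = 0.00837 from edgeR) and *Cd209a* of -3.83 (adjusted p = 0.0174 from edgeR). *Fscn1* had 0 UMIs in BALB/c and 1 in C57BL/6 in precursor-like cells, against 386 and 614 in the other H2+ cells.
In all, 21 genes were higher and 21 lower at an adjusted p of 0.05 among 6763 tested, but 101 and 116 without Scrublet doublets, 163 and 203 at a hashtag quantile of 0.99 and 237 and 380 with log-normalized counts. Of 8 MHC class II genes, none passed in either direction in edgeR (2 higher and 2 lower when adjusted over the list alone), and *H2-Aa* had a log2 fold change of -0.72 (standard error 0.25, adjusted p = 0.293 from edgeR). *H2-Aa* changed sign with other clusterings, to 0.23 at a mitochondrial limit of 0.2, 0.12 at a coarser Leiden resolution and 0.60 with scaled counts.

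**Figure D2:**
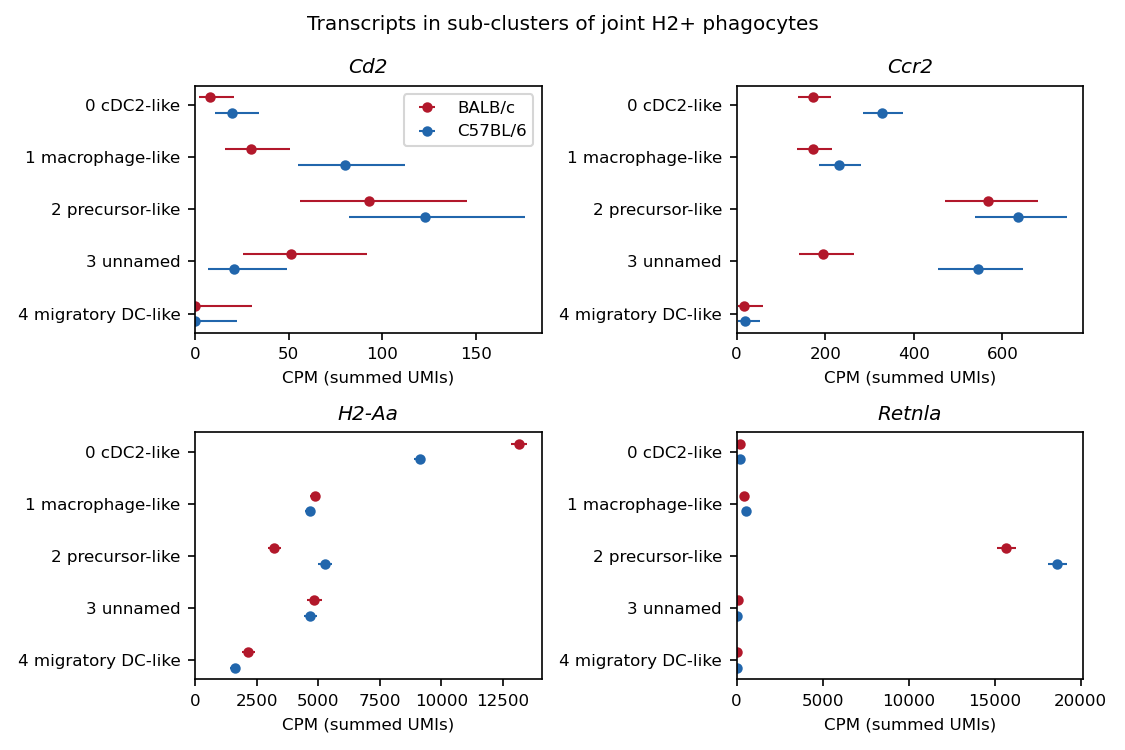
CPM of *Cd2*, *Ccr2*, *H2-Aa* and *Retnla* (horizontal axes, linear) in the 5 sub-clusters of joint H2+ cells, with exact 95% Poisson intervals, in BALB/c (red) and C57BL/6 (blue). *Cd2*, *Ccr2* and *Retnla* are highest in precursor-like cells, and *H2-Aa* in the type 2 dendritic cell-like group (cDC2-like).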

Among the *H2*^+^ phagocytes, *H2*^+^ myeloid precursors could be distinguished by the expression of *Cd2* and *Ccr2* (Fig. 2g). We will therefore refer to them as CD2^+^MHC-II^+^CCR2^+^ myeloid precursors. 

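Against all other joint cells, precursor-like cells were higher in some genes of leukocyte migration and lower in others. Of 25 genes of leukocyte migration and adhesion, 4 rose and 2 fell at an adjusted p of 0.05 from edgeR (5 and 2 when adjusted over the list alone). Among those that rose were *Ccr2* (log2 fold change 2.26, standard error 0.26, adjusted p = 6.68e-16 from edgeR) and the integrin genes *Itgam* (2.31, standard error 0.26, adjusted p = 2.64e-16) and *Itgb2* (0.81, standard error 0.27, adjusted p = 0.0364). *Fpr2*, a formyl peptide receptor gene, was among those that fell (adjusted p = 0.0263 from edgeR), with 0 UMIs in the BALB/c precursor-like cells. *Ccr1* (0.58, adjusted p = 0.256), *Selplg* (0.72, adjusted p = 0.132) and the integrin gene *Itgal* (-1.33, adjusted p = 0.233) did not pass in edgeR.
The list as a whole had a median log2 fold change of 0.15, with an adjusted p of 0.933 from fry and 0.740 from camera. Against other phagocytes only, the median was -0.19. Of 10 MHC class II genes, 8 were higher and none lower in edgeR (8 and 2 when adjusted over the list alone), with a median of 2.54 (camera adjusted p = 0.00069 with a preset correlation, adjusted p = 0.904 with an estimated correlation). *H2-Aa* stood at 2.53 (standard error 0.28, adjusted p = 1.13e-17 from edgeR). Precursor-like cells belong to the class that was named by MHC class II genes, so a rise of these genes over all joint cells follows from the naming. Within the H2+ class, against its other cells, 1 of 21 migration genes rose and none fell in edgeR (3 and 2 when adjusted over the list alone, median -0.21, fry adjusted p = 0.598). That gene was *Itgam* (2.04, adjusted p = 0.0194 from edgeR). *Itgam*, *Ccr2* and *Lyz1* were among the markers that named the precursor-like cells, so their rises are not independent of the naming.
Outside these lists, *Retnla* had the largest rise of the joint-wide comparison (7.67, standard error 0.37, adjusted p = 7.35e-88 from edgeR), followed by *Fcrls* (6.18), the steroid dehydrogenase gene *Akr1c18* (6.07), *Mucl1* (6.02), *Lyz1* (5.47) and *Ear2* (5.37). In total 358 genes were higher and 640 lower of 13698 tested. The spread in this fit was shared almost fully across genes, so its small p-values do not measure how far the libraries differ in a gene.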

Consistent with our findings, Gene Ontology Biological Process (GO-BP) enrichment analysis revealed a significant contribution of migration-associated pathways when comparing CD2^+^MHC-II^+^CCR2^+^ myeloid precursors to other subsets in the joints (Fig. 2h). Similarly, migrated Kaede^RED^ phagocytes exhibited a higher abundance of chemotaxis- and migration-related terms than the resident Kaede^GREEN^ population (Fig. 2i). 

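Kaede RED phagocytes had more chemokine message than Kaede GREEN phagocytes of the same joints. Of 22 chemokine genes, 13 rose and none fell at an adjusted p of 0.05 from edgeR (18 and 1 when adjusted over the list alone), with a median log2 fold change of 0.53. With the class of each cell as a second block, a fit in which classes of the same pooled mice count as replicates, 4 rose and none fell in edgeR (9 and 1 when adjusted over the list alone), and the median was 0.29. *Ccl12*, which encodes a ligand of CCR2 (chromosome 11 of GRCm38 from 82101845 to 82103400), had a log2 fold change of 2.52 (standard error 0.21, adjusted p = 6.29e-05 from edgeR), at 2.91 in BALB/c and 1.76 in C57BL/6. *Ccl22*, a ligand of CCR4, had 2.14 (standard error 0.12, adjusted p = 8.30e-06 from edgeR). *Ccl8*, the neighbour of *Ccl12* (82115185 to 82116799), had 1.73 (standard error 0.40, adjusted p = 0.0353 from edgeR), mostly from C57BL/6, where the log2 ratio was 2.88 against 0.50 in BALB/c. *Ccl6* (1.23), *Cxcl13* (1.49), *Cxcl10* (0.81) and *Ccl2* (0.42) also rose. *Ccl17* (-0.35), *Cxcl2*, *Ccl3* and *Ccl5* did not pass, and *Cxcl9* went opposite ways in the libraries, at -3.09 in BALB/c and 2.59 in C57BL/6.
Genes of leukocyte migration and adhesion were divided. Of 23, 4 rose and 2 fell in edgeR (7 and 5 when adjusted over the list alone), with a median log2 fold change of 0.07 and an adjusted p of 0.355 from fry. Among those that rose were the chemokine receptor genes *Ccr7* (1.31, standard error 0.11, adjusted p = 7.92e-05 from edgeR), *Ccr2* (0.95, adjusted p = 0.0104) and *Ccr1* (0.43, adjusted p = 0.0325). *F11r*, a junctional adhesion molecule gene (-0.79, adjusted p = 0.00932), was among those that fell in the same edgeR test. The migration median turned to -0.02 with the class block.
Interferon response genes rose in 9 of 17 cases (11 when adjusted over the list alone, median 0.56), with *Rsad2* at 1.82 (standard error 0.11, adjusted p = 1.44e-05 from edgeR), and 5 of 9 MHC class II genes rose in edgeR (6 higher and 1 lower when adjusted over the list alone). Early response and dissociation genes, which tissue digestion can switch on, rose in 12 of 16 cases (13 when adjusted over the list alone, median 0.64), with *Jun* at 0.85 (adjusted p = 0.00221 from edgeR) and *Egr1* at 0.93 (adjusted p = 0.00218). With the class block, the medians were 0.28 for interferon genes and 0.25 for early response genes, of which 2 rose. Camera's adjusted p with a preset correlation and no class block was 3.10e-15 for chemokines and 6.37e-11 for interferon genes, but adjusted p = 0.498 with an estimated correlation for each, and fry gave an adjusted p of 0.287. The largest single rises were in *Cd209g* (4.36, standard error 0.41, adjusted p = 0.000181 from edgeR) and *Cd209f* (3.76), both lectin genes, *2610528A11Rik* (4.10), *Pla2g2d* (3.47), *Mylk* (3.45), *Gm13546* (3.34), the complement gene *C6* (3.32), *H2-M2* (3.09) and *Mmp9* (3.02). Of the genes named here as higher, *2610528A11Rik*, *Gm13546*, *H2-M2*, *Ccl22* and *Ccr7* were among the 10 leading genes of the migratory dendritic cell-like cluster, which was mostly Kaede RED and which the class block counts with the H2+ cells. Vsig4 (-1.37) and *Sparc* (-1.34), markers of lining macrophages, fell, as did lymphocyte genes such as *Gzma* (-4.52) and *Cd79a* (-3.99). In all, 346 genes rose and 145 fell among 10779 tested, and 112 and 47 with the class block. Without the library as a block, edgeR called none, with 537 at an unadjusted p under 0.05, and DESeq2 called 98 higher and 24 lower with the block.

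**Figure D3:**
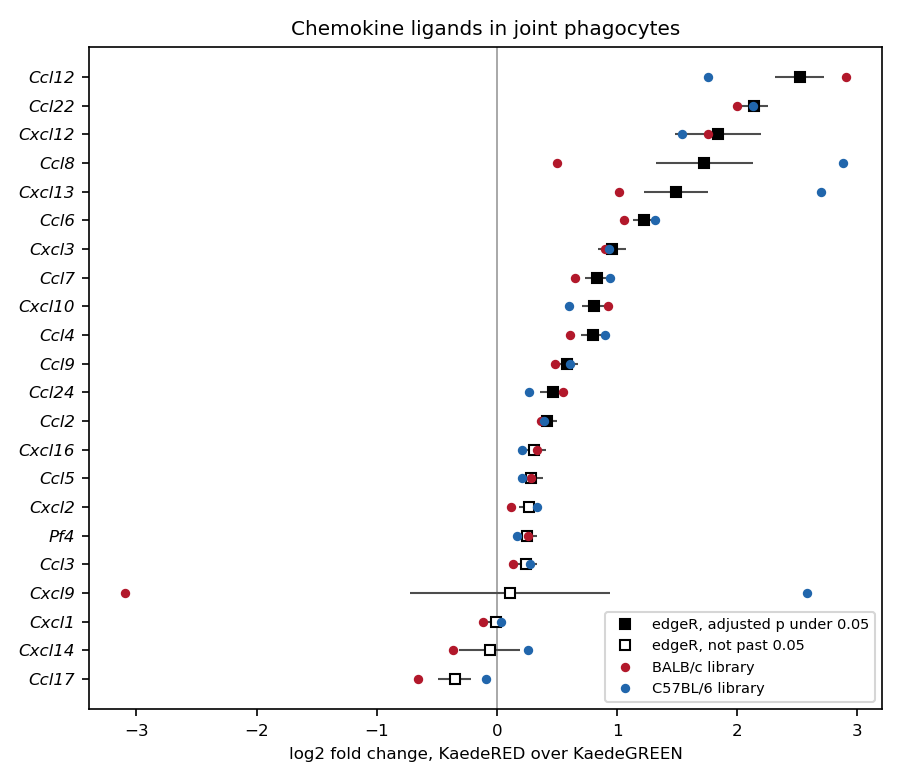
Log2 fold change of 22 chemokine genes in Kaede RED over Kaede GREEN joint phagocytes. Squares are edgeR estimates with bars of 1 standard error, filled where the adjusted p was under 0.05, and points are the log2 ratios of each library. The 13 filled squares all lie above 0, and *Cxcl9* has its library points on both sides.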

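*Ly6c2*+ monocyte-like cells of the joint had more message for respiratory chain proteins than the other joint cells. All 42 measured genes of oxidative phosphorylation rose at an adjusted p of 0.05 from edgeR (42 when adjusted over the list alone), with a median log2 fold change of 0.89. *Cox6c*, a cytochrome c oxidase subunit, had 0.98 (standard error 0.12, adjusted p = 0.000564 from edgeR), *Uqcrh* 0.97 (adjusted p = 0.000597), *Cycs* 0.89 (adjusted p = 0.000887) and *Atp5g1*, a subunit of ATP synthase, 0.69 (adjusted p = 0.00332). For the list, the adjusted p was 0.0496 from fry and 4.24e-17 from camera with a preset correlation, but adjusted p = 0.630 with an estimated correlation. The fry call was lost under several alternatives, with an adjusted p of 0.114 under RLE scaling.
Glycolysis genes were higher in 8 of 11 cases and lower in 1 (the same counts when adjusted over the list alone, median 0.96, fry adjusted p = 0.119). *Pkm*, pyruvate kinase, had 1.45 (standard error 0.13, adjusted p = 0.000113 from edgeR) and *Gapdh* 1.14 (adjusted p = 0.000377), whereas the hexokinase gene *Hk2* fell by 1.65 on the log2 scale (adjusted p = 0.000285 from edgeR) and *Ldha* (0.20, adjusted p = 0.219) did not pass. Monocyte genes were among the highest of the comparison, with the collagenase gene *Mmp8* at 4.83 (standard error 0.17, adjusted p = 6.74e-06 from edgeR), *Chil3* at 4.28, *Ccr2* at 3.48 and *Ly6c2* at 3.33. Genes of leukocyte migration and adhesion rose in 15 of 25 cases and fell in 6 (16 and 6 when adjusted over the list alone, median 1.45, fry adjusted p = 0.0538). In all, 3036 genes were higher and 3773 lower of 14034.
The scaling factors set the size of these changes, since TMM scaling placed log2 fold changes 0.38 above those from CPM in this comparison. The oxidative phosphorylation median by CPM was 0.55 without C57BL/6 and 0.43 without BALB/c.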

We also identified a pure Kaede^GREEN^ cluster of potential precursors (Extended Data Fig. 3b), *Ly6c2*^+^ monocytes^17^, which were characterized by high metabolic activity based on GO-BP enrichment analysis (Extended Data Fig. 3e).

Based on the CellRank and GO-BP enrichment analyses, we hypothesized that a CD2^+^MHC-II^+^CCR2^+^ myeloid precursor population originated in the skin. Using the transcriptional profile of joint CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, we scored the skin myeloid compartment by UCell^24^ and identified these myeloid precursors among monocytes in the skin (Fig. 2j and Extended Data Fig. 3f). 

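The skin cells with the highest score for genes of joint precursor-like cells lay mostly in an H2+ phagocyte-like cluster. A signature of 118 genes, taken from joint precursor-like cells, was scored by rank in every skin CD45+ cell, 2490 in BALB/c and 3022 in C57BL/6, and the top 0.5% (a quantile of 0.995) held 28 cells. Of these, 24 (85.7%, 95% interval 67.3 to 96.0) lay in skin cluster 1, a cluster of 573 cells led by *Lyz1*, *Retnla*, *Lpl* and *Ear2*. There, *Retnla* stood at 503 CPM, *Ear2* at 567, *Lyz1* at 2840, *Ccr2* at 252 and *H2-Aa* at 9576 CPM, while *Ly6c2*, the monocyte gene, stood at 53.9 CPM. The *Retnla* level of the cluster was far below that of joint precursor-like cells. In skin cluster 18, 75 cells marked by *Mucl1*, 2 of the top cells were found. No top cell lay in the *Ly6c2*+ monocyte-like skin cluster of 265 cells. Its mean score was 0.0778, against 0.113 in cluster 1 and 0.125 in cluster 18. The name of cluster 1 was weak, with a mean marker log2 ratio of 0.456. No H2+ marker was among its 10 leading genes, whereas *Fn1* of the monocyte list was.
Both strains and both colours gave top cells: 6 Kaede RED and 2 Kaede GREEN cells in BALB/c and 12 and 8 in C57BL/6. Top cells were deeper than others, with a median of 9899 UMIs against 4618, and the score correlated with depth across cells (Spearman's rho 0.447). After every cell was thinned to 1000 UMIs, 17 of 28 top cells (60.7%) lay in cluster 1. A score gives a range rather than a type, and 55 cells lay near the limit.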

CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in the skin showed a significant enrichment of GO-BP terms associated with cellular migration (Extended Data Fig. 3g).

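Genes of leukocyte migration and adhesion were not higher as a group in the skin cells with the highest precursor score, compared with the other skin phagocytes and monocytes, although single genes were. Their median log2 ratio was -0.09 in BALB/c, with 7 of 21 higher, the 39.4th percentile of 10000 random lists matched on expression. In C57BL/6 the median was -0.49, the 0.9th percentile. The matrix gene *Fn1* had a log2 ratio of 2.56 in BALB/c and 1.76 in C57BL/6, the chemokine gene *Ccl6* 2.34 (95% interval 2.06 to 2.60) and 1.91 (1.75 to 2.07), and *Ccl9* 2.14 and 1.58. *Ccr2* had 1.22 (0.59 to 1.79) and 0.70 (0.27 to 1.11), and the integrin gene *Itgam* 1.24 and 1.00. *Itga4*, an integrin subunit, had -0.71 and -0.55, with intervals that include 0, and the chemokine receptor gene *Cxcr4* had -0.93, with an interval that includes 0, and -1.04 (-2.18 to -0.11). *Ccr7*, high in dendritic cells, had 0 UMIs in the high-scoring cells of BALB/c and a log2 ratio of -3.78 in C57BL/6.
Oxidative phosphorylation genes stood at 0.13 (96.3rd percentile) and 0.27 (99.95th percentile), and at 0.03 (78.6th percentile) and 0.19 (99.86th percentile) above the 0.99 quantile of the score. The chemokine median was 0.47 in BALB/c and -1.76 in C57BL/6, but -0.33 and -1.47 in the cells above the 0.99 quantile (16 and 40 cells). Early response and dissociation genes had medians of 0.000852 and -1.09, and of -0.64 and -0.38 above the 0.99 quantile. Set against all other skin leukocytes, the migration medians were 0.13 in BALB/c (70.5th percentile) and -0.04 in C57BL/6 (68.5th percentile). The high-scoring group has 8 cells in BALB/c, and genes of the signature itself, such as *Cd2*, are high in it by construction. *Fn1*, *Ccl6*, *Ccl9*, *Ccr2* and *Itgam* are outside the signature but were higher in joint precursor-like cells too, so their higher level in cells chosen by that score is not independent of the choice.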

To confirm the cellular trafficking of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors between the skin and joints independently of the Kaede^tg^ system, we developed a flow cytometry strategy to detect CD2^+^ cells among CD11b^+^MHC-II^+^ cells in the joints and skin (Extended Data Fig. 3h). Compared to untreated mice, IL-23OE induced a significant expansion of CD2^+^MHC-II^+^ myeloid precursors in the skin and joints of BALB/c mice on days 4 and 7 (Fig. 2k and Extended Data Fig. 3i). Notably, no difference was observed between BALB/c and C57BL/6 inbred strains (Fig. 2l). No significant increase in CD2^+^MHC-II^+^ myeloid precursors was observed in the bone marrow or the small intestine following IL-23OE (Extended Data Fig. 3j,k). As both organs are affected by IL-23OE^15,25^, this finding supports the concept that the skin is the source of these cells in the joint.

### Leukocyte trafficking is conserved between mice and humans

We next asked whether similar migration mechanisms exist in humans by integrating scRNA-seq datasets from synovial tissues (healthy *N* = 3, PsA *N* = 5; E-MTAB-11791 (ref. ^26^)). Myeloid cells were subclustered into 11 distinct cellular identities by unsupervised clustering and labeled according to their gene expression profile (Fig. 3a and Extended Data Fig. 4a,b). Using single-cell annotation using variational inference (scANVI)^27^ integration and reference mapping, which showed optimal results in a benchmarking comparison^28^, we aimed to find biologically relevant human–mouse orthologous populations within the myeloid compartment (Fig. 3a). In addition to mouse and human DC subsets, we observed the highest degree of co-occurrence between mouse CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and human *CCR2*^+^ monocyte subclusters (Fig. 3b). Human *CCR2*^+^ monocytes expressed *CD2* and *HLA-DR*, in agreement with mouse CD2^+^MHC-II^+^CCR2^+^ myeloid precursors (Extended Data Fig. 4b,c). Reverse detection of human myeloid precursor signatures among mouse myeloid cells using UCell confirmed the high degree of similarity between human and mouse CD2^+^MHC-II^+^CCR2^+^ myeloid precursors (Extended Data Fig. 4d).

**Fig. 3:**
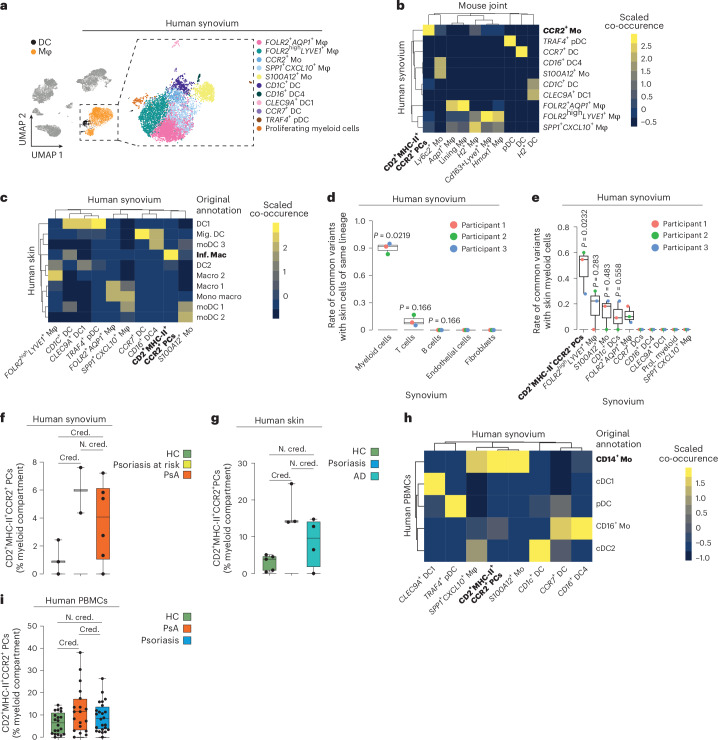
Evidence for a skin–joint axis in humans. **a**, UMAP plot of the scVI-integrated scRNA-seq datasets of human PsA synovium (*N* = 5; E-MTAB-11791) and healthy synovial tissue (*N* = 3). Identified clusters of myeloid cells are highlighted. **b**, Heat map of co-occurrence of psoriatic mouse myeloid cell clusters with human PsA myeloid cell clusters when mouse joint annotations were mapped to human cells using scANVI. **c**, Heat map of co-occurrence of human synovial myeloid cell clusters (PsA *N* = 5, healthy *N* = 3) with skin myeloid cell clusters from a human skin scRNA-seq dataset (healthy participants *N* = 5, participants with psoriasis *N* = 3, participants with AD *N* = 4; E-MTAB-8142) when synovial annotations were mapped to skin annotations (retrieved from metadata) using scANVI; Mig., migrating; moDC, monocyte-derived DC 3; Inf. Mac, inflammatory macrophages; Macro, macrophages; Mono macro, monocyte-derived macrophages. **d**, Proportions of shared mitochondrial variants between synovial and skin clusters of the same lineage for the major clusters in the synovia. The graph shows the median, quartiles and minimum–maximum; *N* = 3. *P* values were calculated by one-versus-rest two-sided Wilcoxon rank-sum test with a BH correction. **e**, Box plot corresponding to **d**. The synovial myeloid compartment is shown in detail; Prol., proliferating. **f**, Proportion of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in psoriasis at risk and PsA compared to healthy in the scRNA-seq dataset of human synovial tissue. The graph shows the median, quartiles (for *N* > 3) and minimum–maximum; psoriasis at risk *N* = 2; PsA *N* = 5; healthy participants (HC) *N* = 3. Statistically credible (Cred.) and noncredible (N. cred.) changes in abundance were identified using scCODA. **g**, Proportion of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in AD and psoriasis compared to healthy in the scRNA-seq dataset of human skin. The graph shows the median, quartiles and minimum–maximum; AD *N* = 4; psoriasis *N* = 3; healthy *N* = 5. Statistically credible and noncredible changes in abundance were identified using scCODA. **h**, Heat map of co-occurrence of human myeloid cell clusters from the joint (PsA *N* = 5, healthy participants *N* = 3) with the PBMC myeloid cell cluster from the proteogenomic dataset (healthy participants *N* = 20, PsA *N* = 19, psoriasis *N* = 24; GSE194315) when joint annotations were mapped to preannotated PBMCs using scANVI. **i**, Proportion of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in psoriasis and PsA compared to healthy in the scRNA-seq dataset of human PBMCs. The graph shows the median, quartiles and minimum–maximum; psoriasis *N* = 24; PsA *N* = 19; healthy *N* = 20. Statistically credible and noncredible changes in abundance were identified using scCODA. Source data

To trace CD2^+^MHC-II^+^CCR2^+^ myeloid precursors to the skin, we integrated the human synovial myeloid cell clusters into an existing scRNA-seq dataset of skin myeloid cells (E-MTAB-8142)^29^ containing samples from healthy donors (*N* = 5), individuals with psoriasis (*N* = 3) and individuals with atopic dermatitis (AD; *N* = 4). Mapping synovial myeloid signatures to the preannotated dermal myeloid cells using scANVI transfer revealed a high degree of co-occurrence between synovial CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and dermal myeloid cells that were originally termed ‘inflammatory macrophages’ (Fig. 3c)^29^.

Having observed orthologous populations of human and mouse CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in the skin and synovium, we sought to track their migration between these two tissues in humans. We hypothesized that cells migrating from the skin to the joint would exhibit a significantly higher prevalence of shared somatic mitochondrial mutations than either resident cells or cells originating from distinct sources within both organs. We generated three matched scRNA-seq datasets of skin and joint tissue from three individuals (Supplementary Fig. 1a–d; early PsA *N* = 1, psoriasis at risk of developing PsA *N* = 2). Additionally, we enriched and sequenced cDNA specifically for mitochondrial transcripts to detect mitochondrial somatic mutations using the mitochondrial alteration enrichment from single-cell transcriptomes to establish relatedness (MAESTER) method^30^, which enabled us to establish these lineage relationships. Using conservative quality and specificity thresholds for informative variant detection, we identified a median of 12 (interquartile range = 3.5) shared variants between the skin and synovium. Most of these variants were found in myeloid cells, with a smaller number found in T cells (Fig. 3d). Notably, CD2^+^MHC-II^+^CCR2^+^ myeloid precursors exhibited the highest enrichment of conserved somatic mitochondrial mutations (Fig. 3e). We considered the possibility that the methodology might have favored myeloid cells, given their presumably shorter lifespan and recent origin from bone marrow precursors, as this could result in greater preservation of somatic variants. To exclude this possibility, we analyzed *S100A12*⁺ monocytes infiltrating the synovia^18^ and found that they had fewer shared variants than CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, comparable to T cells (Extended Data Fig. 4e). Ranking the synovial myeloid clusters based on the extent of shared variants among them, both including and excluding those shared with skin, using a graph-based lineage tracing (Supplementary Fig. 1e) identified CD2⁺MHC-II⁺CCR2⁺ myeloid cells as the earliest precursors provided that the conserved skin variants were included (Extended Data Fig. 4f). This analysis also confirmed that the shared variants in the other joint myeloid clusters were derived from CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, ruling out other migratory sources. To exclude the possibility that our selection criteria for informative variants had affected the results, we performed an iterative analysis, defining variable ranges for each selection criterion. As expected, myeloid cells consistently exhibited the highest number of shared variants with skin cells in 100% of the iterations (Extended Data Fig. 4g,h). Within the myeloid clusters, CD2^+^MHC-II^+^CCR2^+^ myeloid precursors were consistently ranked first in approximately 70% of iterations (Extended Data Fig. 4i,j). Together, these results demonstrate the presence of a human ortholog of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and their conserved migration between the skin and synovium.

### Disease-specific expansion of myeloid precursors

We explored whether disease context influences the number of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in affected organs in humans. Consistent with our observation in mice, we observed that CD2^+^MHC-II^+^CCR2^+^ myeloid precursors were significantly elevated in the synovial tissues of individuals with PsA compared to in healthy control individuals. This increase was evident even in individuals with psoriasis at risk of developing PsA (Fig. 3f and Supplementary Fig. 2a). By contrast, synovial myeloid cells from treatment-naive individuals with rheumatoid arthritis (*N* = 5, E-MTAB-8322 (ref. ^18^); Extended Data Fig. 4k) did not exhibit any *CD2* expression in precursor cells (Extended Data Fig. 4l). This highlights the unique disease-specific and skin-specific signature of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors.

In human skin, CD2^+^MHC-II^+^CCR2^+^ myeloid precursors were significantly more prevalent in individuals with psoriasis than in healthy control individuals (Fig. 3g and Supplementary Fig. 2b–d). As a proof of concept, no significant increase in CD2^+^MHC-II^+^CCR2^+^ myeloid precursors was observed in AD, which has an etiology different from that of psoriatic disease (Supplementary Fig. 2b,d). These findings confirmed the co-occurrence of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in skin and synovial tissue, which increased under pathological conditions, consistent with our observations in mice.

Finally, to support the hypothesis of their migration along the skin–joint axis, we tested whether skin-disseminating recirculating precursors were detectable in the human peripheral blood mononuclear cell (PBMC) fraction. We integrated the scRNA-seq datasets of myeloid cells from synovial tissues with an existing dataset of PBMCs (GSE194315)^31^ from healthy donors (*N* = 20) and individuals with psoriatic disease (psoriasis: *N* = 24; PsA: *N* = 19). In addition to the gene expression data, GSE194315 partially included proteogenomic data that allowed differentiation of cells based on antibody-stained surface markers. Transferring the synovial annotations to the proteogenomic-based preannotation of PBMCs using scANVI revealed a high degree of co-occurrence between synovial CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and CD14^+^ blood monocytes (Fig. 3h). The mapped synovial CD2^+^MHC-II^+^CCR2^+^ myeloid precursors formed a subcluster among CD14^+^ blood monocytes, revealing as a distinct population of antibody-identifiable CD2^+^MHC-II^+^CCR2^+^ myeloid precursors (Extended Data Fig. 4m,n). Comparing the abundance of myeloid populations between the different conditions showed that CD2^+^MHC-II^+^CCR2^+^ myeloid precursors were increased in the blood of individuals with PsA (Fig. 3i and Supplementary Fig. 2e,f). In conclusion, we have provided evidence that CD2^+^MHC-II^+^CCR2^+^ myeloid precursors increase not only in the circulation but also in the skin and synovial tissue of individuals with psoriatic disease, fully mirroring the observations made in the animal models.

### Joint fibroblasts affect activation of skin-derived mononuclear phagocytes

As CD2^+^MHC-II^+^CCR2^+^ myeloid precursors are a rather dynamic population that differentiate into several subpopulations after their arrival in the joints, we wondered whether the local tissue microenvironment influences this process. Using trajectory-based differential expression analysis for sequencing data (tradeSeq)^32^, we compared the change in gene expression profiles of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors between BALB/c and C57BL/6 mice over pseudotime. Minimal changes were observed in arthritis-resistant C57BL/6 mice, whereas BALB/c mice showed a much greater divergence from baseline (Fig. 4a). 

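Migrated precursor-like cells and the H2+, *Hmox1*+ and *Cd163*+*Lyve1*+ classes were taken as stages and compared on 161144 UMIs each, over 1449 genes, without a fitted trajectory. Starting from precursor-like cells, the root mean square log2 distance within BALB/c was 0.848 to the other H2+ cells, 1.03 to the *Hmox1*+ class and 1.15 to the *Cd163*+*Lyve1*+ class. Within C57BL/6 it was 0.911, 1.12 and 1.02. Between the strains, the distance was 0.743 in precursor-like cells, 0.692 in the other H2+ cells, 0.623 in the *Hmox1*+ class and 0.648 in the *Cd163*+*Lyve1*+ class, where sampling of UMIs alone gave means from 0.369 to 0.392. With 18 cells and 38392 UMIs per library in every stage, the values were 0.946, 0.932, 0.896 and 0.921. Cells and UMIs both fell there, so the larger values cannot be laid to either alone.
The genes that differed most between the strains in Kaede RED phagocytes (544 BALB/c and 368 C57BL/6 cells) were partly genes known to vary between mouse strains. Higher in BALB/c were *Hal*, which encodes histidine ammonia lyase, with a log2 ratio of 8.43 (1482 against 2 UMIs, 95% interval 6.57 to 11.5), and the interferon-inducible genes *Ifi44* (4.79), *Ifi202b* (4.00) and *Gbp2b* (3.76). Higher in C57BL/6 were the ribosomal protein gene *Rpl29*, with a log2 ratio of BALB/c over C57BL/6 of -5.59 (62 against 1383 UMIs), *Mgp* (-4.75), *Cxcl9* (-4.20), a chemokine gene induced by interferon-γ, and *Cyp4f18* (-4.01). Predicted genes such as *Gm10260* (201 against 0 UMIs) and *Gm42031* (-7.78) were on the list too. The reference genome is that of C57BL/6, so BALB/c reads of genes with sequence differences or near-identical copies can be lost or misplaced.
When the precursor-like cells of 1 library were split at random into equal parts, the parts differed by 0.845 in BALB/c (69572 UMIs each) and by 0.794 in C57BL/6 (67453 UMIs each), so few cells limit this stage.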

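In Kaede RED precursor-like cells, 11 of 15 pro-inflammatory mediators were higher in BALB/c, with a median log2 ratio over C57BL/6 of 1.35, above all of 10000 random lists matched on expression. Anti-inflammatory mediators were higher in BALB/c as well, 11 of 14 with a median of 0.38 (97.9th percentile). Chemokine genes behaved likewise, with 12 of 14 higher and a median of 1.46. In *Hmox1*+ macrophage-like cells the pro-inflammatory median was 0.28 (12 of 15 higher, 99.7th percentile) and in the *Cd163*+*Lyve1*+ class 0.32 (99.6th percentile). In the other H2+ cells it was -0.46 (7 of 17 higher, 0.01st percentile), while the medians there were 0.54 for anti-inflammatory mediators, 0.58 for chemokine genes (12 of 20 higher) and 0.60 for early response and dissociation genes (14 of 16 higher), the last 2 at the 100th percentile. Early response genes had -0.33 in precursor-like cells (2.51st percentile). MHC class II genes were lower in BALB/c in precursor-like cells (median -0.84) and in the *Cd163*+*Lyve1*+ class (-0.52). Interferon response genes had a median of 0.30 in precursor-like cells and -0.43 in *Hmox1*+ cells. These medians describe 1 library per strain, and neither they nor the differences between stages were tested.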

GO-BP analysis of differentially dynamic genes revealed several proinflammatory pathways in BALB/c mice compared to C57BL/6 mice, resistant to arthritis (Extended Data Fig. 5a). Correspondingly, scoring myeloid phagocyte clusters (Fig. 2a) with UCell for pro- and anti-inflammatory responses revealed a higher proinflammatory response in Kaede^RED^ cells from BALB/c mice, but a higher anti-inflammatory response in Kaede^RED^ cells from C57BL/6 mice (Fig. 4b). 

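In Kaede RED phagocytes, cytokine and chemokine genes differed in both directions between the libraries. The log2 ratio of BALB/c over C57BL/6 was 1.73 for the cytokine gene *Il1a* (95% interval 1.49 to 1.97, 1149 against 161 UMIs), 1.91 for *Cxcl1* (1.83 to 1.98), 1.13 for *Cxcl2*, 0.76 for *Ccl3*, 0.63 for *Ccl2*, 0.43 for *Ccl4*, 0.73 for *Il6* (0.44 to 1.02), 0.61 for *Tnf* (0.49 to 0.73) and 0.38 for *Il1b* (0.31 to 0.45). The chemokine genes *Ccl8* (-1.94), *Ccl22* (-1.75) and *Ccl5* (-0.96), the calprotectin genes *S100a8* (-1.13) and *S100a9* (-1.42), *Cd163* (-0.45, -0.54 to -0.36) and *Hmox1* (-0.35) were higher in C57BL/6. Among genes that restrain inflammation, *Arg1* (2.64, 1.67 to 3.80), *Apoe* (1.21), *Anxa1* (0.90) and *Socs3* (0.75) were higher in BALB/c, *Mertk* (-0.49) in C57BL/6, and *Il10* stood at -0.15 (-0.47 to 0.18).
By list, 10 of 17 pro-inflammatory mediators were higher in BALB/c, with a median of 0.11 at the 90.1st percentile of matched random lists. Anti-inflammatory mediators were divided, 10 each way, with a median of 0.01 at the 60.6th percentile. Pattern recognition genes (median 0.23, 97.6th percentile) lay above most random lists. MHC class II (-0.42, 0.5th percentile), leukocyte migration (-0.22, 1.43rd percentile), interferon response (-0.24, 1.5th percentile) and T cell attraction genes (-0.34, 0.25th percentile) lay below.
Rank scores per Kaede RED cell, thinned to 1000 UMIs, had a mean of 0.132 in BALB/c and 0.116 in C57BL/6 for the pro-inflammatory list and of 0.276 and 0.259 for the anti-inflammatory list. The differences, 0.0161 and 0.0165, were small beside the SD over cells of 0.0926 and 0.0959, and have no replicate check. Without the class markers *Hmox1*, *Cd163*, *Mrc1*, *Il1rn*, *Ccl3* and *Ccl4* they were 0.00559 and 0.0285. Other class markers, such as *Gas6* and *Trem2*, stayed in the anti-inflammatory list. As a mean of log2(CPM + 1) the pro-inflammatory difference was -0.23.

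**Figure D4:**
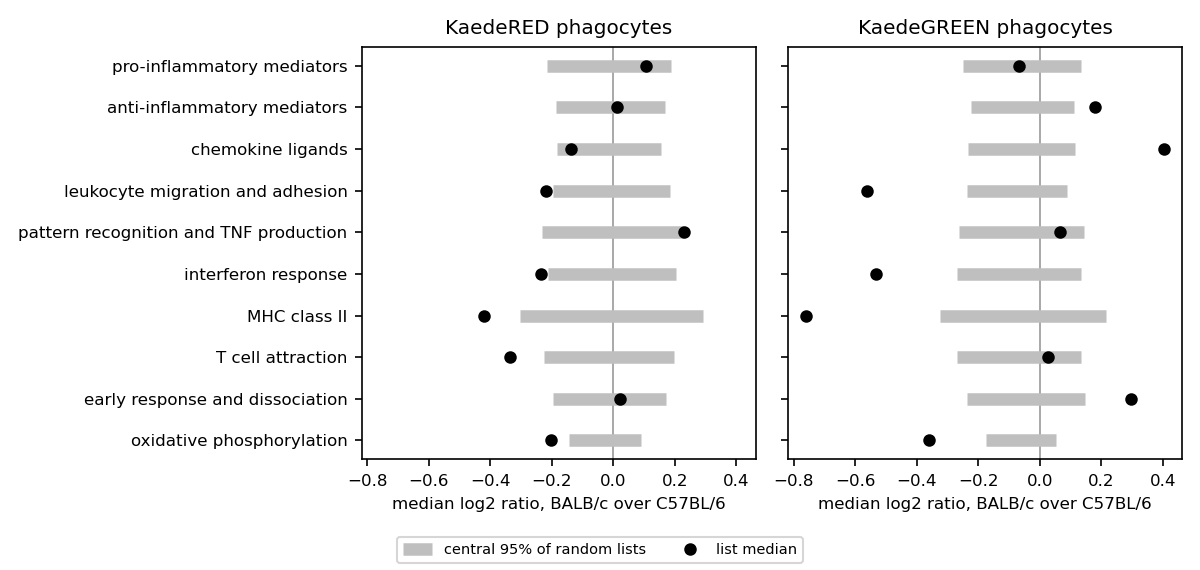
Median log2 ratio of BALB/c over C57BL/6 for 10 gene lists (points) in Kaede RED and Kaede GREEN joint phagocytes, with the central 95% of 10000 random lists matched on expression (grey bars). In Kaede RED cells the medians of pro- and anti-inflammatory mediators lie inside the grey bars, while that of MHC class II lies below.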

The Kaede^GREEN^ compartment, consisting mainly of lining layer and *Aqp1*^+^ macrophages, showed no significant anti- or proinflammatory activation in either background strain. These analyses first demonstrate that skin-derived Kaede^RED^ cells are the key regulators of inflammation and, second, that the joint microenvironment plays a key role in priming this compartment for pro- or anti-inflammatory activation.

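Resident phagocytes of the strains differed in several gene groups. In Kaede GREEN phagocytes (870 BALB/c and 682 C57BL/6 cells), *Il1a* (1.51) and the neutrophil chemokine genes *Cxcl1* (2.06) and *Cxcl2* (1.34) were again higher in BALB/c on the log2 scale, as were the lipid carrier gene *Apoe* (2.08) and the B cell chemokine gene *Cxcl13* (3.25). *Cxcl9* (1.82, 95% interval 1.23 to 2.45) was higher in BALB/c here. *S100a8* (-1.26), *S100a9* (-0.96) and *Ccl5* (-1.04) were higher in C57BL/6, and *Il10* (-0.07) and *Il1b* (0.15) were near 0.
Pro-inflammatory mediators had a median of -0.07, with 8 of 17 higher in BALB/c, at the 48.2nd percentile of matched random lists. Anti-inflammatory mediators had 0.18 (14 of 20 higher, 99.6th percentile) and chemokine genes 0.40 (13 of 21 higher, 100th percentile). MHC class II genes were lower in BALB/c for all 10 measured (median -0.76), and leukocyte migration genes had -0.56 (4 of 23 higher). The rank score per cell was 0.114 in BALB/c and 0.110 in C57BL/6 for the pro-inflammatory list and 0.254 and 0.217 for the anti-inflammatory list, with no replicate check. Of the CD45+ Kaede GREEN cells, lining macrophage-like cells made up 9.33% in BALB/c and 5.25% in C57BL/6, the *Aqp1* and *Fxyd2* cluster 9.87% and 6.65%, the *Hmox1*+ class 8.34% and 4.14%, and the *Cd163*+*Lyve1*+ class 7.72% and 3.48%. The pro-inflammatory score difference of 0.00458 changed sign, to -0.00730, without the class markers *Ccl3* and *Ccl4*.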

**Fig. 4:**
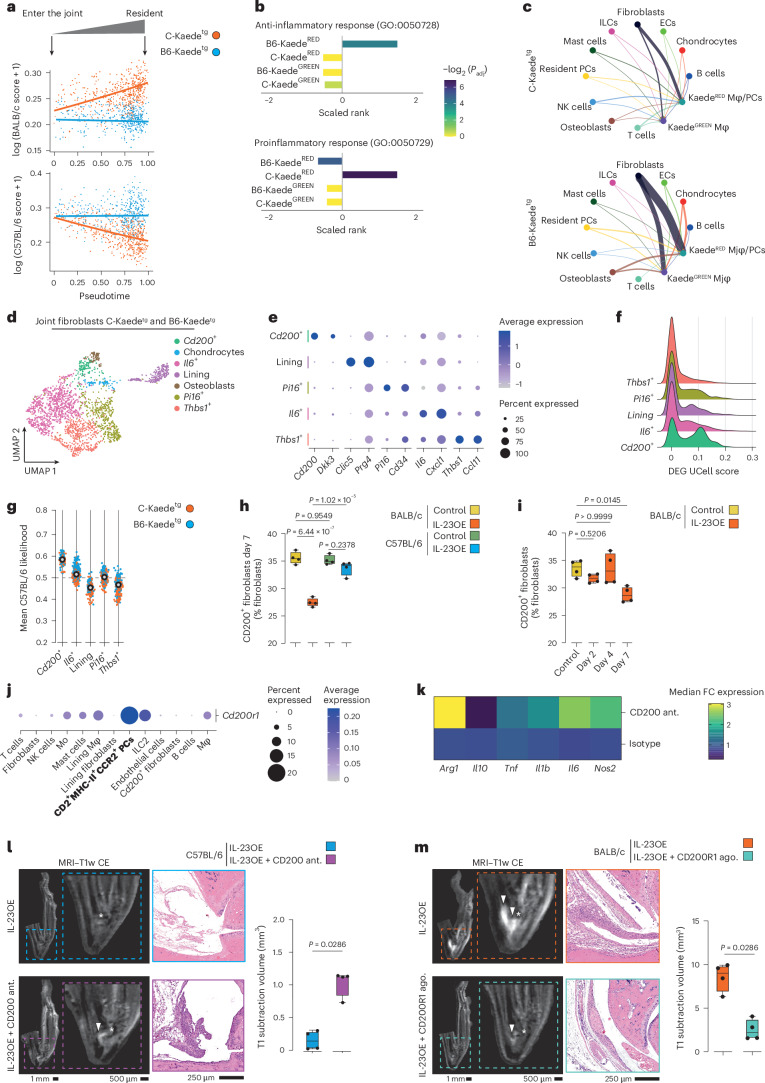
Joint fibroblasts prime migrating precursors to proinflammatory or anti-inflammatory phenotypes. **a**, TradeSeq-fitted smooth expression of UCell scores of genes dynamically associated with either BALB/c (top) or C57BL/6 (bottom) mice over pseudotime from Fig. 2e in the scRNA-seq dataset of ankle joints from Kaede^tg^ mice (BALB/c and C57BL/6 strains) on day 7 of the IL-23OE model; *P*_adj_, adjusted *P* value. **b**, UCell scores for GO-BP terms GO:0050728 (anti-inflammatory response) and GO:0050729 (proinflammatory response) on the phagocyte compartment from Fig. 2a stratified by stain and photoconversion status. *P* values were calculated with a two-sided Wilcoxon signed-rank test and adjusted for multiple comparisons using the BH method. **c**, Circle plot showing the communication probability between myeloid cells (Kaede^GREEN^ or Kaede^RED^) and other cell types in the joints associated with either BALB/c (top) or C57BL/6 (bottom) mice. Line thickness corresponds to communication probability determined using CellChat; ECs, endothelial cells; Mφ, macrophage. **d**, UMAP plot of Seurat-identified subclusters among fibroblasts in the scRNA-seq dataset of ankle joints from Kaede^tg^ mice (BALB/c and C57BL/6 strains) on day 7 of the IL-23OE model. **e**, Expression of the most relevant marker genes among each fibroblast cluster identified in **d**. **f**, Comparison of UCell scores of the C57BL/6-associated gene signature (fibroblast-only differentially expressed genes in C57BL/6 mice compared to BALB/c mice) between different subclusters of joint fibroblasts; DEG, differentially expressed gene. **g**, C57BL/6-associated relative likelihood of different subclusters of fibroblasts determined by MELD. **h**, Quantification of CD200^+^ fibroblasts in the joints of BALB/c and C57BL/6 mice on day 7. The graph shows the median, quartiles and minimum–maximum; *N* = 4 per time point and condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test. **i**, Quantification of CD200^+^ fibroblasts in the joints of BALB/c mice on days 2, 4 and 7. The graph shows the median, quartiles and minimum–maximum; *N* = 4 per time point and condition. *P* values were calculated by one-way ANOVA with a Tukey’s post hoc test. **j**, Expression of *Cd200r1* among the different cell clusters in the scRNA-seq dataset of ankle joints from Kaede^tg^ mice (BALB/c and C57BL/6 strains) on day 7 of the IL-23OE model. **k**, Heat map of median fold change gene expression in macrophage–fibroblast cocultures treated with anti-CD200 antagonist (ant.; OX-90) or isotype control; *N* = 7; FC, fold change. **l**, Representative images of MRI scans and micrographs of H&E-stained ankles of C57BL/6 animals at day 21 after IL-23OE with or without anti-CD200 antagonist (OX-90) treatment. MRI quantification of arthritis at day 21 is shown on the right. Arrowheads indicate inflammation, and stars indicate the talar bone. The graph shows the median, quartiles and minimum–maximum; *N* = 4 per condition. *P* values were calculated by two-sided Mann–Whitney *U*-test. **m**, Representative images of MRI scans and micrographs of H&E-stained ankles of BALB/c animals at day 21 after IL-23OE with or without anti-CD200R1 agonist (ago.; OX-110) treatment. MRI quantification of arthritis at day 21 is shown on the right. Arrowheads indicate inflammation, and stars indicate the talar bone. The graph shows the median, quartiles and minimum–maximum; *N* = 4 per condition. *P* values were calculated by two-sided Mann–Whitney *U*-test. Source data

Therefore, we used CellChat^33^ to explore the interactions between migrated precursors and their local microenvironment, which revealed robust communication probabilities between Kaede^RED^ phagocytes and the microenvironment in both strains. The overall communication strength of Kaede^RED^ migrated cells was higher than that of Kaede^GREEN^ resident cells (Fig. 4c). 

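Message for ligands and receptors shared with fibroblasts was slightly higher in Kaede RED than in Kaede GREEN phagocytes of both strains. Over 50 ligand and receptor pairs taken in both directions (100 in all), the log2 geometric mean of ligand and receptor CPM was on average 0.15 higher in Kaede RED cells in BALB/c (70 pairs higher and 29 lower, SD over pairs 0.323). In C57BL/6 it was 0.06 higher (60 higher and 39 lower, SD over pairs 0.309). In pairs with at least 10 CPM on both sides, the means were 0.13 (41 higher and 13 lower) and 0.06 (32 and 22). Examples are Csf1 and its receptor gene *Csf1r*, the growth signal of macrophages, at 195 CPM in fibroblast-like cells and 592 CPM in Kaede RED phagocytes of BALB/c. For *Cd200* and *Cd200r1*, an inhibitory pair, the levels were 43.1 and 22.8 CPM. Expression of a pair is no measure of contact, the program the paper used was not run here, and no difference was tested, as each strain has 1 library.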

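Fibroblast-like cells were the partner with the highest mean over the same pairs, at a log2 geometric mean of 5.99 with Kaede RED phagocytes in BALB/c and 6.16 in C57BL/6. *Ly6c2*+ monocyte-like cells came next, at 5.96 and 5.92, and natural killer cell-like cells were lowest in BALB/c, at 4.31. Kaede GREEN phagocytes and fibroblast-like cells reached 5.84 and 6.10. Between the strains, the fibroblast pairs of Kaede RED cells were on average 0.17 higher in C57BL/6 (60 pairs higher and 40 lower, SD over pairs 0.716), or 0.20 higher in pairs with at least 10 CPM on both sides (32 and 22). The pairs were written by hand and include collagen genes and other fibroblast genes, so the rank of fibroblast-like cells depends on that choice. In each partner's pairs with at least 10 CPM on both sides, fibroblast-like cells were again highest with Kaede RED phagocytes, at 7.49 in BALB/c and 7.64 in C57BL/6. Natural killer cell-like cells of BALB/c then had 7.05, above B cell-like (6.53) and T cell-like cells (6.45).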

The strongest communication probabilities were found between Kaede^RED^ phagocytes and fibroblasts, and the interaction was predicted to be stronger in C57BL/6 mice than in BALB/c mice. To disentangle putative interaction partners, we subclustered the fibroblast compartment in the joints according to previous reports (Figs. 4d,e)^34–37^. We identified synovial lining and sublining fibroblasts, with the latter being subclustered into *Thbs1*^+^, *Il6*^+^, *Cd200*^+^ and *Pi16*^+^ fibroblasts, as well as chondrocytes and osteoblasts. 

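Fibroblast-like and skeletal cells of the joint, 1343 in BALB/c and 1287 in C57BL/6, formed 12 sub-clusters. Lining fibroblast-like cells, led by *Clic5*, *Htra4* and the lubricin gene *Prg4*, made up 8.56% in BALB/c and 7.23% in C57BL/6. The *Il6*+ sub-cluster was led by the chemokine genes *Cxcl5* and *Cxcl2* (13.0% and 12.4%), the *Pi16*+ sub-cluster by *Cxcl13* and *Pi16* (9.90% and 10.3%) and the *Thbs1*+ sub-cluster by *Ccn3*, *Thbs1* and the interferon gene *Ifit1* (9.75% and 9.63%). Chondrocyte-like cells, led by the cartilage collagen gene *Col2a1*, made up 7.89% and 8.16%. Leading genes were taken over both libraries, and *Col2a1* had 38 UMIs in all BALB/c fibroblast-like cells against 4462 in C57BL/6. It thus leads this sub-cluster through C57BL/6 cells, and the shares of the strains may compare unlike cells.
*Cd200* was highest in 2 sub-clusters. Sub-cluster 5, osteoblast-like and led by the collagenase gene *Mmp13*, the bone sialoprotein gene *Ibsp* and *Spp1*, held 355 CPM of *Cd200*, and *Cd200* and *Runx2* were among its 10 leading genes. *Ibsp* was uneven too, with 162 UMIs in all BALB/c fibroblast-like cells against 8856 in C57BL/6. Sub-cluster 11, 21 cells led by *Myod1*, *Chodl*, *Des* and *Pax7*, which are genes of muscle progenitors, held 404 CPM. Chondrocyte-like cells followed with 153 CPM and sub-cluster 10, led by *Col3a1* and *Tnmd*, with 60.0 CPM, and no other sub-cluster exceeded 37.4 CPM. Sub-clusters 0 (*Ccl8*, *Kitl* and *C3*), 1 (*Fos*, *Abca8b* and *Jun*) and 8 (*Hspa1a* and other heat shock genes) did not meet any listed type.

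**Figure D5:**
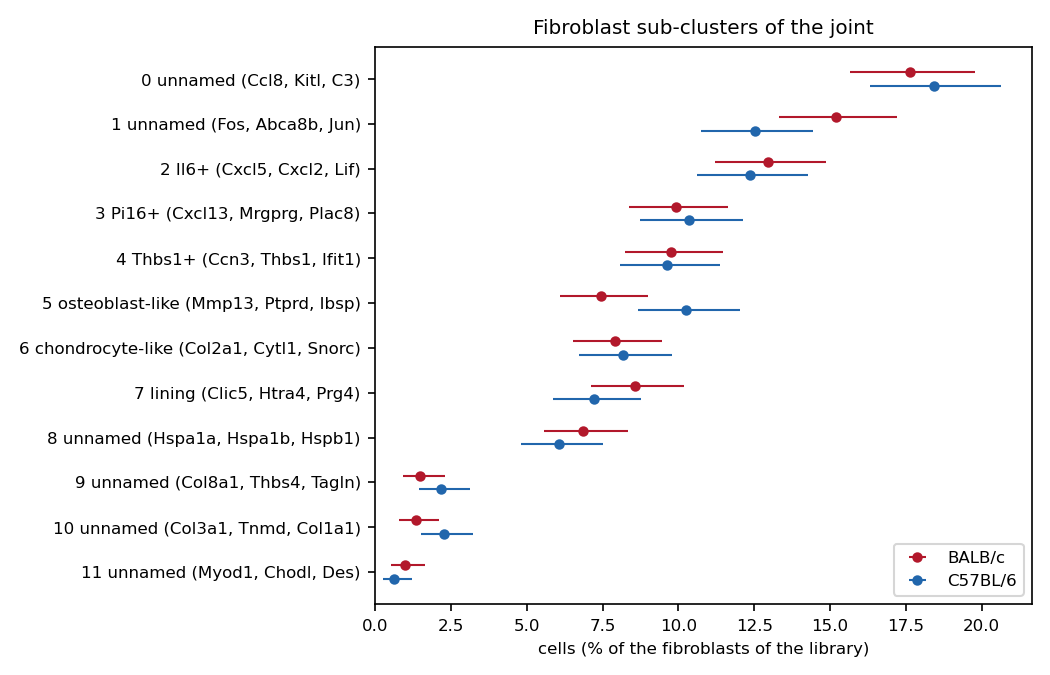
Percent of the fibroblast-like and skeletal cells of each library in the 12 sub-clusters, with 95% Clopper-Pearson intervals, in BALB/c (red) and C57BL/6 (blue), labelled with 3 leading genes. Sub-cluster 0 is the largest, at 17.6% and 18.4%.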

Having observed a high interaction probability between fibroblasts and Kaede^RED^ phagocytes, we used UCell to score fibroblast-specific differentially expressed genes in C57BL/6 mice compared to BALB/c mice. 

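In fibroblast-like cells, 754 genes were higher in C57BL/6 than in BALB/c by the rule of a log2 ratio over 0.5 in these cells and under 0.25 in other joint cells. *Col9a1* (371 UMIs against 0 in BALB/c) and *Matn3* (182 against 0) encode cartilage matrix proteins, and *Panx3* (78 against 0) a channel of bone and cartilage cells. *Cxcl9* had a log2 ratio of C57BL/6 over BALB/c of 5.06 (95% interval 4.27 to 5.98), *Mia* 4.22, *Cnmd* 3.87, *Tnfsf11*, which encodes the osteoclast factor RANKL, 3.59 and *Hapln1* 3.22. Other cartilage and interferon-inducible genes were higher in BALB/c fibroblast-like cells, such as *Col10a1* (319 against 1 UMI) and *Ifi202b* (1315 against 46 UMIs).
The rank score of these genes, on cells thinned to 1000 UMIs, was highest in sub-cluster 10 of both libraries, the one led by *Col3a1* and *Tnmd*, at 0.0285 in BALB/c and 0.0421 in C57BL/6. Of the marker lists, that of *Cd200*+ fibroblasts came closest to this sub-cluster (mean log2 ratio 0.551, next list -0.554), with *Dkk3*, one of its markers, at 71.5 and 168 CPM. The osteoblast-like sub-cluster 5 with high *Cd200* came next, at 0.0269 and 0.0395, with *Dkk3* at 87.0 and 140 CPM, followed by sub-cluster 9 at 0.0264 and 0.0351. Sub-cluster 11, with the highest *Cd200*, stood at 0.0199 and 0.0286. The lowest means were 0.0168 in BALB/c and 0.0270 in C57BL/6, both in the *Il6*+ sub-cluster. Scores between C57BL/6 and BALB/c differ by the choice of the genes, so they rank sub-clusters only within a library.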

*Cd200*^+^ fibroblasts displayed the highest score (Fig. 4f), arguing that this population was the critical determinant in the microenvironment. MELD^38^ analysis showed that *Cd200*^+^ fibroblasts were more likely to be found in C57BL/6 mice than in BALB/c mice (Fig. 4g). 

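The osteoblast-like sub-cluster 5, whose *Cd200* message stood at 355 CPM, made up 7.45% of the BALB/c fibroblast-like and skeletal cells (100 of 1343, 95% interval 6.10 to 8.98) and 10.3% of those of C57BL/6 (132 of 1287, 8.65 to 12.0). Sub-cluster 11, with the muscle progenitor genes and the highest *Cd200*, went the other way but held few cells, 0.968% (13 cells, 0.516 to 1.65) and 0.622% (8 cells, 0.269 to 1.22). No neighbourhood likelihood was computed here. The intervals of sub-cluster 5 overlap slightly and cover counting error only, so a strain difference cannot be separated from a difference between 2 libraries.
From the score of the C57BL/6 fibroblast genes (Fig. 4f), the paper reasons that *Cd200*+ fibroblasts were the determinant that mattered in the joint microenvironment.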

Finally, we used flow cytometry to quantify the abundance of CD200^+^ fibroblasts (CD45^−^CD31^−^PDPN^+^PDGFRα^+^CD200^+^THY1^+^CD49f^−^) in joints before and after IL-23OE on day 7 (ref. ^34^). Consistent with the scRNA-seq dataset, we observed a significant decrease in CD200^+^ fibroblasts after IL-23OE in BALB/c, but not in C57BL/6, mice (Fig. 4h). This decrease coincided with peak migration (Fig. 4i). Collectively these findings suggest that arthritis is controlled not only by the migration of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors from the skin to the joint but also by CD200^+^ fibroblasts in the joint.

### The CD200–CD200R1 axis controls arthritis onset

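Of the receptor genes of CD200, *Cd200r1* (ENSMUSG00000022667, chromosome 16 of GRCm38 from 44765736 to 44794978, 9 exons) had the most UMIs over all joint cells, 370 in BALB/c (12.6 CPM, 95% interval 11.3 to 13.9) and 278 in C57BL/6 (8.92 CPM, 7.90 to 10.0). *Cd200r4*, a gene of the activating type, followed with 156 and 111 UMIs (5.30 and 3.56 CPM). *Cd200r3* had 31 and 42 UMIs (1.05 and 1.35 CPM) and was concentrated in mast cell-like cells, at 141 and 178 CPM. *Cd200r2* had 6 UMIs in each library (0.204 and 0.192 CPM). The family members are similar in sequence, so some reads may be assigned to a relative. All values are low for droplet data, so a cell without a UMI is not shown to lack the receptor.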

CD200 is known to interact with four different receptors^39^, of which the gene encoding CD200R1 was the most abundantly expressed in our mouse scRNA-seq dataset. 

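*Cd200r1* was rare in T cell-like cells and higher in innate lymphoid and myeloid cells. In T cell-like cells it had 7 UMIs in BALB/c (7.51 CPM, 3.26% of cells with a UMI) and 0 in C57BL/6 (0 of 120 cells, which allows up to 2.5% of cells with a UMI). Type 2 innate lymphoid cell-like cells had 63.1 CPM in BALB/c (18 UMIs, 95% interval 37.4 to 99.7) and 18.3 CPM in C57BL/6 (5 UMIs, 5.93 to 42.6), with a UMI in 20.5% and 6.06% of cells. Mast cell-like cells had 49.8 and 30.6 CPM, regulatory T cell-like cells, a cluster that also held γδ T cells with *Trdc* and *Il22*, 27.6 and 14.7 CPM, and *Ly6c2*+ monocyte-like cells 24.2 and 12.0 CPM. The level in sublining fibroblast-like cells, which serve as background, was 0.930 and 1.11 CPM, with a UMI in 0.483% and 0.562% of cells at median depths of 4749 and 4255 UMIs. The innate lymphoid cells had shallower medians of 3026 and 2970 UMIs.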

Consistent with our previous report^34^, we found *Cd200r1* transcripts in a few T cells and strong expression on type 2 innate lymphoid cells (ILC2s) and myeloid cells (Fig. 4j). In particular, the high cellular resolution of our dataset in myeloid cells allowed us to analyze the expression in this compartment in more detail, and we observed the highest abundance of *Cd200r1* transcripts in CD2^+^MHC-II^+^CCR2^+^ myeloid precursors. 

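Among myeloid cells, precursor-like cells had the highest *Cd200r1* level in both libraries, 44.1 CPM in BALB/c (9 UMIs, 95% interval 20.2 to 83.7) and 59.3 CPM in C57BL/6 (14 UMIs, 32.4 to 99.5), apart from mast cell-like cells in BALB/c. *Cd200r1* encodes an inhibitory receptor of myeloid cells. A UMI was seen in 25.0% and 23.3% of precursor-like cells, at median depths of 6743 and 4699 UMIs. The *Cd163*+*Lyve1*+ class had 24.0 and 15.5 CPM, the *Hmox1*+ class 20.3 and 18.2 CPM, other H2+ cells 19.8 CPM in both libraries, lining macrophage-like cells 19.7 and 20.5 CPM and the *Aqp1* and *Fxyd2* cluster 14.8 and 15.3 CPM. Within the other H2+ cells, the unnamed group had 37.3 CPM in BALB/c (16.1 to 73.5) and 25.3 CPM in C57BL/6. The type 2 dendritic cell-like group had 20.2 CPM in BALB/c and 33.7 CPM in C57BL/6 (21.1 to 51.0). Both intervals overlap those of precursor-like cells.
Against all other joint cells, *Cd200r1* had a log2 fold change of 2.38 in precursor-like cells (standard error 0.53, adjusted p = 0.000282 from edgeR) and *Cd200r4* of 3.17 (standard error 0.75, adjusted p = 0.000713 from edgeR). Against the other H2+ cells, the value for *Cd200r1* was 1.43 (standard error 0.39, adjusted p = 0.200 from edgeR), which did not pass 0.05. Of 3 genes of CD200 and its receptors in that comparison, none passed in edgeR (2 higher and 1 lower when adjusted over the list alone).

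**Figure D6:**
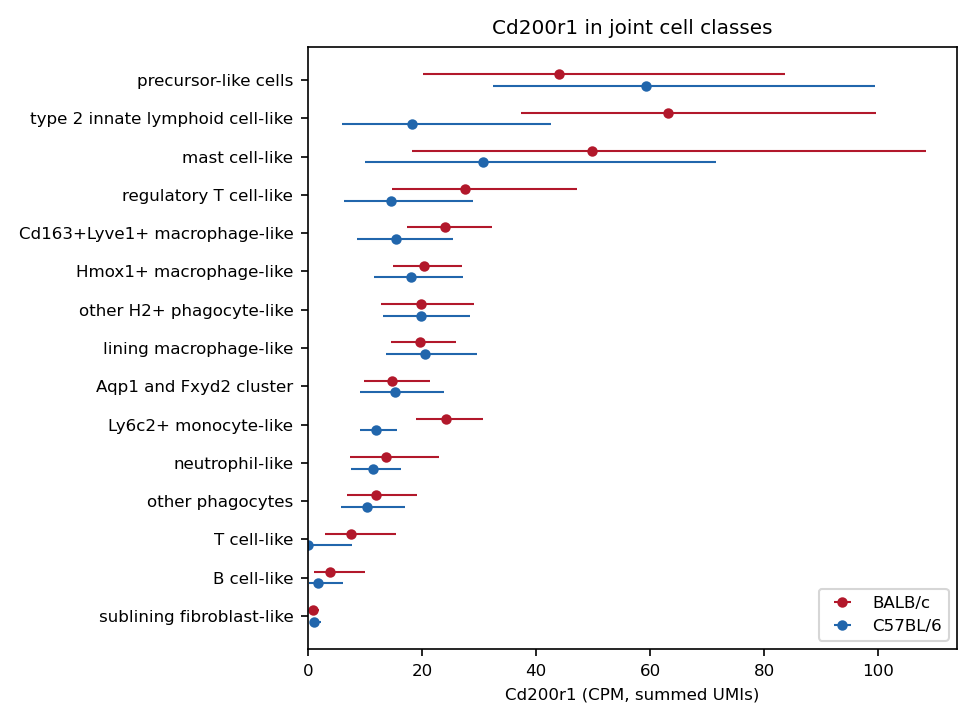
CPM of *Cd200r1* in joint cell classes, with exact 95% Poisson intervals, in BALB/c (red) and C57BL/6 (blue). The intervals of precursor-like, innate lymphoid and mast cell-like cells are wide because they rest on few UMIs.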

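The log2 ratio of *Cd200r1* in BALB/c over C57BL/6 was -0.43 in precursor-like cells, with a 95% interval from -1.82 to 0.88 that covers counting error only. It was 0.64 in the *Cd163*+*Lyve1*+ class (-0.24 to 1.59), 0.16 in the *Hmox1*+ class (-0.59 to 0.95), -0.05 in the *Aqp1* and *Fxyd2* cluster, -0.06 in lining macrophage-like cells and 0.70 in mast cell-like cells, each with an interval that includes 0. The intervals excluded 0 in *Ly6c2*+ monocyte-like cells (1.01, 0.49 to 1.54) and in type 2 innate lymphoid cell-like cells (1.79, 0.31 to 3.57), which had more *Cd200r1* in BALB/c. With 1 library per strain, neither can be set against the spread between libraries, and in precursor-like cells the counts leave room for a log2 difference of up to 1.82 towards C57BL/6 or 0.88 towards BALB/c.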

There was no significant difference in expression between the background strains. Functionally, when we cultured bone marrow monocytes with synovial fibroblasts and blocked the CD200–CD200R1 interaction with a monoclonal antibody to CD200 (OX-90), we observed the induction of a proinflammatory phenotype in bone marrow monocytes with higher expression of *Il1b*, *Il6* and *Tnf* (Fig. 4k and Extended Data Fig. 5b). These findings suggest that CD200^+^ fibroblasts form a protective barrier in the joint through the CD200–CD200R1 axis.

To further explore this hypothesis, we followed four different approaches. First, we examined whether increasing the number of migrating cells could amplify inflammation. To this end, we isolated skin-derived CD2^+^MHC-II^+^CCR2^+^ myeloid precursors for adoptive transfer on day 7 in IL-23OE in BALB/c mice. We also isolated a population of CD11c^−^CCR7^−^CLEC10A^+^CD11b^+^ macrophages corresponding to the Kaede^RED^ population in the joint (Supplementary Fig. 3). The sorted cells were reintroduced into the ankle joint of BALB/c mice on day 7 of IL-23OE to coincide with the decrease in CD200^+^ fibroblasts and to increase the pool of migrated cells in the joint. The level of inflammation was assessed histologically and by MRI on day 14. Adoptive transfer resulted in increased arthritis severity at this early time point (Extended Data Fig. 5c), highlighting the critical proinflammatory role of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in an arthritis-conductive environment. Second, we used IL-23OE in the arthritis-resistant C57BL/6 inbred strain and intervened every second day with anti-CD200 treatment (OX-90) to block the suppression of skin-derived precursors by resident CD200^+^ fibroblasts. After blocking CD200, initially arthritis-resistant animals developed joint inflammation on day 21 (Fig. 4l), supporting the critical gate-keeping role of CD200^+^ fibroblasts interacting with migrating CD2^+^MHC-II^+^CCR2^+^ myeloid precursors. Third, we induced skin psoriasis in BALB/c mice using topical imiquimod, which is a locally restricted model, to test our hypothesis in a model that is independent of systemic IL-23OE. Using this model, we observed an increase in CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in joints on day 7, but no decrease in CD200^+^ fibroblasts (Extended Data Fig. 5d). Again, we intervened every second day with anti-CD200 treatment (OX-90) to block the suppression of skin-derived precursors by resident CD200^+^ fibroblasts. In line with our second approach, on day 21, only animals that received the blocking antibody developed joint inflammation (Extended Data Fig. 5e). Fourth, we used IL-23OE in the arthritis-susceptible BALB/c inbred strain and intervened every 5 days with an agonistic anti-CD200R1 treatment (OX-110) starting on day 7 to restore the suppression of skin-derived precursors by resident CD200^+^ fibroblasts. After treatment with agonistic anti-CD200R1, arthritis was significantly reduced on day 21 (Fig. 4m), supporting the critical anti-inflammatory signaling mediated by CD200.

### Myeloid precursors activate synovial T cells

To challenge our observations made in mice, we analyzed the expression of *CD200R1* on CD2^+^MHC-II^+^CCR2^+^ skin-derived joint-invading myeloid precursors in our human scRNA-seq database (Fig. 5a). Similarly, flow cytometric analysis of PBMCs from individuals with PsA showed an equally high expression of CD200R1 on CD2^+^MHC-II^+^CCR2^+^ skin-derived joint-invading myeloid precursors (Fig. 5b and Extended Data Fig. 6a,b).

**Fig. 5:**
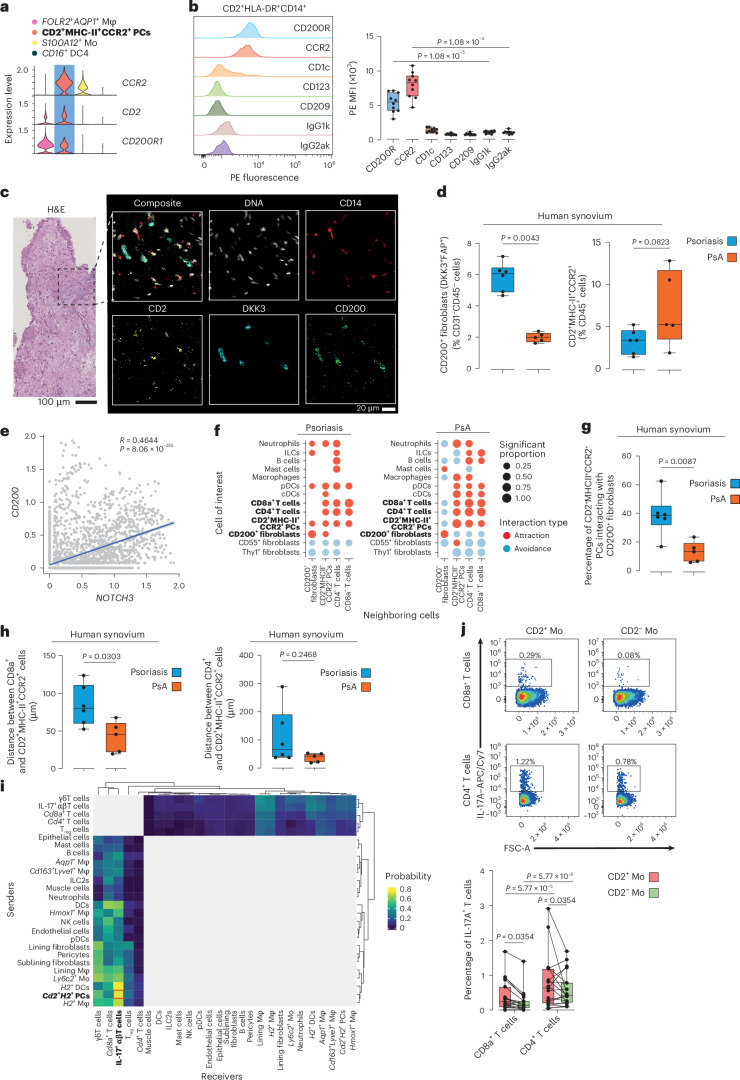
CD200–CD200R1 control the onset of joint inflammation. **a**, Violin plots of ALRA-imputed gene expression among the identified clusters of human synovial myeloid cells from Fig. 3a. **b**, Representative histogram and quantification of the median fluorescence intensity (MFI) of marker expression on CD2^+^HLA-DR^+^CD14^+^ circulating monocytes in PBMCs of individuals with PsA; *N* = 10. *P* values were calculated by two-sided Mann–Whitney *U*-test between target markers and isotype controls. **c**, Representative micrographs of H&E-stained sections of human synovial tissue and selected IMC-stained markers from psoriasis (*N* = 6) and early PsA (*N* = 5). **d**, IMC-based quantification of CD200^+^ fibroblasts and CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in synovial tissue from individuals with psoriasis or early PsA. The graphs show median, quartiles and minimum–maximum; *N* = 6 and *N* = 5, respectively. *P* values were calculated by two-sided Mann–Whitney *U*-test. **e**, *CD200* expression correlated to *NOTCH3* expression in synovial fibroblasts (gray dots) from Extended Data Fig. 4a. The blue line shows the linear fit, and the gray region shows the confidence interval. Two-sided Pearson correlation and BH-adjusted *P* value are shown. **f**, Pairwise interaction test between CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, CD200^+^ fibroblasts and T cells with the surrounding immune and mesenchymal cells in the IMC dataset of synovial tissue from individuals with psoriasis (*N* = 6) or PsA (*N* = 5); cDCs, conventional DCs. **g**, Proportion of CD2^+^MHC-II^+^CCR2^+^ precursors interacting with CD200^+^ fibroblasts in the IMC dataset in **c**. The graphs show the median, quartiles and minimum–maximum; *N* = 6 and *N* = 5, respectively. *P* values were calculated by two-sided Mann–Whitney *U*-test. **h**, Distance between CD8a^+^ and CD4^+^ T cells and CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in the IMC dataset from synovial tissue of individuals with psoriasis (*N* = 6) or PsA (*N* = 5). The graphs show the median, quartiles and minimum–maximum. *P* values were calculated by two-sided Mann–Whitney *U*-test. **i**, Hierarchically clustered heat map showing the CellChat-calculated interaction probability between subclusters in the scRNA-seq dataset of Kaede^tg^ animals. Gray tiles are excluded interactions. **j**, Representative flow cytometry plots showing IL-17A expression in CD8^+^ and CD4^+^ T cells after coculture with CD2^+^MHC-II^+^CCR2^+^ or CD2^−^MHC-II^+^CCR2^+^ myeloid cells. The graphs show quantification of IL-17A expression, correspondingly, as mean, quartiles and minimum–maximum; *N* = 19. *P* values were calculated by two-way ANOVA with a Tukey’s post hoc test. Source data

We then used imaging mass cytometry (IMC) to detect CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and CD200^+^ (DKK3^+^FAP^+^CD45^−^CD31^−^) fibroblasts in the synovial tissues of individuals with early PsA who had just developed arthritis and individuals with psoriasis without arthritis (Fig. 5c). Consistent with our previous observations in mice and humans, we observed an increase in CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and a significant decrease in CD200^+^ fibroblasts in the synovial tissue during the onset of arthritis in humans (Fig. 5d).

Because close cell–cell contact is essential for effective CD200 signaling, we localized CD200^+^ fibroblasts in the joint. To this end, we analyzed the expression of *CD200* in relation to *NOTCH3* in fibroblasts, as *NOTCH3* has been described to form a decreasing gradient within the synovium from the perivascular space to the lining layer^35^. We found a significant correlation between *NOTCH3* and *CD200* in synovial tissue (Fig. 5e), suggesting that CD200^+^ fibroblasts reside within the perivascular space and distal of the lining layer. Similarly, when we plotted the CD200 signal against the CD55 signal in fibroblasts in the IMC dataset, we found a significant negative correlation (Extended Data Fig. 6c). In this dataset, we also examined the spatial cellular neighborhood of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and CD200^+^ fibroblasts and quantified their interaction strength. Although both cell populations showed a significant attraction in the noninflamed synovia of individuals with psoriasis, in the inflamed synovia of individuals with PsA, both cell populations showed a significant avoidance (Fig. 5f). Consequently, there was a significant reduction in the percentage of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors interacting with CD200^+^ fibroblasts in individuals with PsA compared to in those with psoriasis (Fig. 5g). These analyses show that the priming of skin-derived recirculating CD200R1-expressing CD2^+^MHC-II^+^CCR2^+^ myeloid precursors by CD200^+^ fibroblasts occurs immediately after entry into the synovial tissue and before development into subsidiary macrophage subsets. The interaction between the two cell populations is reduced in PsA due to the reduced numbers of CD200^+^ fibroblasts.

CD4^+^ and CD8^+^ T cells play a prominant role in the pathogenesis of PsA^40,41^. To investigate the pathogenic potential of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, we conducted an interaction analysis with T cells. Both the CD4^+^ and CD8^+^ T cell populations demonstrated attraction to CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in the noninflamed synovia of individuals with psoriasis and the inflamed synovia of individuals with PsA (Fig. 5f). Notably, we found a significant reduction in the distance between CD2^+^MHC-II^+^CCR2^+^ myeloid precursors and particularly CD8^+^ T cells in individuals with PsA, indicating enhanced interaction (Fig. 5h). 

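Genes for T cell attraction were spread over several phagocyte classes. On cells thinned to 1000 UMIs, the rank score for this list was 0.139 in BALB/c and 0.133 in C57BL/6 in *Hmox1*+ macrophage-like cells, with the chemokine genes *Ccl3* and *Ccl4* at their highest there. Other H2+ cells scored 0.112 and 0.103, among them migratory dendritic cell-like cells with 0.136 and 0.157, where *Ccl22*, whose product attracts cells with CCR4, was abundant. On all UMIs, the migratory group scored highest in both libraries, 0.224 and 0.231, and *Hmox1*+ cells had 0.180 and 0.168. Precursor-like cells scored 0.0893 (SD over cells 0.0607) and 0.0595 (SD 0.0454), near the *Cd163*+*Lyve1*+ class at 0.0807 and 0.0725. Lining macrophage-like cells scored 0.0725 and 0.0727, *Ly6c2*+ monocyte-like cells 0.0625 and 0.0553, and the *Aqp1* and *Fxyd2* cluster 0.0561 and 0.0451. Within the list, *Ccr2* was highest in precursor-like cells, which also had *Cxcl10* at 313 and 360 CPM, against 294 and 242 CPM in *Hmox1*+ cells.
Against the other H2+ cells, none of 13 T cell attraction genes rose and 2 fell in edgeR (3 and 6 when adjusted over the list alone), with a median log2 fold change of -0.68. Camera's adjusted p was 0.0018 with a preset correlation, but adjusted p = 0.815 with an estimated correlation, and fry gave 0.225.
Among joint lymphoid cells, UMIs of *Il17a* and *Il17f*, the IL-17 cytokine genes, lay mostly in γδ T cell-like cells, sub-cluster 4 with 50 cells in each library. It held 22 of 32 lymphoid IL-17 UMIs in BALB/c (68.8%, 95% interval 50.0 to 83.9), all in 2 cells, and 117 of 120 in C57BL/6 (92.9 to 99.5), in 12 cells. Over all joint cells there were 59 such UMIs in 28 cells in BALB/c and 198 in 49 cells in C57BL/6, so most of those of BALB/c lay outside this sub-cluster. Fibroblast-like cells, which should lack *Il17a*, had a UMI in 0.292% and 0.521% of cells. The program that predicts interactions was not run here.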

Analysis of the scRNA-seq dataset from Kaede^tg^ animals revealed that CD2^+^MHC-II^+^CCR2^+^ myeloid precursors exhibited the highest UCell scores for ‘positive regulation of T cell chemotaxis’ (GO:0010820; Extended Data Fig. 6d) and had one of the highest interaction probabilities with IL-17^+^ T cells (Fig. 5i and Extended Data Fig. 6e,f). To further evaluate this interaction, we sorted CD4^+^ and CD8^+^ T cells from PBMCs of individuals with PsA and cocultured them with either CD2^+^MHC-II^+^CCR2^+^ or CD2^−^MHC-II^+^CCR2^+^ myeloid cells, which were correspondingly isolated from the same individuals. Only CD2^+^MHC-II^+^CCR2^+^ myeloid precursors positively influenced IL-17 expression in both T cell subsets, contrasting with CD2^−^MHC-II^+^CCR2^+^ myeloid cells (Fig. 5j). In conclusion, the greater spatial proximity and functional interaction between myeloid precursors and CD8⁺ T cells in the synovium of individuals with PsA likely induces IL-17 expression in local T cells. This finding corroborates the concept that skin-derived CD2^+^MHC-II^+^CCR2^+^ myeloid precursors play a key role in the pathogenesis of PsA.

## Discussion

Herein, we describe a two-step process that drives the progression from psoriatic skin to joint disease. Psoriasis induced proinflammatory CD2^+^MHC-II^+^CCR2^+^ myeloid precursors to migrate from the skin to joints, but their migration alone was insufficient to induce arthritis. Rather, the local microenvironment, particularly CD200^+^ fibroblasts, acted as gatekeepers of arthritis, engaging the checkpoint receptor CD200R1 on migrating CD2^+^MHC-II^+^CCR2^+^ myeloid precursors. Consequently, intervention with an antibody to CD200 polarized CD2^+^MHC-II^+^CCR2^+^ myeloid precursors toward a proinflammatory phenotype in vitro and allowed the in vivo spreading of psoriatic disease from the skin to the joints even in initially arthritis-resistant mice.

Our findings shed light on a previously unexplored aspect of psoriatic disease pathogenesis. Although tracking cell migration in humans is technically challenging due to a lack of labeling options, next-generation scRNA-seq has enabled tracking of adaptive lymphocytes through clonal expansion analysis. For example, shared T cell repertoires have been identified between synovial fluid and blood T cells in individuals with PsA and spondylarthritis^42^ or between skin and blood in healthy individuals^9^. Skin-resident T cells express high levels of cutaneous lymphocyte-associated antigen (CLA), allowing them to be tracked in the peripheral blood. However, it has been described that CLA^+^ T cells preferentially (re)migrate to the skin rather than the synovium in individuals with PsA^43^. As these methods do not capture the full spectrum of leukocytes, we used a translational approach using stable photoconversion-based labeling in mouse models of psoriasis and arthritis. We found that most skin-derived cells within the joint belonged to distinct myeloid populations, most of which are typically characterized as tissue resident and nonmigratory^17^. However, we identified a migrating myeloid precursor subset, CD2^+^MHC-II^+^CCR2^+^, which gave rise to the broader pool of skin-derived myeloid cells observed in the joint. Extrapolating to humans, we confirmed the conserved presence of these cells in the skin and synovia across species. Adopting the MAESTER method^30^ to track mitochondrial variants based on mRNA, we corroborated the skin–joint axis in humans. We demonstrated an increased abundance of precursors in individuals with psoriasis or PsA compared to healthy control individuals, suggesting that the migration of these precursors occurs independently of joint involvement, but also constituting a prerequisite to spread inflammation from the skin to the joints. The consistency of our results across species highlights the conserved nature of this pathomechanism and opens up new perspectives for developing novel diagnostic and therapeutic strategies.

Our study demonstrated that the development of arthritis depends on the differentiation of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors into highly proinflammatory mononuclear phagocytes. Computational analyses, such as pseudotime, RNA velocity and interactome, revealed the dynamic behavior of these precursors after entering the synovial tissue. The articular microenvironment, particularly CD200^+^ fibroblasts, played a crucial role in modulating precursor activation and differentiation by activating the checkpoint receptor CD200R1, thereby suppressing inflammation. Conversely, blocking CD200 in different arthritis-resistant models resulted in the onset of arthritis, highlighting the inflammatory potential of these skin-derived myeloid precursors. They were also highly effective at inducing IL-17 expression in T cells. Interestingly, we found no evidence of cutaneous priming of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, emphasizing the influence of the synovial microenvironment on disease progression from the skin to the joint. We recently identified a CD200^+^ fibroblast subtype that contributes to the resolution of inflammation in arthritis^34^, and we have now demonstrated its involvement in suppressing the development of arthritis. This highlights the CD200–CD200R1 axis as a promising target for preventive medicine.

Although most cases of PsA are preceded by cutaneous psoriasis, a notable proportion of individuals develop PsA without any prior skin symptoms. Genetic studies reveal both shared and distinct genetic factors between skin-limited psoriasis and PsA^44,45^, suggesting partially divergent pathogenic pathways. Although this study focused on the predominant skin-to-joint axis, we acknowledge the need for future research to explore alternative mechanisms.

In conclusion, our study sheds light on the cellular and molecular mechanisms driving the spread of psoriatic skin inflammation to the joints in psoriatic disease. Similar to tumor metastasis, this process requires migrating cells and a supportive microenvironment. By identifying CD2^+^MHC-II^+^CCR2^+^ myeloid precursors, their interaction with synovial fibroblasts and the CD200–CD200R1 axis as pivotal factors in this process, we have also proposed new therapeutic targets that could improve patient outcomes and advance personalized medicine in the treatment of this debilitating disease.

## Methods

### Experimental approaches

Experiments were not performed in a blinded fashion, except where specifically stated. There were no exclusion criteria for human or animal experimentation. Mice were stratified by sex and then randomized to the different groups. Cells from human donors were also randomized.

### Human studies and characteristics

Human research was conducted in accordance with protocols approved by the institutional review boards of the Friedrich-Alexander-University (FAU) of Erlangen-Nürnberg, Fondazione Policlinico Gemelli IRCCS and Hospital Clinic de Barcelona after receiving informed consent. Ultrasound-guided, minimally invasive synovial tissue biopsies were collected from individuals with early PsA (*N* = 6) and those with psoriasis (*N* = 8) at the SYNGem Biopsy Unit of the Fondazione Policlinico Universitario A. Gemelli RCCS (ID: 4951-2022) and at the Uniklinikum Erlangen (ID: 18-334_4-Bio). Additional synovial tissue from healthy donors (*N* = 3) was obtained at the Hospital Clinic de Barcelona (ID: HCB/2 020/0100). Punch biopsies (3 mm) from lesional skin were collected from individuals with psoriasis (*N* = 3) in Erlangen. Blood samples were collected from individuals with PsA (*N* = 29) in Erlangen. Participant information is provided in Supplementary Tables 1 and 2. All participants included fulfilled the 2006 CASPAR classification criteria for PsA^46^. Additional human datasets were obtained from online databases listed in the Data availability section and referenced in the text and figure legends.

### Mice

BALB/c JRj and C57BL/6 NRj male and female mice were obtained from Janvier Laboratories. C-Kaede^tg^ (C.Cg-Tg(CAG-tdKaede)15Utr) and B6-Kaede^tg^ (B6.Cg-Tg(CAG-tdKaede)15Utr) mice were described in Tomura et al.^16^ and were kindly provided by Y. Miwa and M. Tomura from the RIKEN BioResource Research Center through the National BioResource Project of the MEXT/AMED, Japan. C-Kaede^tg^ and B6-Kaede^tg^ mice were backcrossed to BALB/c JRj and C57BL/6 NRj mice, respectively, and only heterozygous Kaede^tg^ male and female mice were used in the experiments. All animals were maintained under specific pathogen-free conditions with a 12-h light/12-h dark cycle, fed chow (sniff Spezialdiäten, V1534-000) and given water ad libitum. Room air temperature and cage climate were standardized at 20–24 °C, 45–65% relative humidity and 15–20 air changes per h. Mice were housed in groups of three to five animals per cage. A period of 1 week was observed between delivery and the start of the study for test animals that did not come from our own breeding program. All mice were 8–10 weeks old at the start of the study. The animal experiments were conducted in accordance with local regulations and were approved by the government of Lower Franconia (protocols 55.2-2532-2-1061, 55.2-2532-2-1886 and 55.2-2532-2-2157).

### IL-23-induced model of PsA

*Il23* minicircle treatment (3 µg per mouse) was administered on the first day of scoring. Scoring was continued until day 21, the end of the model. The development of skin symptoms (scaling) was monitored and reported as follows: grade 0 (no scaling), 1 (mild scaling), 2 (moderate scaling) and 3 (severe scaling). C-Kaede^tg^ and B6-Kaede^tg^ heterozygous mice were treated with 6 µg per mouse. The *Il23* vector, which encodes the two subunits IL-12b (IL-12p40) and IL-23a (IL-23p19) linked by a flexible region under the control of the albumin promoter for efficient expression in hepatocytes, followed by a secretion sequence for efficient release into the circulation, was kindly provided by S. Wirtz (Department of Medicine 1, FAU Erlangen-Nürnberg). The vector was produced in *Escherichia coli* DH5α grown in terrific broth medium without removal of vector backbone. Plasmids were purified using a PureLink HiPure Plasmid Maxiprep kit (Thermo Fisher), followed by a MiraCLEAN Endotoxin Removal kit (Mirus) to ensure efficient removal of endotoxin. Next, 3 µg of naked plasmid DNA in Ringer’s solution was administered into the lateral tail vein by hydrodynamic gene transfer at a volume equivalent to 10% of body weight^47,48^. Blocking anti-CD200 (OX-2; clone OX-90, BioXCell) was administered intraperitoneally every other day (100 µg per dose) to C57BL/6 animals, and treatment was started on the same day as *Il23* treatment. Agonistic anti-CD200R1 (OX-2R; clone OX-110, BioLegend) was administrated subcutaneously every 5 days to BALB/c animals, and treatment was started 7 days after *Il23* treatment.

### Imiquimod-induced psoriasis model

A 2 × 3 cm area on the dorsal skin of female BALB/c mice was shaved using an electric shaver, and any remaining hair was removed using depilatory cream (Veet). A total of 100 mg of Aldara cream (Viatris), containing 5% imiquimod, was applied daily for either 7 or 21 consecutive days. Mice treated for 21 days concomitantly received intraperitoneal injections of anti-CD200 (OX-2; clone OX-90, Bio X Cell) or a rat IgG2a isotype control (clone RTK2758, BioLegend) every other day (100 µg per dose).

### UV light exposure

Mice were anesthetized with O_2_/isoflurane (3% (vol/vol) isoflurane, 1.2 l min^−1^ O_2_) and placed on a heating pad (37 °C). The psoriatic skin of the lower back and proximal parts of the legs was shaved, whereas the rest of the body, including the distal parts of the legs and hind paws, was shielded with aluminum foil. The skin was exposed to a UV light source for 10 min according to a previous protocol^16^. Briefly, a BlueWave LED PrimeCure UVA QX4 (Dymax) with a 3-mm-diameter lens was used at 51% power, and a distance of 16 cm was maintained between the skin and the lenses. The exposure was repeated for two consecutive days (–48 and –24 h) before death.

### MRI

In vivo MRI of the hind paws was performed with a preclinical 7T MRI (BioSpec, Bruker BioSpin) using a volume resonator (RF RES 300 1H 075/040 QSN TR). The imaging protocol included pre- and postcontrast T1-weighted spin echo sequences and a T2 TurboRARE short tau inversion recovery sequence. During imaging, the mice received an intravenous bolus injection of a low-molecular-weight gadolinium chelating agent (0.15 mmol kg^−1^ gadobutrol, Bayer Vital) over a time period of 10 s via a tail vein catheter. Mice were placed on a heating pad (37 °C) and anesthetized with O_2_/isoflurane (3 % (vol/vol) isoflurane, 0.5 l min^−1^ O_2_), and eye ointment was applied. The volume of joint inflammation was evaluated on either short tau inversion recovery or T1-weighted images after subtraction of pregadolinium from postgadolinium was performed, and the volume of contrast-enhancing areas of the ankle joint was quantified by manual segmentation (3D Slicer^49^, version 5.6.1).

### Histological processing of mouse samples

Hind paw joints were fixed in PBS containing 4% (wt/vol) formaldehyde for 16–24 h. After removal of the skin, the bone tissue was decalcified in 0.5 M EDTA (pH 7.4) before embedding and sectioning. Tissues were dehydrated, infiltrated and embedded in paraffin, cut into 1-µm-thin sections and mounted on standard histological slides. Thin sections were deparaffinized by heating the slides at 65 °C for 30 min, washed in Histo Clear (National Diagnostics) and rehydrated through a series of 100% (vol/vol) ethanol, 95% (vol/vol) ethanol, 80% (vol/vol) ethanol, 60% (vol/vol) ethanol and water. Mayer’s hematoxylin solution (Merck) was applied for 10 min. Excess hematoxylin was washed off, and the stain was blued by rinsing the slides for 10 min in tap water. Eosin counterstain (0.3% (wt/vol) Eosin Y (Sigma) and 0.01% (vol/vol) acetic acid) was applied for 3 min, and excess stain was washed off with deionized water. The sections were again dehydrated in isopropanol and mounted with Roti Mount mounting medium (Carl Roth). Slides were digitized with a NanoZoomer S60 (Hamamatsu), and regions of interest were exported as .TIFF files. Epidermal thickness was measured using the NDPView2 (2.7.39) program (Hamamatsu). A periarthritis score was established to assess the inflammatory infiltrate in the joints: grade 0 (no infiltrate), 1 (mild infiltration), 2 (moderate infiltration) and 3 (severe infiltration).

### Microscopy image analysis

Immediately after death, the hind paws were dissected, and the skin was removed. Samples were immersed in –20 °C cooled acetone and stored at –20 °C overnight for fixation. For light sheet microscopy, ethyl cinnamate was used to clear the tissue, and imaging was performed using an UltraMicroscope II (LaVision). Kaede^GREEN^ and Kaede^RED^ were detected in the 488 and 594 channels. For fluorescence microscopy, the hind paws were decalcified in decalcification buffer for 2 days after fixation. Tissues were cryoprotected in 30% sucrose and 10% PVP in PBS, embedded in 30% gelatine and sectioned at 40 µm. Imaging was conducted using a Leica Thunder Imager 3D Assay with a ×63/1.4- to 0.6-NA oil immersion objective, with subsequent large volume computational clearing and maximum intensity projection. Imaging analysis was performed with IMARIS X64 (Oxford Instruments) software (v. 9.3.0) and Fiji (v. 1.52)^50^.

### Microcomputed tomography imaging and analysis

Structures of tibial bones and paws were measured with a SCANCO Medical μCT 40 or µCT45 scanner and analyzed with SCANCO Application Center evaluation software for segmentation, three-dimensional morphometric analysis and density and distance parameters (SCANCO Medical). Three-dimensional modeling of the bone was performed with optimized grayscale thresholds of the operating system Open VMS (SCANCO Medical) and XamFlow-Workflow^51^.

### Preparation of single-cell suspensions from mouse tissue

After death, the skin covering both legs was shaved and isolated, the subcutaneous fat was removed, and the tissue was minced with scalpels. Legs with intact ankles were dissected, and the nails were cut off. The tibia was removed by dislocation, and the tendons and joint capsules were cut to facilitate enzymatic dissociation. Skin and joint tissues were digested in RPMI 1640 containing 1.2 mg ml^−1^ collagenase D (Roche), 0.6 (skin) and 0.2 (joint) mg ml^−1^ Dispase II (Sigma-Aldrich) and 0.2 mg ml^−1^ DNase I (Roche). Samples were incubated three times at 37 °C for 20 min with constant shaking (2,000 rpm) on a thermal shaker (Eppendorf). After 20 min, the supernatant was collected and filtered (70 µm), and fresh digestion medium was added. The digestion was repeated for a total of three times. Red blood cell (RBC) lysis was performed using RBC lysis buffer (BioLegend) according to the manufacturer’s recommendations. Debris removal solution (Miltenyi Biotec) was used to remove impurities according to the manufacturer’s protocol. Small intestine samples were collected and, after removal of the mesentery, presoaked and rinsed in cold DMEM (Gibco) containing 20% (vol/vol) fetal bovine serum (FBS; Gibco). The tissue was then cut longitudinally and incubated with agitation in HBSS (without Ca^2+^; Gibco) containing 2 mM EDTA. The mucosal epithelium was isolated, and the subepithelial tissue was further washed with HBSS (without Ca^2+^; Gibco) and cut into pieces (5 mm^2^) for enzymatic digestion with HBSS (Gibco; with Ca^2+^ and 2% (vol/vol) FBS) containing 3.0 mg ml^−1^ collagenase D (Roche) and 0.2 mg ml^−1^ DNase I (Roche). Samples were incubated three times for 10 min at 37 °C with constant shaking (800 rpm) on a thermal shaker (Eppendorf). The resulting cell suspension was filtered (100 µm), washed with DMEM (Gibco) containing 10% (vol/vol) FBS (Gibco) and pooled with mucosal isolated cells. Cell counts were determined by trypan blue staining using an automated cell counter (Bio-Rad). For the isolation of bone marrow cells, the femur and tibia were collected, cleaned of muscle and tendons and cut at both ends. After centrifugation at 10,000*g* for 15 s, the resulting pellet was treated with RBC lysis buffer (BioLegend) and washed. The resulting cell suspensions from all tissues were filtered (40 µm), and cell counts were determined by trypan blue staining using an automated cell counter (Bio-Rad).

### Preparation of single-cell suspensions from human tissue

Fresh human skin and synovial tissue or fresh frozen human synovial tissues were thawed, thoroughly minced and digested in RPMI 1640 containing 2 mg ml^−1^ collagenase D (Roche), 0.2 mg ml^−1^ Dispase II (Sigma-Aldrich) and 0.2 mg ml^−1^ DNase I (Roche) for synovial tissue or 7.5 mg ml^−1^ collagenase D (Roche), 2.5 mg ml^−1^ Dispase II (Sigma-Aldrich) and 0.5 mg ml^−1^ DNase I (Roche) for skin. Samples were incubated three times at 37 °C for 20 min with constant shaking (2,000 rpm) on a thermal shaker (Eppendorf). After 20 min, the supernatant was collected and filtered (70 µm), and fresh digestion medium was added. Digestion was repeated for a total of three times, and RBC lysis was performed using RBC lysis buffer (BioLegend) according to the manufacturer’s recommendations. The resulting cell suspensions were filtered (30 µm) and counted in trypan blue using a Neubauer counting chamber (Brand).

### PBMC isolation

Human EDTA blood samples were collected from individuals with PsA at the outpatient clinic of the University Hospital Erlangen, as part of routine diagnostics. Written informed consent was obtained from all individuals. PBMCs were purified using Lymphosep (Biowest). Briefly, 6 ml of EDTA blood was mixed with 6 ml of DPBS (Gibco), underlaid with 4 ml of Lymphosep and centrifuged at 1,000*g* for 30 min without breaking. The plasma component was discarded, and the PBMC ring was collected and washed in 50 ml of PBS by centrifugation at 200*g* for 30 min. Erylysis (RBC Lysis buffer, BioLegend) and a second centrifugation at 100*g* for 30 min were performed to remove RBCs and thrombocytes, respectively.

### Flow cytometry and cell sorting

Cells were stained for 30 min on ice in PBS containing 2% (vol/vol) FBS and 5 mM EDTA and then fixed with 1% formaldehyde for 20 min. Single-dye staining and fluorescence minus one controls were used to compensate and set up the gating, respectively. Dead cells were excluded using FVS510 (1:200; BD Biosciences) or eFluor 780 Fixable Viability Dye (1:4,000; eBioscience). Detailed information about all antibodies is listed in Supplementary Table 3. Anti-CD45 (30-F11; 1:1,000 dilution), anti-CD3ε (145-2C11; 1:100 dilution), anti-CD45R/B220 (RA3-6B2; 1:200 dilution), anti-Ly6G (1A8; 1:100 dilution) and anti-CD11b (M1/70; 1:1,000 dilution) were used to identify/sort Kaede^RED^ skin-derived migrating cells in the hind paws. Antibodies used for identification of migrating myeloid precursors in the skin and in the hind paws included anti-CD45 (30-F11; 1:1,000 dilution), anti-Ly6G (1A8; 1:1,000 dilution), anti-CD11b (M1/70; 1:1,000 dilution), anti-CD2 (RM2-5; 1:1,000 dilution), anti-I-A/I-E (M5/114.15.2; 1:500 dilution), anti-CD3ε (145-2C11; 1:100 dilution), anti-CD45R/B220 (RA3-6B2; 1:200) and anti-CD11c (N418; 1:500 dilution). Antibodies used to analyze CD200 expression in the fibroblast compartment included anti-CD140a (APA5; 1:500 dilution), anti-CD45 (30-F11; 1:1,000 dilution), anti-CD90.2 (30-H12; 1:500 dilution), anti-podoplanin (8.1.1; 1:200 dilution), anti-CD31 (390; 1:500 dilution), anti-CD49f (GoH3; 1:200 dilution) and anti-CD200 (OX-90; 1:100 dilution). Antibodies used for adoptive cell transfer experiments included anti-CD45 (30-F11; 1:500 dilution), anti-Ly6G (1A8; 1:500 dilution), anti-CD11b (M1/70; 1:200 dilution), anti-CD2 (RM2-5; 1:500 dilution), anti-I-A/I-E (M5/114.15.2; 1:100 dilution), anti-CD3ε (145-2C11; 1:100 dilution), anti-CD45R/B220 (RA3-6B2; 1:200 dilution), anti-CD11c (N418; 1:500 dilution), anti-CCR7 (4B12; 1:100 dilution) and anti-CLEC10A (LOM-14; 1:100 dilution).

PBMCs were freshly analyzed by flow cytometry with anti-CD2 (RPA-2.10; 1:1,000 dilution), anti-CCR2/CD192 (K036C2; 1:500 dilution), anti-CD200R1 (OX-108; 1:100 dilution), anti-HLA-DR (L243; 1:1,000 dilution), anti-CD14 (M5E2; 1:100 dilution), anti-CD16 (3G8; 1:100 dilution), anti-CD45 (HI30; 1:100 dilution), anti-CD3 (UCHT1; 1:100 dilution), anti-CD19 (HIB19; 1:200 dilution), anti-CD56 (HCD56; 1:200 dilution), anti-CD11c (3,9; 1:100 dilution), anti-CD1C (L161; 1:1,000 dilution), anti-CD123 (6H6; 1:1,000 dilution) and anti-CD209 (9E9A8; 1:200 dilution) in the myeloid fraction in humans together with isotype IgG1, κ (MOPC-21; 1:100 dilution) and IgG2a, κ (MOPC-173; 1:200 dilution). PBMCs used for sorting and analysis of coculture experiments were stained for anti-CD3 (UCHT1; 1:200 dilution), anti-CD19 (HIB19; 1:200 dilution), anti-CD8a (SK1; 1:1,000 dilution), anti-CD4 (A161A1; 1:200 dilution), anti-CCR2 (K036C2; 1:500 dilution), anti-HLA-DR (L243; 1:200 dilution), anti-CD2 (RPA-2.10; 1:200 dilution), anti-CD1C (L161; 1:500 dilution), anti-CD123 (6H6; 1:500 dilution) and anti-IL-17A (BL168; 1:500 dilution). IL-17A was stained intracellularly using an IC fixation kit (Thermo Fisher) according to the manufacturer’s recommendations. All antibodies were purchased from BioLegend unless stated otherwise. Acquisition of cytometry data was performed with Beckman Coulter Gallios software v 1.2, while a Beckman Coulter MoFlo Astrios EQ (running with BD Astrios Summit v6.3.1; Beckman Coulter) was used for cell sorting. Sorted populations were reanalyzed to determine target cell purity after sorting (>98% purity). Flow cytometry data were analyzed with FlowJo (v. 10.10, BD Biosciences).

### Adoptive cell transfer

Donor BALB/c mice were killed 7 days after *Il23* treatment. Hind paws were isolated and digested, and resulting cell suspensions were stained with a cocktail of flow cytometry antibodies, as described above. Skin-derived myeloid cells were sorted from the hind paws of donors and adoptively transferred to hind paws of recipient BALB/c mice via intra-articular injection of the tarsal joints (50,000 cells per 20 µl per paw) 7 days after *Il23* treatment.

### Imaging cytometry

All samples were acquired using a 12-channel Amnis ImageStreamX Mark II (Cytek Biosciences) imaging flow cytometer equipped with three excitation lasers (405 nm (120 mW), 488 nm (200 mW) and 642 nm (150 mW)) and a MultiMag with three objectives lenses (×20, ×40 and ×60 magnification). Samples were acquired at ×60 magnification, and the excitation lasers (405 nm, 488 nm and 642 nm) were used at 80 mW, 5 mW and 150 mW, respectively.

Image analysis was performed using image-based algorithms in ImageStream Data Exploration and Analysis Software (IDEAS 6.2.189, Cytek Biosciences). Typical files contained imagery for 50,000 to 100,000 cells. Analysis was restricted to single cells in best focus. Single cells were identified by their intermediate size (area) and high aspect ratio (minor axis divided by the major axis) compared to debris (small area and a range of aspect ratios depending on the shape of the debris) and doublets (large area and small aspect ratio). Out-of-focus events were excluded by using the feature brightfield gradient RMS, a measurement of image contrast.

### Cell culture

Mouse fibroblast–macrophage cocultures were prepared as follows. Single-cell suspensions from digested hind paws of healthy C57BL/6 mice were seeded in complete DMEM/F12 containing 10% FBS (Gibco), 100 U ml^−1^ penicillin–streptomycin (Gibco), 0.5 μg ml^−1^ amphotericin B (Gibco) and 20 mM L-glutamine (Sigma) for fibroblast expansion. The medium was changed on day 3, and the cells were passaged on day 6 using trypsin-EDTA (0.25%; Gibco). In total, 1 × 10^5^ cells of the second passage were seeded per well in a six-well plate. In parallel, 20 × 10^6^ bone marrow cells obtained from the same mice were seeded in IMDM (Gibco) containing 10% FBS (Gibco), 100 U ml^−1^ penicillin–streptomycin (Gibco), 0.5 μg ml^−1^ amphotericin B (Gibco), 20 mM L-glutamine (Sigma) and 20 ng ml^−1^ recombinant mouse macrophage colony-stimulating factor (BioLegend) in a 100-mm Petri dish. The medium was changed on day 4, and on day 6 macrophages were detached using Accutase (Gibco). In total, 5 × 10^5^ cells were seeded with fibroblasts in complete IMDM enriched with 20 ng ml^−1^ recombinant mouse macrophage colony-stimulating factor. The following day, anti-CD200 (OX-2, clone OX-90, BioLegend; 10 µg ml^−1^) or isotype control (clone RTK2758, BioLegend) was added to the medium. After 24 h, the cells were collected, and RNA isolation was performed as described below.

Human monocyte–T cell cocultures were prepared as follows. Flow cytometry-based cell sorting was used to isolate CD2^+^ and CD2^−^ myeloid cells as well as autologous CD8^+^ or CD4^+^ T cells from PBMCs of individuals with PsA. Cells were cultured in CD3-coated (1 μg ml^−1^ anti-human CD3 (clone UCHT1) in DPBS (Gibco), 4 °C overnight) 96-well, flat-bottom plates at a ratio of 1:5 (myeloid cells:T cells) in RPMI 1640 supplemented with 10% heat-inactivated FBS, 2 mM L-glutamine, 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin, 1× nonessential amino acid solution and 50 µM β-mercaptoethanol. Human macrophage colony-stimulating factor (50 ng ml^−1^, BioLegend), recombinant human IL-2 (10 ng ml^−1^, BioLegend), recombinant human TGFβ (5 ng ml^−1^, BioLegend), recombinant human IL-6 (25 ng ml^−1^, BioLegend), recombinant human IL-1β (10 ng ml^−1^, BioLegend) and recombinant human IL-23 (25 ng ml^−1^, BioLegend) were added to the culture. Cells were maintained at 37 °C and 5% CO_2_ for 6 days, with medium and cytokine replenishment every 48 h. On day 6, cells were restimulated with cell activation cocktail (PMA/ionomycin) without brefeldin A (1:1,000 dilution; BioLegend) for 1 h, followed by monensin and brefeldin A (1:1,000 dilution; BioLegend) for 3 h. Then cells were collected for analysis by flow cytometry as described above.

### Gene expression analysis

RNA isolation was performed using a Nucleo Spin RNA isolation kit according to the manufacturer’s protocol (Macherey-Nagel). Immediately following extraction, total RNA concentration and ratio of absorbance at 260 and 280 nm (A_260_:A_28__0_) of each sample were determined using a NanoDrop 2000 (Thermo Scientific). In total, 8.2 μl of RNA was used to transcribe mRNA to cDNA, following the manufacturer’s protocol (Applied Biosystems). cDNA synthesis was performed in a total volume of 20 μl, containing 8.2 μl of RNA, 2 μl of 10× PCR buffer Ⅱ, 4.4 μl of MgCl_2_ solution (25 mM), 4 μl of DNTP mix, 0.5 μl of 10× RT random primers, 0.4 μl of RNase inhibitor and 0.5 μl of Multiscribe Reverse Transcriptase. The reaction mixture was incubated at 20 °C for 10 min, followed by 48 °C for 30 min and 95 °C for 5 min to inactivate the enzyme. Real-time PCR was performed in triplicate using SYBR Green master mix (Applied Biosystems) and a QuantStudio 6 Real-Time PCR System v. 1.3. Fold change expression of target genes was calculated by the change in cycling threshold (Δ*C*_t_), ΔΔ*C*_t_ and $${2}^{-\mathrm{\varDelta \varDelta }{C}_{{\rm{t}}}}$$ comparative method for relative quantification after normalization. The endogenous control was *B2m*. A list of primers is provided in Supplementary Table 3.

### Droplet-based scRNA-seq libraries

Skin and joint cells from six C-Kaede^tg^ and nine B6-Kaede^tg^ mice with equal sex distribution were pooled and sorted for Ly6G^−^ viable Kaede^RED^ CD45^+^, Kaede^GREEN^ CD45^+^ and Kaede^GREEN^ CD45^−^ fractions on day 7 of IL-23OE. Purified cells were stained for 30 min on ice in PBS containing 1% (wt/vol) bovine serum albumin with hashtag antibodies (TotalSeq-B0301/B0302/B0303/B0304B0305 anti-mouse hashtag 1/2/3/4/5, respectively, and anti-APC-B0987 (customized), all from BioLegend) to distinguish all six fractions per inbred strain. Cells were washed, counted and concentrated to 1,000 cells per µl before pooling. In total, 24,000 cells (hyperloading) equally pooled from each strain were loaded into a single well of a Chromium Chip G (10x Genomics). Human synovial cells were loaded immediately after tissue dissociation with up to 25,000 cells in a single well of a Chromium Chip G (10x Genomics), as described above. The 3′ gene expression libraries were generated using a Chromium Next GEM Single Cell 3′ Kit 3.1 with a 3′ Feature Barcode kit and dual indexing (10x Genomics protocol CG000316 Rev C). Libraries were sequenced as paired end, 150 base pairs (bp) by Illumina sequencing to 65–80% saturation. Reads were mapped to the mm10 mouse genome (GENCODE vM23/Ensembl 98) or GRCh38 human genome (GENCODE v32/Ensembl98) using the 10x Genomics Cell Ranger pipeline (6.0.0 and 7.2.0, respectively) with default settings. Detailed descriptions of the analysis of the RNA-seq data are included in the Supplementary Information.

### Generation of MAESTER libraries

To trace the lineage of specific cell populations and investigate potential migration from the skin to joints in psoriatic disease, we applied the MAESTER protocol^30^. In brief, single-cell suspensions were generated from paired lesioned skin and synovial biopsies obtained from individuals with PsA or psoriasis at risk and loaded onto a 10x Genomics Chromium controller using Single Cell 3′ v3.1 chemistry. Following droplet encapsulation and barcoding, cDNA synthesis and amplification were performed according to the manufacturer’s protocol. Twenty-five percent of cDNA was processed for standard scRNA-seq according to the manufacturer’s recommendations as described above, while 10 ng of the remaining cDNA was processed using the MAESTER workflow. This included an initial amplification, followed by a targeted PCR to enrich mitochondrial DNA amplicons and a final PCR to append sequencing adapters and sample indices. Sequences of mitochondrial DNA-enriching primers and sequencing adapters are listed in the original publication^30^.

Libraries were sequenced on an Illumina NovaSeq X system using standard 10x Genomics settings for scRNA-seq and a custom configuration for MAESTER libraries (28 bp read 1, 8 bp i7, 8 bp i5, 256 bp read 2). Sequencing data were demultiplexed and aligned to both nuclear and mitochondrial genomes to enable integrated transcriptomic and lineage analysis at single-cell resolution. Reads were mapped to the GRCh38 human genome (GENCODE v32/Ensembl98) using the 10x Genomics Cell Ranger pipeline (9.0.1) with default settings.

### IMC

Synovial tissue slides were deparaffinized by heating the slides for 30 min at 65 °C and washing in Histo Clear (National Diagnostics) and rehydrated through a series of 100% (vol/vol) ethanol, 95% (vol/vol) ethanol, 80% (vol/vol) ethanol, 60% (vol/vol) ethanol and water. Heat-induced epitope retrieval was performed for 30 min at 95 °C in Tris-EDTA buffer (10 mM Tris and 1 mM EDTA, pH 9.2). After cooling for 15 min, blocking was performed in Tris buffered saline, pH 7.6, 0.05% (vol/vol) Tween 20 (TBS-T) supplemented with 3% (wt/vol) bovine serum albumin and 1% rabbit serum for 1 h at ambient temperature. A precomposed panel of metal-labeled antibodies (Supplementary Table 3) was applied to the sections. Antibodies were prelabeled with metals or conjugated according to the manufacturer’s instructions for the Maxpar X8 Multimetal Labeling kit (Standard Biotools). Indium chloride was purchased from Sigma-Aldrich (natural abundance, 96% of ^115^In), and ^113^In was purchased from Trace Science. Incubation with antibodies was performed over 16 h at 4 °C in the presence of 0.3 µM Ir-intercalator (Standard Biotools). Slides were washed twice in TBS-T for 10 min, briefly washed in deionized water, air dried and stored in a desiccated environment until analysis. Acquisition was performed at 200 Hz on a Hyperion Imaging System (Standard Biotools, CYTOF software v. 7.1). MCD files were processed using Steinbock (v. 0.16.0)^52^. imcRtools^52^ (v. 1.3.4) and R (v. 4.3.2) were used to load the data and construct a SpatialExperiment^53^. An inverse hyperbolic sine (arcsinh) transformation with a coefficient of 1 was applied to all the datasets. The data were normalized by computing a *z* score, which used the entire dataset as a reference. All data were exported as FCS files and further analyzed with FlowJo Software (v. 10.10, BD Biosciences).

### Spatial analysis of IMC data

Cells were annotated by gating on the known markers using FlowJo software. After annotation, cellular neighbors were identified by using the imcRtools R package^52^. Cellular neighbors were defined by a centroid extension of 40 µm. To quantify interacting cells, neighbors of the cell population of interest were first retrieved, and interacting cells were defined as those that had at least one neighbor of the target cell population. Cellular pairwise interactions were analyzed using the imcRtools R package. The statistical significance of each pairwise interaction was assessed by permutation testing^54^. This approach quantified the average number of neighboring cells for each subpopulation and compared the results to a null distribution generated by randomly reassigning cell-type labels over 1,000 permutations. Pairwise interactions with *P* values below 0.05 were considered statistically significant. Attraction was defined as a higher number of neighboring cells of a specific type than would be expected in a random distribution, whereas avoidance was defined as a lower number of such neighbors than would be expected in the sample. The results are visualized by dot plots generated by using the R package ggplot2. The dot size represents the median proportion of statistically significant interactions found across samples.

### Statistical analysis

Statistical analysis of nonsequencing data was performed using Prism 9. Unless otherwise stated, all data are reported as median, interquartile range and minimum–maximum. No statistical methods were used to prespecify sample sizes, but our sample sizes are similar to those reported in previous publications. Parametric and nonparametric analyses were used where appropriate. When data distribution was assumed to be normal, this assumption was not formally tested. Differences were considered significant when *P* < 0.05. Corrections for multiple testing were made as appropriate.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02351-z.

## Supplementary information

Supplementary Information Supplementary Methods, Figs. 1–4, Tables 1–3 and references.

Reporting Summary

## Source data

Source Data for Figs. 1–5 and Extended Data Figs. 1–5 Source data for Figs. 1–5 and Extended Data Figs. 1–5.

## Figures and Tables

**Extended Data Fig. 1:**
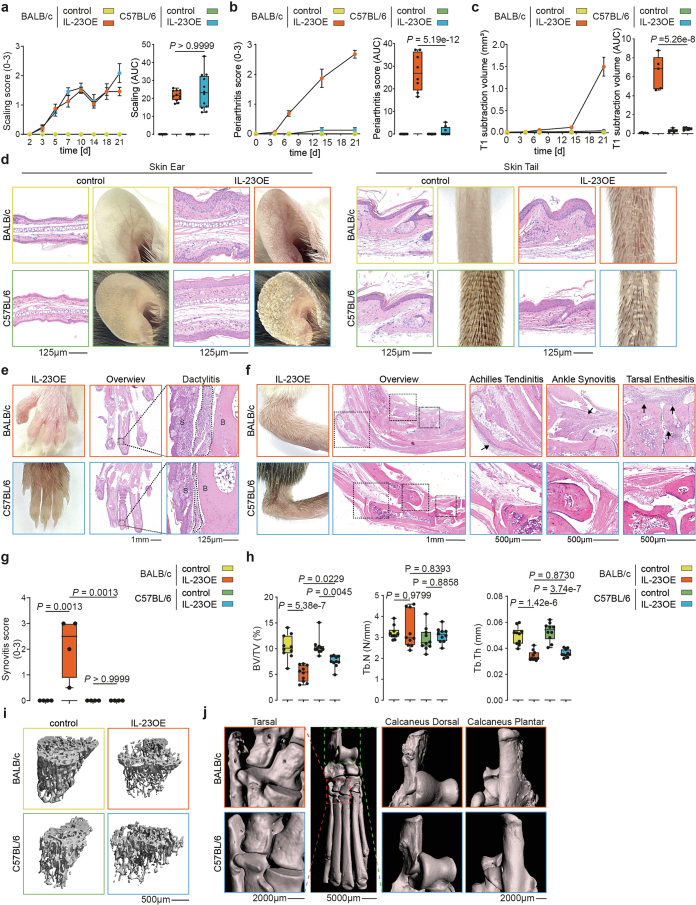
Assessment of psoriasis and arthritis over time. **(a)** Macroscopic evaluation of skin-scaling in mice with/without IL-23OE for 21 days (left). Total scaling quantified as area under the curve (AUC, right). Graphs: mean ± SEM (left) and median, quartiles, min-max (right); *N* = 12 per condition. *P* values calculated by one-way ANOVA with Tukey´s post hoc test. **(b)** Histological inflammation scores for ankle regions based on H&E staining in mice with/without IL-23OE for 21 days (left). Quantification of arthritis as AUC (right). Graphs: mean ± SEM (left) and median, quartiles, min-max (right); *N* = 8 per time point and condition. *P* values calculated by one-way ANOVA with Tukey´s post hoc test. **(c)** MRI ankle measurements over time in mice with/without IL-23OE for 21 days (left). Quantification of arthritis as AUC (right). Graphs: mean ± SEM (left) and median, quartiles, min-max (right); *N* = 5 per condition. *P* values calculated by one-way ANOVA with Tukey´s test. **(d-f)** Representative micrographs of H&E-stained sections and representative photographs from skin of ear and tail **(d)**, distal paws **(e)** and ankles **(f)** of mice at day 21 with/without IL-23OE. In **(e)**: dashed lines highlight dactylitis; S = skin, B = bone. In **(f)**: dashed squares in the overview identify the areas of corresponding magnifications; black arrows indicate sites of inflammation. Images representative for three independent experiments with similar results. **(g)** Histological inflammation score of synovia in ankle and tarsal joints based on H&E-stainings in mice with/without IL-23OE for 21 days. Graphs: median, quartiles, min-max.; *N* = 4 per condition; *P* values calculated by one-way ANOVA with Tukey´s post hoc test. **(h)** Micro-CT quantification of tibia from mice at day 21 with IL-23 OE. BV/TV = bone volume/total volume; Tb. N = trabecular number; Tb. Th = trabecular thickness. Graphs: median, quartiles, min-max; *N* = 10 per condition; *P* values calculated by one-way ANOVA with Tukey´s post hoc test. **(i)** Representative micro-CT images of the tibial trabecular network of mice at day 21 with/without IL-23 OE. **(j)** Representative micro-CT images from hind paws of mice at day 21 with/without IL-23OE. Red and green dashed squares indicating corresponding magnification of metatarsal bone and calcaneus. Source data

**Extended Data Fig. 2:**
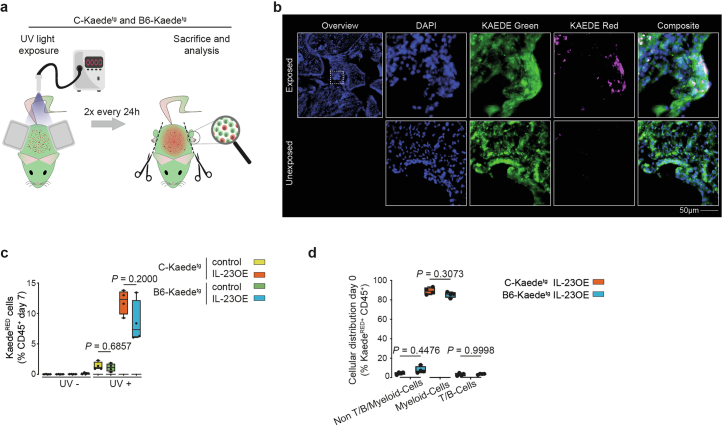
Validation of photoconversion. (**a**) Graphical cartoon explaining skin-photoconversion of the Kaede^tg^ mice upon ultraviolet (UV) exposure. (**b**) Representative micrographs of immunofluorescence microscopy of synovial tissue from hind paw joints of photoconverted (exposed) or not photoconverted (unexposed) Kaede^tg^ at day 7 with IL-23OE. (**c**) Quantification of Kaede^RED^ skin-derived cells in the joints at day 7. Graph shows median, quartiles and min-max; *N* = 4 per condition; *P* values were calculated by two-sided Mann-Whitney *U*-test. (**d**) Quantification of CD45^+^ Kaede^RED^ skin-derived cell types in the joints at steady state (day 0 of the IL-23OE model). Graph shows median, quartiles and min-max; *N* = 4 per condition; *P* values were calculated by one-way ANOVA with Tukey´s *post hoc* test. Source data

**Extended Data Fig. 3:**
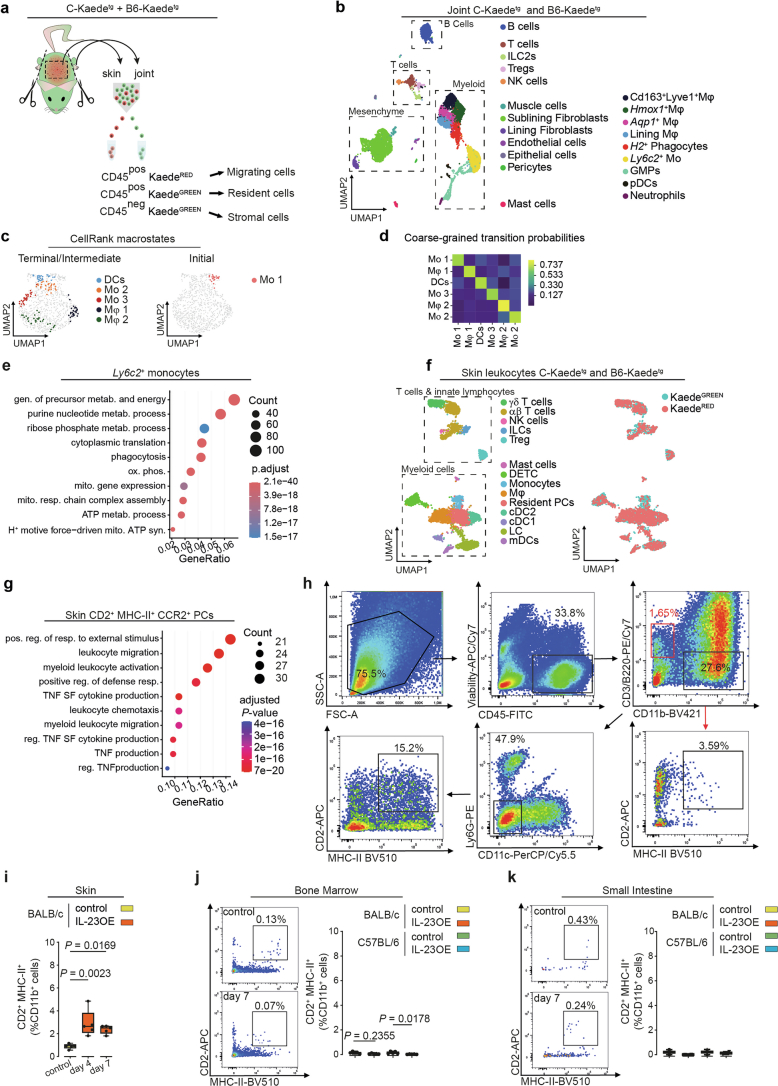
Mouse single-cell landscape in joints and skin. **(a)** Graphical cartoon showing the strategy to cell sort target populations used for scRNA-seq. Target populations were individually hash-tagged before generating the scRNA-seq library. **(b)** UMAP plot of the hash-tag identified ankle joint cells in the scRNA-seq dataset from Kaede^tg^ mice (BALB/c and C57BL/6) on day 7 of the IL-23OE model. Refers to Fig. 2**a**. Detailed annotation with Seurat-identified clusters shown. **(c)** CellRank identification of terminal (left) and initial states (right) in Kaede^RED^ myeloid cells. **(d)** Coarse-grained matrix of transition probabilities between states calculated by CellRank. **(e)** Significantly enriched GO-BP terms in Ly6c2^+^ monocyte cluster, when compared to all other cell types in the joint. Selection criteria: BH-adjusted *P* value < 0.05. **(f)** UMAP plot of the hash-tag identified skin leukocytes in the scRNA-seq dataset from Kaede^tg^ mice (BALB/c 2,494 cells, *N* = 1 and C57BL/6 3,024 cells, *N* = 1) on day 7 of the IL-23OE model. Annotated Seurat identified clusters shown (left). Kaede^GREEN^ and Kaede^RED^ cells are highlighted (right). **(g)** Significantly enriched GO-BP terms in skin CD2^+^MHC-II^+^CCR2^+^ myeloid precursors (PCs) cluster, when compared to other cell types. Selection criteria: BH-adjusted *P* value < 0.05. **(h)** Representative flow cytometry plots showing the gating strategy for the identification of CD2^+^MHC-II^+^CCR2^+^ skin-derived PCs in the joint. Red gate on T/B lymphocytes as internal control for CD2 and MHC-II. **(i)** Quantification of CD2^+^MHC-II^+^ myeloid cells in the skin of BALB/c animals after IL-23OE over time. Graph shows median, quartiles, min-max.; *N* = 5, per timepoint and condition; *P*-values calculated by one-way ANOVA with Tukey´s post hoc test. **(j, k)** Representative flow cytometry plots showing the gating of CD2^+^MHC-II^+^ skin-derived myeloid PCs in the bone marrow (**j**, left) or small intestine (**k**, left) and their respective quantification after IL-23OE on day 7 in BALB/c and C57BL/6 mice (**j, k** right). Graph **(j)** shows median, quartiles, min-max.; *N* = 5, per condition; *P* values calculated by one-way ANOVA with Tukey’s post hoc test. Graph **(k)** shows median, min-max.; *N* = 2, per condition; no *P* values calculated. Source data

**Extended Data Fig. 4:**
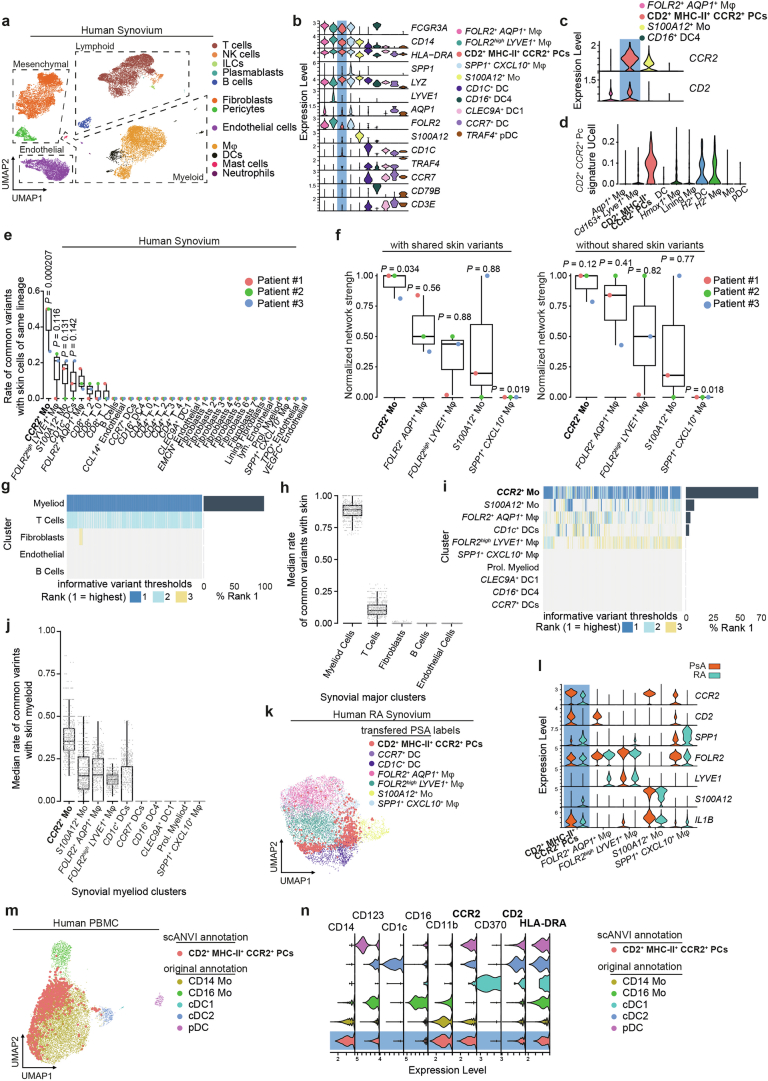
Human myeloid compartment in synovium, skin and PBMC of psoriatic disease. (**a**) UMAP plot of the identified clusters of major cell types in the scVI-integrated scRNA-seq datasets of human (PsA, *N* = 5, E-MTAB-11791) and healthy synovial tissue (*N* = 3). **(b)** Violin plots of relevant marker genes based on ALRA-imputed gene expression among the identified clusters of human synovial myeloid cells from Fig. 3a. Abbreviation: precursors (PCs). **(c)** Violin plots of ALRA-imputed gene expression of selectively CD2 and CCR2 among the identified clusters of human synovial myeloid cells from Fig. 3a. **(d)** Comparison of the UCell score of the gene signature for human joint CD2^+^MHC-II^+^CCR2^+^ myeloid precursors in the myeloid phagocytes of the scRNA-seq dataset of mouse ankle joint among dataset from Fig. 2a. **(e)** Proportions of shared mitochondrial variants between synovial and skin clusters of the same lineage for all myeloid, T and B cell, fibroblast and endothelial clusters in the synovia. Graph shows median, quartiles, min-max.; *N* = 3; *P* values calculated by one-vs-rest two-sided Wilcoxon rank-sum test with BH correction. **(f)** Normalized network strength for the shared mitochondrial variants among subclusters of myeloid cells in the synovia, when all shared variants are included (left) or shared variants with skin are excluded (right). Graph shows median, quartiles, min-max.; *N* = 3; *P*-values calculated by one-versus-rest two-sided Wilcoxon rank-sum test with BH correction. **(g-j)** Median rank (*N* = 3) in each iteration of synovia-skin shared variant identification among major cell clusters **(g-h)** and among myeloid cell clusters **(i-j)** shown as heatmap **(g, i)** or boxplot **(h, j)**. Graphs show median, quartiles, min-max. **(k)** UMAP plot of a scRNA-seq dataset of synovial myeloid cells of treatment naive individuals with rheumatoid arthritis (RA, *N* = 5, E-MTAB-8322). **(l)** Violin plots of the ALRA-imputed signature genes for each cluster identified in the RA and PsA synovial myeloid cell scRNA-seq datasets. **(m)** UMAP plot of integrated CITEseq dataset of human PBMC myeloid cells. Publication annotations along with scANVI identified clusters of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors shown. **(n)** Expression levels of most relevant CITEseq antibodies among publication clusters of human PBMC dataset along with scANVI identified clusters of CD2^+^MHC-II^+^CCR2^+^ myeloid precursors. Source data

**Extended Data Fig. 5:**
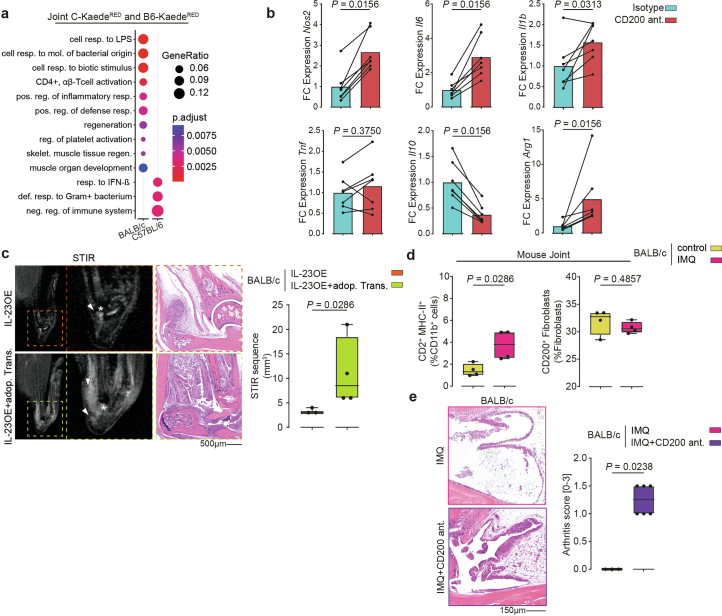
Pro-inflammatory responses in BALB/c ankle joints. (**a**) Comparison of the significantly enriched GO-BP terms in the genes dynamically associated with either BALB/c or C57BL/6 strain over pseudo-time as shown in Fig. 4a. Selection criteria: BH-adjusted *P* value < 0.05. (**b**) Mean fold change (FC) gene expression in macrophage-fibroblasts co-cultures treated with CD200 antagonist (OX-90) or isotype; *N* = 7 per condition; *P* values were calculated by two-sided Wilcoxon matched-pairs signed-rank test. (**c**) Representative images of MRI-scans and H&E-stained ankles of BALB/c mice at day 14 after IL-23OE with or without adoptive transfer of skin-derived myeloid cells at day 7 with IL-23OE. MRI-quantification of arthritis at day 21. Arrowheads indicate inflammation. Stars indicate the talar bone. Graph shows median, quartiles and min-max; *N* = 4 per condition; *P* values were calculated by Mann-Whitney *U*-test (**d**) Quantification of CD2^+^MHC-II^+^CCR2^+^ skin-derived myeloid precursors and of CD200^+^ fibroblasts in the joint of BALB/c on day 7 with or without imiquimod (IMQ). Graph shows median, quartiles and min-max.; *N* = 4 per condition; *P* values were calculated by Mann-Whitney *U*-test. (**e**) Representative micrographs of H&E-stained ankles of BALB/c mice on day 21 after IMQ with or without anti-CD200 antagonist (OX-90) treatment and corresponding quantification of arthritis score; *N* = 3 mice treated with IMQ and *N* = 6 mice with IMQ and CD200 antagonist; *P* values were calculated by Mann-Whitney *U*-test. Mann-Whitney *U*-tests in (**c**), (**d**) and (**e**) were all two-sided. Source data

**Extended Data Fig. 6:**
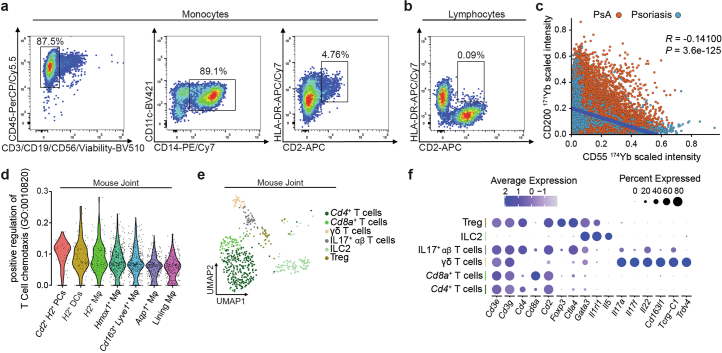
CD2^+^MHC-II^+^CCR2^+^ myeloid precursors trigger IL-17 expression in T cells. (**a**) Representative flow cytometry plots showing the gating strategy for the identification of CD2^+^HLA-DR^+^CD14^+^ circulating monocytes (pre-gated on FSC/SSC) in PBMCs of PsA patients. (**b**) Representative flow cytometry plot showing CD2^+^ HLA-DR^+^ gate on lymphocytes. (**c**) Scaled CD200 signal intensity correlated to scaled CD55 signal intensity in synovial of fibroblasts from psoriasis (yellow dots) or individuals with PsA (orange dots) from Fig. 4i. Blue line shows the linear fit. Two-sided Pearson correlation and *P* value are shown. (**d**) Comparison of the UCell score of the GO-BP “positive regulation of T cell chemotaxis; GO:0010820” among subclusters of myeloid cells in the joint of BALB/c mice in scRNA-seq dataset from Kaede^tg^ mice. (**e**) UMAP plot of the subsets of T cells and ILCs in the joint in the scRNA-seq dataset from Kaede^tg^ mice. (**f**) Expression of the most relevant marker genes among each subclusters identified in **e**.

## Data Availability

Single-cell sequencing data supporting the results of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE228629 and in the European Nucleotide Archive (ENA) under the ArrayExpress accession code E-MTAB-14339. Individual-level mitochondrial variant sequencing data are available under restricted access because of patient privacy and ethical considerations. Qualified researchers can request access by contacting the corresponding author. Publicly available datasets analyzed as part of this study are available under accession codes ENA-ArrayExpress E-MTAB-11791 and E-MTAB-8322 (human synovia), ENA-ArrayExpress E-MTAB-8142 (human skin), GEO GSE194315 (human PBMCs) and GEO GSE122108 (ImmGen mouse mononuclear phagocytes). Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact A.R. (). Source data are provided with this paper.

## Code availability

All methods and algorithms used in this manuscript are from previously published studies and are cited in the Methods. A list of all software used can be found in Supplementary Table 3. Additional scripts to reproduce the analyses are available from the authors upon request.

# Supplementary material for: Skin-derived myeloid precursors and joint-resident fibroblasts spread psoriatic disease from skin to joints
**Source:** Nat Immunol. 2026 Jan 2;27(1):35–47. doi: 10.1038/s41590-025-02351-z
**Supplement:** Supplementary file 1 — Supplementary Methods, Figs. 1–4, Tables 1–3 and references.

Skin-derived myeloid precursors and joint-resident fibroblasts spread psoriatic disease from skin to joints

---

In the format provided by the
authors and unedited

Supplementary Material

Extended Description of Methods

Quality control and annotation of single-cell RNA-seq libraries (mouse)

The two scRNAseq libraries from Kaede^{tg} animals after IL-23OE were first subjected to hashtag antibody oligonucleotide (HTO) demultiplexing using Seurat (4.1.1) ¹ in R (4.2.1). The “HTOdemux” function with 0.95 positive quantile resulted in the separation of six libraries encoding for skin and Kaede^{RED} CD45⁺, Kaede^{GREEN} CD45⁺ and Kaede^{GREEN} CD45⁻ fractions as well as the exclusion of doublets and negative single cells. Quality control was performed to exclude low quality events by individually examining the distribution of quality criteria including the number of unique molecular identifiers (UMIs) $\geq 1,000$, number of genes detected ≥ 550 , complexity ($\log_{10}(\text{genes/UMI}) > 0.8$ and the ratio of mitochondrial genes (mitoRatio) < 0.09 . Genes expressed in fewer than 10 cells were excluded. From this stage, skin and joint datasets were analysed separately. Unwanted variations after log-normalisation in Seurat ("NormalizeData", "FindVariableFeatures", "ScaleData", "RunPCA") were cycle phase scores and mitoRatio, which were unevenly distributed in the Principal Component (PC) Analysis (PCA) space and regressed out before further analysis. For normalization, “SCTransform” (v2) ² was applied individually to the raw UMI counts of each library, selecting the top 3,000 variable genes from each dataset. Technical variations resulting from library processing and sequencing were eliminated using Harmony (0.1.0) ³ integration on the merged SCT-transformed counts using the top 50 PCs. The top 50 Harmony components were used for clustering and visualisation. Seurat’s default clustering (“FindNeighbors” and “FindClusters”) with resolution = 1.5 and 2 resulted in 29 clusters in the skin and 32 clusters in the joint dataset. A single cluster in the joint was identified as debris due to its high mitoRatio and high background gene expression and was therefore removed before repeating harmony integration. In both tissues singleR (1.10.0) ⁴ using the global Immgen dataset ⁵ from celldex (1.6.0) ⁴ with

“tune.thresh” = 0.001 was used for reference based annotation. UMAP visualization was generated using “RunUMAP”. Characteristic gene signatures of each cluster were identified using “PrepSCTFindMarkers” on SCT assays followed by “FindAllMarkers” with default parameters. To label the clusters identified by Seurat, both reference-based annotation and manual annotation based on the identified markers ^{6, 7, 8, 9} were used.

Post-processing of myeloid clusters (mouse)

Harmony integration was repeated for Kaede^{RED} myeloid cells as previously described. Using the Immgen mononuclear phagocytes dataset ([GSE122108](#)) ^{10, 11}, a second reference-based annotation was performed. After generating the UMAP visualisation in Seurat, “FindSubCluster” was used to identify subsets of DCs, monocytes and macrophages among the *H2*⁺ myeloid cells in the joint. To annotate *Cd2*⁺ *H2*⁺ myeloid precursors in the skin, their gene signature in the joint (“FindConservedMarker” with adjusted *P*-values < 0.01, average log FC > 0.5, average pct.2 < 0.2 while excluding ribosomal genes) were used in UCell (2.0.1) ¹². Cells with a UCell score > 0.995 quantile were identified as *Cd2*⁺ *H2*⁺ myeloid precursors. To differentiate between the inflammatory and anti-inflammatory potential of the Kaede^{GREEN} and Kaede^{RED} phagocytes, UCell scores for the GO-BP gene sets [GO:0050728](#) - anti-inflammatory response and [GO:0050729](#) - pro-inflammatory response were calculated. Gene sets were extracted from org.Mm.eg.db (3.15.0) ¹³ using the AnnotationDbi’s (version 1.66.0) ¹⁴ “select” function. UCell scores were then compared separately between each cluster using the two-sided Wilcoxon rank-sum test and *P*-values were corrected for multiple testing using the Benjamini and Hochberg (BH) method. For visualisation logFC was scaled using the “scale” function in R without centring. Data were exported as *.h5ad for subsequent analyses in python using seuratDisk’s (0.0.0.9015, <https://github.com/mojaveazure/seurat-disk>) “SaveH5Seurat” and “convert” functions. Kaede^{RED} enriched subclusters were selected by modelling the Kaede^{RED} ratios using a quasibinomial generalised linear model GLM (“glm” function in stats R) due to

overdispersion in the ratios (dispersion > 3,5; calculated by first fitting a binomial model and using the following formula: “sum(residuals(fit, type = "deviance")^2) / fit\$df.residual”). To account for the sensitivity to small total cell numbers, which can artificially inflate ratios, log(total) cell population in each cluster was included as a fixed effect (final formula: “cluster + strain + log(total)”). Sublining fibroblasts were selected as the baseline for comparison due to their stable Kaede^{RED} ratio and high total cell number. Resulted *P*-values were corrected for multiple testing using BH method.

Post-processing of mesenchymal clusters (mouse)

Harmony integration over both strains was performed for fibroblasts after log-normalisation and regression of unwanted sources of variation such as mitochondrial gene distribution and cell cycle. The top 30 Harmony components were used for clustering and visualisation. The clusters identified by Seurat (top 30 Harmony components, resolution = 1) were manually annotated based on their marker gene expression. The subset of fibroblasts with the highest transcriptional differences between the strains was identified by first identifying the fibroblast-specific differentially expressed genes (DEGs) using “FindMarkers” in Seurat between strains on the entire joint dataset excluding fibroblasts, as well as on fibroblasts only, and then by subtracting the non-fibroblast significant (adjusted *P*-value < 0.01) genes from the significant fibroblasts-specific genes (adjusted *P*-value < 0.01) upregulated in C57BL/6. Finally, UCell score was calculated for these DEGs and compared among different fibroblast clusters by Seurat’s “RidgePlot”.

Differential abundance analysis

scCODA (0.1.9) ¹⁵ was used for differential abundance analysis to account for the compositionality issue in scRNAseq cluster frequencies ¹⁶. In all cases scCODA “CompositionalAnalysis” was performed using default parameters in python (3.8.0). In human synovial myeloid scRNAseq datasets FOLR2^{high} LYVE1⁺ macrophage cluster was chosen as

the reference clusters as we expected no major change in abundance for these resident cell population ⁷. Sex and age (Z-normalized) was accounted for, and the FDR threshold was increased gradually to 0.4 as first credible effect was observed. In human skin dataset reference was chosen automatically by the scCODA and sex was accounted for, and FDR threshold was set to 0.05. In human PBMC dataset reference was set automatically by scCODA and FDR threshold was set 0.05. Additionally edgeR ¹⁷ differential abundance test on cluster quantities was performed using diffcyt's (1.22.0) ¹⁸ "testDA_edgeR" with default parameters. Neighbourhood-based differential abundance was performed using MiloR (1.10.0) ¹⁹ by creating the neighbourhood graph using "buildGraph" ("k" = 20 and "d" = 30, with Harmony components or in case of scVI integration using scVI embeddings), "makeNhoods" with "prop" = 0.1, "countCells" with the biological replicate variable as the samples, and "testNhoods" with "fdr.weighting" set to "neighbour-distance". For visualisation using "plotDAbeeswarm", Spatial FDR α was set to $\alpha < 0.05$. For mouse fibroblasts, MELD (1.0.0 on Python 3.8.8) ²⁰ was used for differential composition analysis. Harmony components were used to generate the graph using the "Graph" function of graphtools (1.5.2, <https://github.com/KrishnaswamyLab/graphtools>), which was the input to the "fit_transform" function of MELD to calculate the strain-associated densities. These densities were L1 normalised to calculate the strain-associated relative likelihoods for each individual cell, and visualised per fibroblast subcluster.

RNA velocity and CellRank

To generate the spliced and unspliced RNA counts, Velocityto workflow (0.17.17 on Python 3.10.2) ²¹ for droplet-based 10x Chromium libraries was used. RNA velocities were estimated using scVelo (0.2.4 on Python 3.9.10) ²² in the dynamic mode with default parameters with the following sequence of functions: "scv.pp.moments", "scv.tl.recover_dynamics", "scv.tl.velocity" and "scv.tl.velocity_graph". CellRank (2.0.2) ²³ was used to create a transition

matrix by equally combining the velocity vector and the connectivity kernel. After initialising the generalised Perron cluster analysis (GPCCA) ²⁴ estimator, the "fit" function was applied to the combined kernel with n_states between 5 and 13, using the reference-based clustering annotations to identify the optimal macrostates. The "predict_initial_states" function was used with default parameters to determine the initial macrostates. To predict the terminal states, the "predict_terminal_states" function was used with the method set to "top_n" and n_states set to 1. The "recover_latent_time" function was used for pseudotime estimation. To visualise the coarse-grained transition matrix, "plot_coarse_T" was used with "order" = "incoming".

Trajectory differential expression analysis

Trajectory differential expression analysis was performed on the Kaede^{RED} myeloid subset using TradeSeq (1.10.0) ²⁵. Using the latent time estimated by CellRank as the pseudotime, with the binarized strain considered as the "cellWeights" parameter, the "fitGam" function was applied to the SCT-corrected counts of the highly variable genes to produce negative binomial generalised additive model (NB-GAM) smooth expression values for each strain along the differentiation. To find the differentially expressed genes between strains along the pseudotime "diffEndTest" was implemented. Genes with P -value < 0.01 and according to the "cellWeights" parameters, a positive logFC, were assigned to BALB/c, while genes with a negative logFC were assigned to C57BL/6. To generate a smoothed expression of the overall gene signature for each strain, UCell scores were generated with these strain-specific genes and fitted to NB-GAM using TradeSeq's "fitGam". "PlotSmoothers" was used to plot the smoothed expression over pseudotime. The strain-specific genes were also used as input to gene ontology functional overrepresentation analysis (see below).

Gene Ontology Overrepresentation analysis

For all functional enrichment analysis the same setting was used for the overrepresentation analysis using the ClusterProfiler (4.4.4) ²⁶ "enrichGO" function with background set to NULL,

using the org.Mm.eg.db (3.15.0) ¹³ dataset, ontology set to GO-BP and with “pAdjustMethod” = BH, “pvalueCutoff” = 0.01 and “qvalueCutoff” = 0.05. If two or more clusters are compared, then “compareCluster” was used with “fun” set to “enrichGO”. The selection of genes of interest was performed using either Seurat’s “FindConservedMarkers”, when conserved markers were considered among strains, or “FindMarker”. The selection criteria for significant genes were adjusted *P*-value < 0.01 and average |logFC| > 0.5.

Ligand-receptor interaction analysis

Ligand-receptor interaction analysis was performed using CellChat (1.5.0) ²⁷ on the SCT normalised assay including all annotated cell types separately for each strain. To detect enriched signalling pathways, the “rankNet” function was used after merging the CellChat objects, followed by row normalisation. Signalling pathways with more than 50% relative contribution in each strain were selected for downstream visualisation. Interaction probabilities were calculated for all annotated subclusters, but for visualisation their probability was summarised by grouping major cell types. In case of T cell interactions with other cell types, the interaction analysis was performed on BALB/c Kaede^{tg} mice scRNAseq dataset and all pathways were included.

Quality control and processing of single-cell RNA-seq libraries (human)

A public dataset of human synovial scRNAseq dataset ([E-MTAB-11791](#) ²⁸) and the in-house healthy human synovial libraries ([E-MTAB-14339](#)) were subjected to a quality control to exclude low quality events by individually examining the distribution of quality criteria for each dataset, including the number of UMIs $\geq 1,400$ / 1,000 number of genes detected ≥ 700 / 800, and mitoRatio < 0.4 / 0.3 and complexity ($\log_{10}(\text{genes/UMI}) > 0.80$ / 0.83, respectively. Genes expressed in fewer than 10 cells were excluded. Doublets were detected and removed using scDblFinder (1.13.12) ²⁹ with default parameters. To overcome batch effects, the scVI (1.1.1, Python 3.9.18) ^{30, 31} integration was used. Scanpy (1.9.8) ³² log-normalisation and

variable gene detection (seurat_v3) were performed on the top 3,000 variable genes. The scVI model was defined with categorical batch variables (library, dataset origin) and their continuous covariates (mitoRatio, cell cycle score) and trained with four layers and 30 latent layers. Clustering was performed using the Leiden algorithm in scanpy and clusters were manually annotated based on their marker gene expression. Myeloid cells were subset and subjected to a repeated scVI workflow with manual annotation to identify subclusters. Alra imputation ³³ (as part of SeuratWrapper 0.3.4, <https://github.com/satijalab/seurat-wrappers>) was performed and the absence of T, B and DC markers in the *CD2*-expressing myeloid cluster was confirmed to exclude any *CD2*-expressing contaminating events originating from previously undetected DCs or lymphocyte doublets. Myeloid subclusters from PsA and healthy samples were subjected to scANVI reference mapping as described below.

A second public dataset of human synovial scRNAseq dataset ([E-MTAB-8322](#) ⁷) was analysed separately. Quality control was performed in Seurat by removing cells with number of UMIs < 800, number of detected genes < 300, complexity < 0.8, mitoRatio > 0.01 and < 0.2. Genes expressed in fewer than 10 cells were excluded. Doublets were detected and removed using scDbIFinder as described above. Harmony integration was performed across libraries after log-normalisation and regression of cell cycle scores followed by Seurat clustering (resolution = 0.3). Alra imputation was performed for gene expression visualisation as described above. [E-MTAB-8322](#) only captured *CD1C*⁺ and *CCR7*⁺ DCs due to technical restrictions in cell isolation. Myeloid cells were subset and subjected to scANVI reference mapping together with the myeloid subclusters from PsA and healthy synovia as described below, while excluding the undetected subsets of DCs.

Filtered and annotated data were retrieved from a public scRNAseq dataset of human skin from healthy individuals and patients with psoriasis and AD ([E-MTAB-8142](#) ³⁴). Myeloid cells were subset and subjected to scANVI reference mapping together with the myeloid subclusters from

PsA and healthy synovia as described below. Differential abundance analysis on the human skin scRNAseq dataset was performed as described above.

Filtered and annotated data were retrieved from a public scRNAseq/HTOseq dataset of human PBMCs from healthy individuals and patients with psoriasis, PsA and PsX ([GSE194315](#)³⁵). Datasets without HTO immunophenotyping were excluded. Myeloid cells were separately subjected to scVI integration as described above (2,000 variables genes, batch variable (library), continuous covariates (mitoRatio, heat shock gene score). Clustering using the Leiden algorithm in scanpy identified the original annotated clusters together with two doublet clusters co-expressing typical myeloid cell markers and either those for T and NK cells or B cells, which were excluded. Myeloid cells were down-sampled to 25 %, subset and subjected to scANVI reference mapping together with the myeloid subclusters from PsA and healthy synovia as described below. Differential abundance analysis on the human PBMC scRNAseq dataset was performed as described above.

scRNAseq datasets from matched skin and joint biopsies of three patients were analysed using Seurat (5.2.1)³⁶. Cells were filtered based on the following QC criteria: number of UMIs > 1800, number of genes > 1000, mitochondrial gene ratio between 0.008 and 0.22, and erythrocyte gene ratio (HBA and HBB) < 0.002. Genes expressed in fewer than 10 cells or those without annotation were removed. Harmony (1.2.3)³ was used for integration. Clustering was done using Seurat “FindCluster” (**Figures S1a and c**). Within each major cluster, subclusters were identified using Seurat’s “FindSubClusters” function. Subclusters of myeloid cells were annotated based on their top upregulated genes. Reference mapping of myeloid cells in skin and joint was performed using scANVI, following steps described in “Cross-tissue reference mapping” section below and based on our previously annotated synovial myeloid scRNAseq dataset (**Figures S1b and d**). Plasmacytoid dendritic cells (pDCs) were not included in the skin scANVI analysis due to their absence in the skin samples.

Cross-tissue and -species integration and reference mapping (scANVI)

Reference mapping was performed using scANVI according to the scvi-tools (1.1.1) ³² guidelines to map annotations between the pairs of reference/query datasets described above. The workflow included merging the query and reference datasets, Scanpy log-normalisation and variable feature selection (3,000 variable features using “seurat_v3”), scVI model construction (4 layers, 30 hidden layers, with sample and organism or tissue as categorical batch variables and predetermined continuous covariates), preparation of missing labels on the merged object by setting the query datasets cluster labels to “unknown”, scANVI model setup and training with 100 max epochs and 100 samples per label, and finally the scANVI “predict” function. In order to create a co-occurrence heat map, a matrix was created by evaluating the ratio of mapped annotations in each of the originally annotated clusters of the query dataset using the following script: `query_metadata.groupby(['original_label', 'scANVI_label']).size().reset_index(name='total').groupby('original_label')['total'].transform(lambda x: x / x.sum())`. A scaling was performed on the ratios using “sklearn.preprocessing” “scale” function for visualisation. In the case of cross-species mapping, genes in the mouse dataset were translated into human orthologs using the “translate” function in mousipy (0.1.5, <https://github.com/stefanpeidli>).

Single cell correlation analysis

To assess gene correlations in scRNAseq datasets of human PsA and healthy fibroblasts, we created meta cells using hdWGCNA (0.3.00) ³⁷ “MetacellsByGroups” function on the Alra imputed expressions. Correlation was measured between expression levels in the meta cells with Pearson analysis.

Analysis of MAESTER libraries

Mitochondrial variant calling

Mitochondrial variant calling was performed following the steps in the MAESTER protocol³⁸ and scripts provided in the original publication³⁹. The raw sequencing files were first assembled using the “[Assemble_fastq.R](#)” script. Then, 24 nucleotides were trimmed from the 5' end using homerTools (v4.11.1)⁴⁰. Reads were aligned to the GRCh38-2024-A reference genome using STAR (v2.7.3a)⁴¹, and mitochondrial chromosome reads were extracted using samtools (v1.10)⁴². Barcode and UMI sequences were moved from the read ID into the BAM file using the “[Tag_CB_UMI.sh](#)” script. Variant calling was performed using maegatk (v0.2.0 <https://github.com/caleblareau/maegatk>) with the command: “maegatk bcall -i SAMPLE_chrM.10x.bam -z --snake-stdout -mr 3”, as recommended by the protocol. The skin sample from patient 2 was randomly down sampled to 30 percent to improve processing speed. Mitochondrial DNA coverage was visualized using the script provided in the original MAESTER manuscript³⁹ “[MT_coverage.R](#)” (**Figures S4a**).

Identification of informative mitochondrial variants

Following the MAESTER protocol, we identified informative mitochondrial variants specific to each subcluster of cells in the skin and joint samples, separately for each patient. Clusters with fewer than 50 cells were excluded due to imbalance between samples and possible instability in variant identification. For each variant and subcluster, we calculated quality metrics using provided scripts “8.1_MGH252_voi.R”, including mean quality (mean base quality score across all cells where a variant was observed on either strand), mean and 99th percentile allele frequency (AF) or heteroplasmy, and mean coverage.

Variants with quality scores below 30 were filtered out. Variants were considered informative if they had mean coverage >5, 99th percentile heteroplasmy >5% (i.e., at least 1% of the cells have a heteroplasmy level exceeding 5% for this variant) and if their 99th percentile heteroplasmy was 5 times higher than in all other clusters, except those of the same lineage

(allowing us to keep shared variants that might be present across related cell types). To confirm the cluster specificity of these variants, we calculated the mean variant allele frequency (VAF) over all the variants for each cluster and visualized the results using a heatmap (**Figures S4b**). High values on the diagonal indicated that the variants were specific to their assigned clusters.

Cross-tissue mitochondrial variant comparison

We intersected informative variants between each pair of subclusters across skin and joint samples. For each major cell type shared variants were defined as the union of common variants found across all associated subclusters. In the joint myeloid subclusters, variant identification was performed using the manual annotation in order to avoid potential bias introduced by label transfer as opposed to manual clustering. However, for the final visualization, we used the scANVI labels. For each scANVI-defined cluster, variants were aggregated based on their corresponding manual annotations (**Figures S1b**). Statistical significance was tested using a one-vs-rest two-sided Wilcoxon rank-sum test, with p-values adjusted using the BH correction.

Mitochondrial variants identification robustness analysis

Given the sensitivity of informative variant identification to threshold settings, as well as the overall differences in data quality between skin and joint samples, possibly due to ongoing inflammation in the skin, we repeated the common variant identification process across 1,000 iterations using varying thresholds. In each iteration, we changed the thresholds for mean coverage (from 1 to 10), the skin 99th percentile heteroplasmy (from 1 % to 10 %), and the joint 99th percentile heteroplasmy (from 1 % to 10 %). For each cluster or subcluster in each iteration, we recorded the median rate of shared variants across the three patients, as well as the rank of this rate compared to other clusters. The results were visualized using boxplots (for medians) and heatmaps (for ranks).

Graph-based analysis of mitochondrial variant sharing

Graph analysis within the myeloid subclusters in the joint was performed using igraph (2.1.4)

⁴³, where each subcluster was represented as a node. Edges between nodes were weighted based

on the number of shared variants between each pair of subclusters (**Figures S1e**). This was done both including and excluding skin-joint common variants. Graph strength for each node was calculated using the “strength” function from the igraph. Strength values were then compared using a one-vs-rest two-sided Wilcoxon rank-sum test, and *P*-values were adjusted using the BH method.

Supplementary Figures

Supplementary Data Figure 1

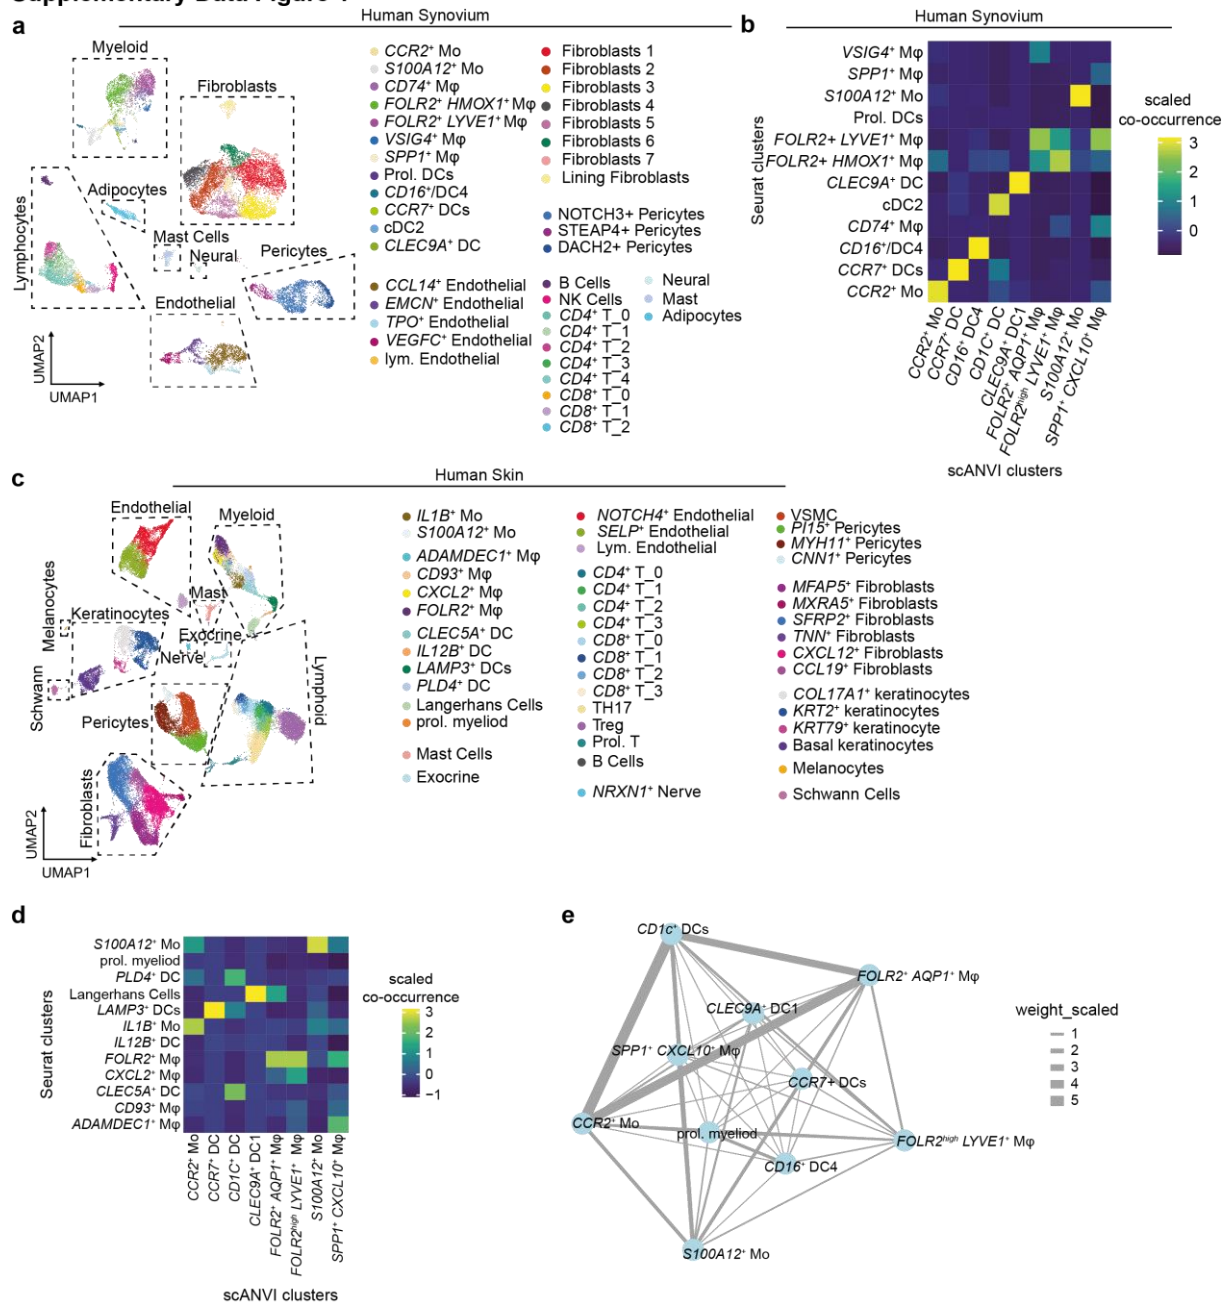

Supplementary Figure 1:

(a) UMAP plot of the identified clusters in the integrated dataset of synovia from psoriasis at risk and PsA patients used in the mitochondrial variant enrichment experiment. Psoriasis at risk $N = 2$, PsA $N = 1$. (b) Heatmap of co-occurrence of Seurat identified clusters and scANVI mapped labels in the scRNAseq datasets of synovia used in the mitochondrial enrichment

analysis. scANVI reference mapping was done based on the dataset from **Figure 3a**. **(c)** UMAP plot of the identified clusters in the integrated dataset of skin from psoriasis at risk and PsA patients used in the mitochondrial variant enrichment experiment. Psoriasis at risk $N = 2$, PsA $N = 1$. **(d)** Heatmap of co-occurrence of Seurat identified clusters and scANVI mapped labels in the scRNAseq datasets of skin used in the mitochondrial enrichment analysis. scANVI reference mapping was done based on the dataset from **Figure 3a**. **(e)** Visualization of the shared variant graph among the myeloid subclusters in the synovium. Nodes represent each myeloid subcluster. Edge thickness corresponds to the scaled mean number of shared variants between two nodes.

Supplementary Data Figure 2

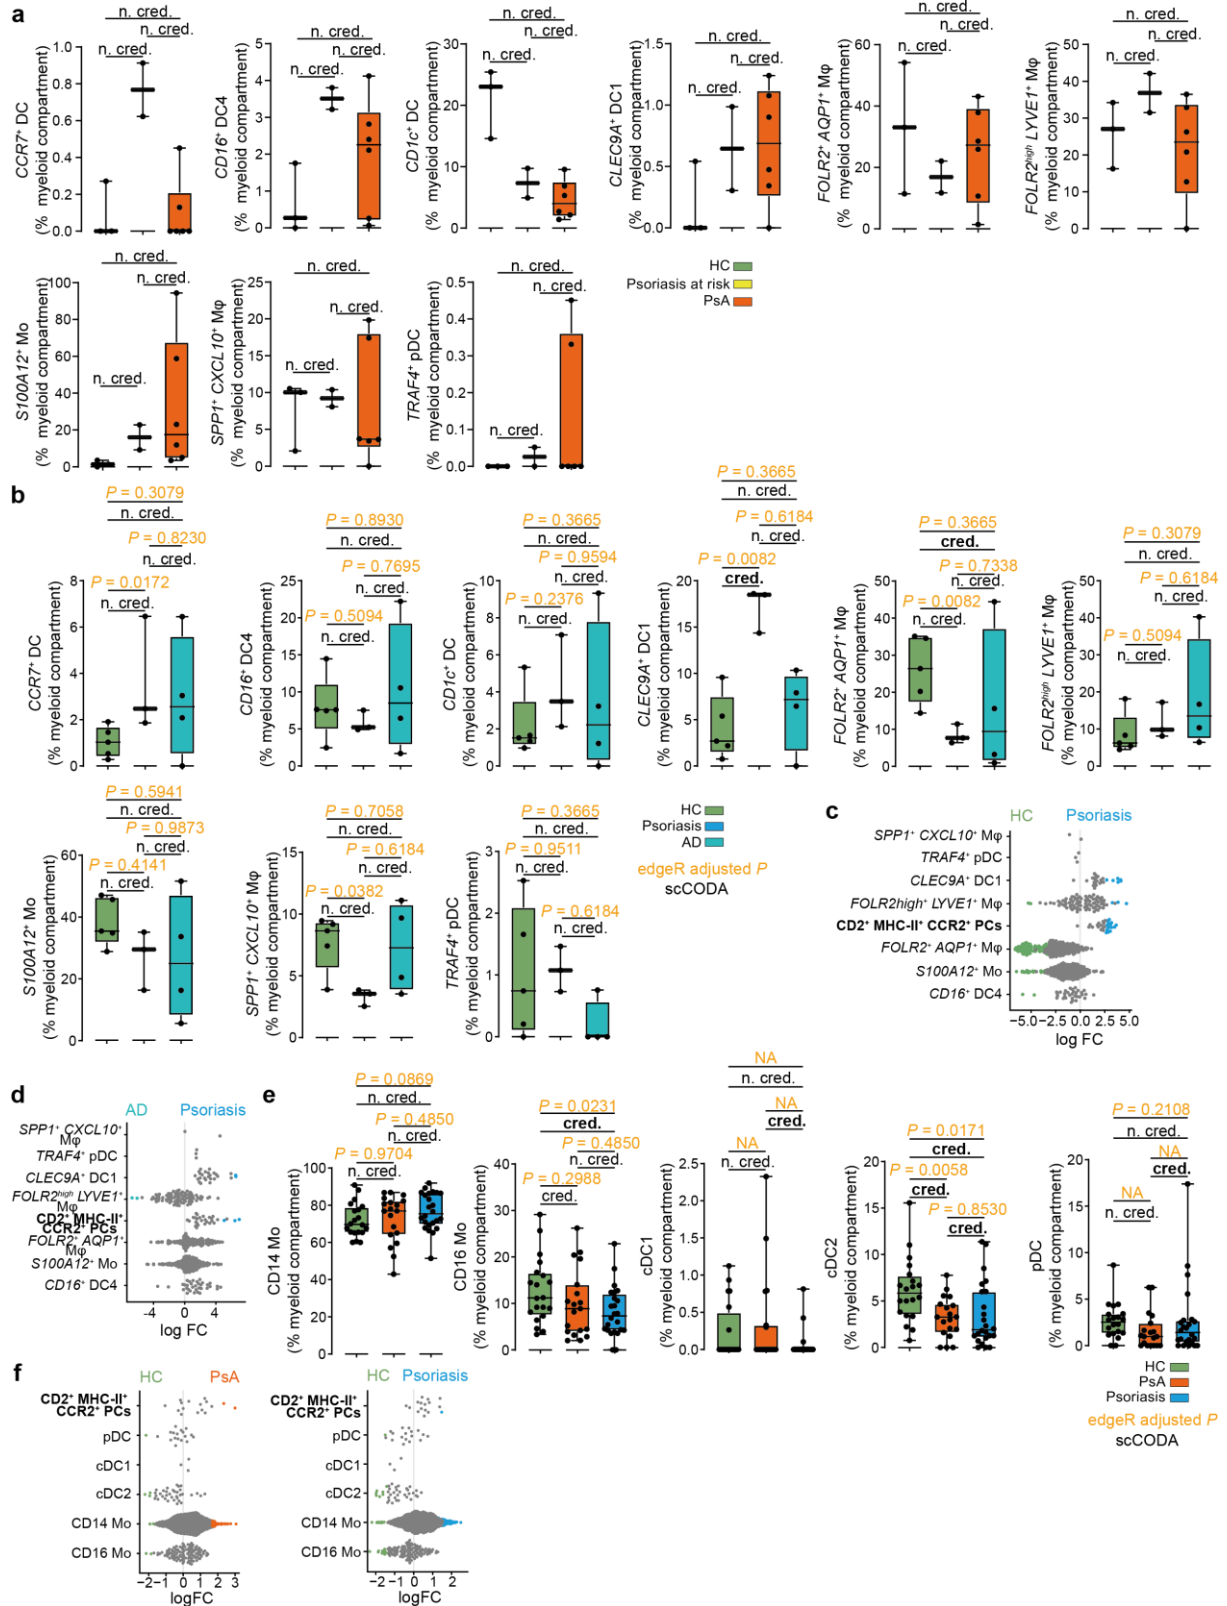

Supplementary Figure 2:

(a) Proportion of different myeloid cell populations in psoriasis at risk and PsA compared to healthy in the scRNAseq dataset of human synovial tissue. D2⁺ MHC-II⁺ CCR2⁺ myeloid

precursors are shown in **Figure 3 f**. Graph shows median, quartiles and min-max.; psoriasis at risk $N = 2$; PsA $N = 5$, healthy subjects (HC) $N = 3$; Statistically credible (cred.) and non-credible (n. cred.) changes in abundance were identified using scCODA. **(b)** Proportion of different myeloid cell populations in healthy (HC), psoriasis and AD in scRNAseq dataset of human skin ([E-MTAB-8142](#)). $CD2^+ MHC-II^+ CCR2^+$ myeloid precursors are shown in **Figure 3 g**. Graph shows median, quartiles and min-max.; healthy $N = 5$; psoriasis $N = 3$, AD $N = 4$; P -values were calculated by edgeR's differential abundance test and corrected for multiple testing using the BH-method (orange); statistically credible (cred.) and non-credible (n. cred.) changes in abundance were identified using scCODA (black). **(c)** Differential abundance of Milo neighbourhoods in psoriatic versus healthy human skin shown as a bee swarm plot. Significantly enriched (spatial false discovery rate (FDR) < 0.05 , positive fold changes (FCs), blue) or depleted (FDR < 0.05 , negative FCs, green) neighbourhoods among the scANVI mapped clusters from the human synovium are highlighted. **(d)** Differential abundance of Milo neighbourhoods in atopic dermatitis (AD) versus psoriasis in the skin scRNAseq shown as a bee swarm plot. Significantly enriched (spatial false discovery rate (FDR) < 0.05 , positive FCs, blue) or depleted (FDR < 0.05 , negative FCs, cyan) neighbourhoods among the scANVI mapped clusters from the human synovium are highlighted. **(e)** Proportion of subclusters of myeloid cells along in healthy compared to PsA and psoriasis in CITEseq dataset of human PBMC ([GSE194315](#)). scANVI identified $CD2^+ MHC-II^+ CCR2^+$ myeloid precursors are shown in **Figure 3i**. Graphs show median, quartiles and min-max; healthy subjects $N = 29$, PsA $N = 20$, psoriasis $N = 33$; P -values were calculated by edgeR differential abundance test and corrected for multiple testing using the BH-method (orange); statistically credible (cred.) and non-credible (n. cred.) changes in abundance were identified using scCODA (black). **(f)** Differential abundance of Milo neighbourhoods in PBMCs from healthy donors or patients with PsA (left) or psoriasis (right) shown as a bee swarm plot. Significantly enriched (FDR < 0.05 , positive FCs, orange / blue) or depleted (FDR < 0.05 , negative FCs, green) neighbourhoods

among the original annotation as well as the scANVI identified $CD2^+$ $MHC-II^+$ $CCR2^+$ myeloid precursors are highlighted.

Supplementary Data Figure 3

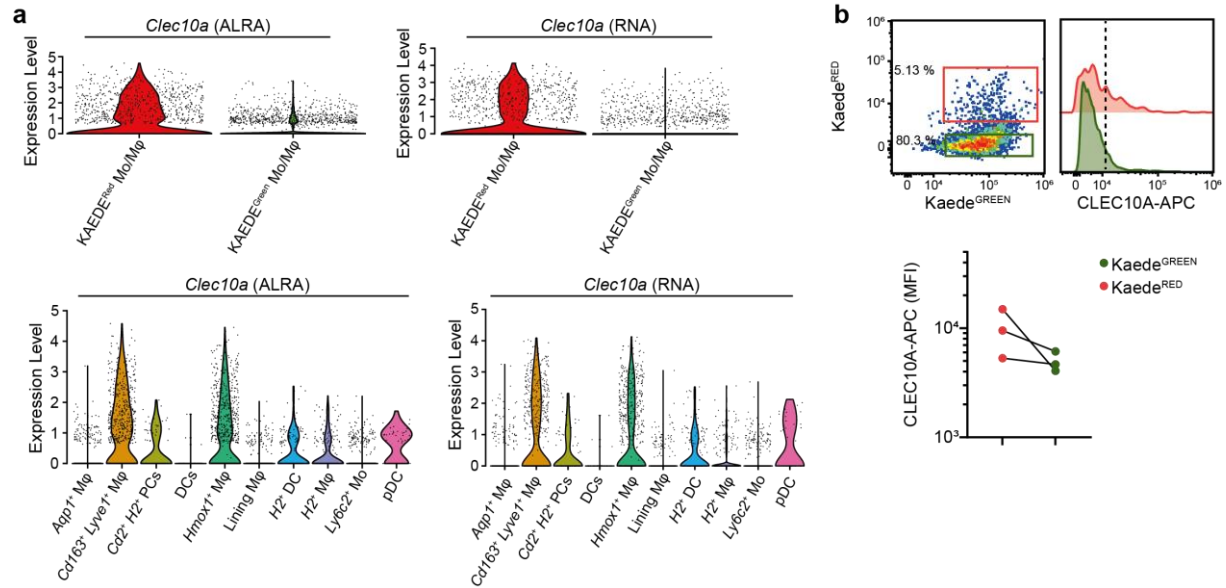

Supplementary Figure 3:

(a) ALRA-imputed (left) and RNA (right) expression of *Clec10a* in Kaede^{RED} and Kaede^{GREEN} myeloid cells (top) and among the subclusters of myeloid cells (bottom) the joint of the scRNAseq dataset from Kaede^{tg} mice on BALB/c and C57BL/6 background on day 7 of the IL-23OE. (b) Representative flow cytometry plots of CLEC10A expression on Kaede^{RED} versus Kaede^{GREEN} viable CD45⁺ CD11b⁺ Ly6G⁻ CD11c⁻ CCR7⁻ CD3⁻ B220⁻ cells in the joint on day 7 of the IL-23OE in Kaede^{tg} animals. 

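*Clec10a* (ENSMUSG00000000318, chromosome 11 of GRCm38 from 70156197 to 70170834) encodes a C-type lectin that binds galactose-type sugars. Over the 5 phagocyte classes it stood at 347 CPM in Kaede RED and 87.1 CPM in Kaede GREEN cells of BALB/c, and at 456 and 81.7 CPM in C57BL/6, a log2 fold change of 2.27 (standard error 0.13, adjusted p = 9.91e-06 from edgeR). It was highest in Kaede RED cells of the *Cd163*+*Lyve1*+ class, at 696 CPM in BALB/c (95% interval 644 to 751) and 800 CPM in C57BL/6 (722 to 884), against 236 and 235 CPM in Kaede GREEN cells of that class. In the *Hmox1*+ class it was 475 and 693 CPM in Kaede RED cells and 156 and 151 CPM in Kaede GREEN cells. Kaede RED precursor-like cells had 37.0 and 143 CPM, and the other Kaede RED H2+ cells 131 and 77.4 CPM. These are summed UMI counts with no imputation.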

Quantification of geometric median fluorescence intensity in Kaede^{RED} versus Kaede^{GREEN}.

Supplementary Data Figure 4

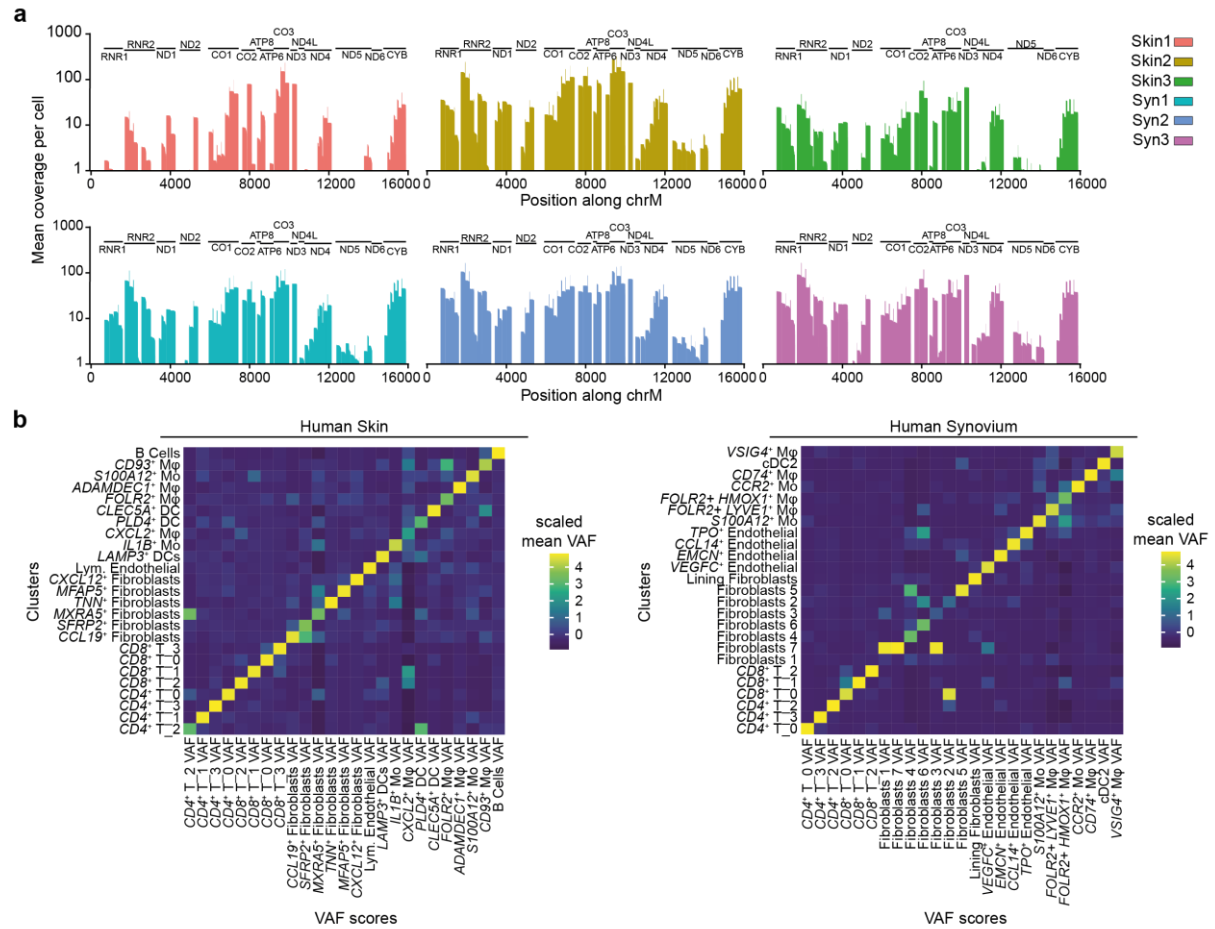

Supplementary Figure 4:

(a) Mean coverage over the mitochondrial genome in the MAESTER mitochondrial sequencing libraries for each sample. (b) Heatmap of mean variant allele frequencies (VAF) of the informative mitochondrial variants across subclusters for the skin (left) and the synovia (right) dataset.

Supplementary Tables

Supplementary Table S1: Synovial tissue patient characteristics

	**Psoriasis (<i>N</i> = 8)**	**PsA (<i>N</i> = 6)**	**<i>P</i>-value**
**Female, n (%)**	4 (50)	2 (33)	0.6270
**Age, mean (SD)**	45 (12)	59.7 (8)	0.0216
**Psoriasis disease duration years, mean (SD)**	18.1 (13.7)	11 (9.6)	0.4908
**PsA disease duration years, mean (SD)**	N/A	1.2 (0.5)	N/A
**DAPSA, mean (SD)**	N/A	22.7 (6.3)	N/A
**Krenn Score, mean (SD)**	1.3 (0.7)	4.2 (1.6)	0.0087

N/A = not applicable; PsA = Psoriatic arthritis; SD = standard deviation. *P*-values were calculated by non-parametric t-test.

Supplementary Table S2: PBMCs patient characteristics

	**PsA (N = 29)**
**Female, n (%)**	15 (51.7)
**Age, mean (SD)**	53.2 (12)
**Disease duration years, mean (SD)**	6.4 (4.9)

PBMCs = peripheral blood mononuclear cells; PsA = Psoriatic arthritis; SD = standard deviation.

Supplementary Table S3: Resource table

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Brilliant Violet 510(TM) anti-human CD3	BioLegend	Cat# 300448,<br>RRID:AB_2563468
Brilliant Violet 510(TM) anti-human CD19	BioLegend	Cat# 302242,<br>RRID:AB_2561668
Brilliant Violet 510(TM) anti-human CD56 (NCAM)	BioLegend	Cat# 318340,<br>RRID:AB_2561944
Brilliant Violet 421(TM) anti-human CD11c	BioLegend	Cat# 301627,<br>RRID:AB_10898313
APC anti-human CD2	BioLegend	Cat# 300214,<br>RRID:AB_10895925
APC/Cyanine7 anti-human HLA-DR	BioLegend	Cat# 307618,<br>RRID:AB_493586
PE/Cyanine7 anti-human CD14	BioLegend	Cat# 301814,<br>RRID:AB_389353
PerCP/Cyanine5.5 anti-human CD45	BioLegend	Cat# 304028,<br>RRID:AB_893338
PE anti-human CD200R	BioLegend	Cat# 329306,<br>RRID:AB_2074200
PE anti-human CD192 (CCR2)	BioLegend	Cat# 357206,<br>RRID:AB_2562059
PE anti-human CD1c	BioLegend	Cat# 331506,<br>RRID:AB_1088999
PE anti-human CD123	BioLegend	Cat# 306006,<br>RRID:AB_314580
PE anti-human CD209 (DC-SIGN)	BioLegend	Cat# 330106,<br>RRID:AB_1134052
PE Mouse IgG1, κ Isotype Ctrl (FC)	BioLegend	Cat# 400114, N/A
PE Mouse IgG2a, κ Isotype Ctrl (FC)	BioLegend	Cat# 400213,<br>RRID:AB_2800438
FITC anti-mouse CD45	BioLegend	Cat# 103108,<br>RRID:AB_312973
PE anti-mouse Ly-6G	BioLegend	Cat# 127608,<br>RRID:AB_1186099
Brilliant Violet 421(TM) anti-mouse/human CD11b	BioLegend	Cat# 101236,<br>RRID:AB_11203704
APC anti-mouse CD2	BioLegend	Cat# 100112,<br>RRID:AB_2563090
Brilliant Violet 510(TM) anti-mouse I-A/I-E	BioLegend	Cat# 107636,<br>RRID:AB_2734168
PE/Cyanine7 anti-mouse CD3 ϵ	BioLegend	Cat# 100320,<br>RRID:AB_312685
PE/Cyanine7 anti-mouse/human CD45R/B220	BioLegend	Cat# 103222,<br>RRID:AB_313005

PerCP/Cyanine5.5 anti-mouse CD11c	BioLegend	Cat# 117328,<br>RRID:AB_2129641
Brilliant Violet 421(TM) anti-mouse CD140a	BioLegend	Cat# 135923,<br>RRID:AB_2814036
PE/Cyanine7 anti-mouse CD45	BioLegend	Cat# 103114,<br>RRID:AB_312979
Brilliant Violet 510(TM) anti-mouse CD90.2<br>(Thy1.2)	BioLegend	Cat# 105335,<br>RRID:AB_2566587
PerCP/Cyanine5.5 anti-mouse Podoplanin	BioLegend	Cat# 127422,<br>RRID:AB_2814016
PE/Cyanine7 anti-mouse CD31	BioLegend	Cat# 102418,<br>RRID:AB_830757
FITC anti-human/mouse CD49f	BioLegend	Cat# 313606,<br>RRID:AB_345300
APC anti-mouse CD200 (OX2)	BioLegend	Cat# 123810,<br>RRID:AB_10900447
APC anti-mouse CD45	BioLegend	Cat# 103112,<br>RRID:AB_312977
APC/Cyanine7 anti-mouse/human CD11b	BioLegend	Cat# 101226,<br>RRID:AB_830642
Brilliant Violet 421(TM) anti-mouse Ly-6G	BioLegend	Cat# 127628,<br>RRID:AB_2562567
TotalSeq(TM)-B0301 anti-mouse Hashtag 1	BioLegend	Cat# 155831,<br>RRID:AB_2814067
TotalSeq(TM)-B0302 anti-mouse Hashtag 2	BioLegend	Cat# 155833,<br>RRID:AB_2814068
TotalSeq(TM)-B0987 anti-Allophycocyanin<br>(APC)	BioLegend	Cat# 408009,<br>RRID:AB_2894695
TotalSeq(TM)-B0303 anti-mouse Hashtag 3	BioLegend	Cat# 155835,<br>RRID:AB_2814069
TotalSeq(TM)-B0304 anti-mouse Hashtag 4	BioLegend	Cat# 155837,<br>RRID:AB_2814070
TotalSeq(TM)-B0305 anti-mouse Hashtag 5	BioLegend	Cat# 155839,<br>RRID:AB_2814071
Purified anti-human Mast Cell Tryptase	BioLegend	Cat# 369402,<br>RRID:AB_2566541
Mouse Anti-Actin, alpha-Smooth Muscle<br>Monoclonal Antibody, Unconjugated, Clone<br>1A4	Sigma Aldrich	Cat# A5228,<br>RRID:AB_262054
Pan-cadherin Polyclonal Antibody	Thermo Fisher	Cat# 71-7100,<br>RRID:AB_2533992
Anti-beta 2 Microglobulin antibody<br>[EPR21752-214] - BSA and Azide free	abcam	Cat# ab237032, N/A
CCR2 Polyclonal Antibody	Thermo Fisher	Cat# PA5-23037,<br>RRID:AB_11153363
CD20 Monoclonal Antibody (L26),<br>eBioscience	Thermo Fisher	Cat# 14-0202-82,<br>RRID:AB_10734340
Anti-CD16 antibody [EPR16784] - C-<br>terminal	abcam	Cat# ab198507, N/A
Anti-Human CD14 (EPR3653)-144Nd	Standard<br>Biotools	Cat# 3144025D,<br>RRID:AB_2924314

Anti-CD2 antibody [EPR6451] - BSA and Azide free	abcam	Cat# ab248400, N/A
CD8 Antibody (C8/144B)	Novus Biologicals	Cat# NBP2-34588, N/A
CD68 Monoclonal Antibody (KP1), eBioscience	Thermo Fisher	Cat# 14-0688-82, RRID:AB_11151139
Anti-CD161 antibody [EPR26340-6] (BSA and Azide free)	abcam	Cat# ab302565, N/A
Anti-MERTK antibody [Y323] - BSA and Azide free	abcam	Cat# ab271851, N/A
Recombinant Anti-CD31 antibody [EPR3094] - BSA and Azide free	abcam	Cat# ab207090, RRID:AB_2889382
CD45 (Intracellular Domain) (D9M8I) XP Rabbit mAb (BSA and Azide Free)	Cell Signaling	Cat# 47937, RRID:AB_2922773
Mouse Anti-Human MRC1 Monoclonal Antibody, Unconjugated, Clone 5C11	Abnova	Cat# H00004360-M02, RRID:AB_565555
Recombinant Anti-CD11c antibody [EP1347Y] - BSA and Azide free	abcam	Cat# ab216655, RRID:AB_2864379
FOXP3 Monoclonal Antibody (PCH101), eBioscience	Thermo Fisher	Cat# 14-4776-82, RRID:AB_467554
Anti-S100A12/CGRP antibody [EPR23677-111] - BSA and Azide free	abcam	Cat# ab273051, N/A
Goat Anti-Human Dkk-3 Polyclonal antibody, Unconjugated	R&D systems	Cat# AF1118, RRID:AB_354610
Anti-LYVE1 antibody [RM1067] - BSA and Azide free	abcam	Cat# ab314242, N/A
Anti-CD200R antibody [EPR21232]	abcam	Cat# ab232941, N/A
Purified anti-human CD15 (SSEA-1)	BioLegend	Cat# 323002, RRID:AB_756008
Purified (azide-free) anti-Podoplanin (Lymphatic Endothelial Marker)	BioLegend	Cat# 916606, RRID:AB_2565820
Anti-IL3RA/CD123 antibody [EPR23188-72] - BSA and Azide free	abcam	Cat# ab269871, N/A
CD163 Monoclonal Antibody (EDHu-1)	Thermo Fisher	Cat# MA1-82342, RRID:AB_2275716
Human CD90/Thy1 Affinity Purified Polyclonal Ab	R&D systems	Cat# AF2067, RRID:AB_11127215
Purified anti-human HLA-DR	BioLegend	Cat# 327002, RRID:AB_893582
CD3ε (D7A6E™) XP Rabbit mAb (BSA and Azide Free)	Cell Signaling	Cat# 24581, RRID:AB_2922776
CD200 (E5I9V) XP Rabbit mAb (BSA and Azide Free)	Cell Signaling	Cat# #24510, N/A
IL23R Polyclonal Antibody	Thermo Fisher	Cat# PA5-102441, RRID:AB_2851846

Sheep Anti-Human Fap Affinity purified Polyclonal antibody, Unconjugated	R&D systems	Cat# AF3715, RRID:AB_2102369
Recombinant Anti-CD55 antibody [EPR6689]	abcam	Cat# ab133684, RRID:AB_2801387
CD1C Monoclonal Antibody (OTI2F4), TrueMAB™	Thermo Fisher	Cat# CF505411, N/A
Anti-Histone 3 (D1H2)-176Yb	Standard Biotools	Cat# 3176023D, RRID:AB_2811058
IMC Cell Segmentation Kit	Standard Biotools	Cat# TIS-00001, N/A
InVivoMAb anti-mouse CD200 (OX2)	BioXCell	Cat# BE0299, RRID:AB_2687821
Purified anti-mouse CD200 (OX2)	BioLegend	Cat# 123802, RRID:AB_1236498
Ultra-LEAF™ Purified Rat IgG2a, κ Isotype Ctrl	BioLegend	Cat# 400543, RRID:AB_11148951
Brilliant Violet 421™ anti-mouse CD45 Antibody	BioLegend	Cat# 103134, RRID:AB_2562559
FITC anti-mouse/human CD11b Antibody	BioLegend	Cat# 101206, RRID:AB_312789
Brilliant Violet 510™ anti-mouse I-A/I-E Antibody	BioLegend	Cat# 107636, RRID:AB_2734168
APC anti-mouse CD301 (MGL1/MGL2) Antibody	BioLegend	Cat# 145708, RRID:AB_2562942
PE anti-mouse CD2 Antibody	BioLegend	Cat# 100108, RRID:AB_2073690
APC/Cyanine7 anti-mouse CD11c	BioLegend	Cat# 117324, RRID:AB_830649
APC/Cyanine7 anti-mouse CD3 Antibody	BioLegend	Cat# 100222, RRID:AB_2242784
APC/Cyanine7 anti-mouse/human CD45R/B220 Antibody	BioLegend	Cat# 103224, RRID:AB_313007
PE/Cyanine7 anti-mouse CD197 (CCR7) Antibody	BioLegend	Cat# 120124, RRID:AB_2616688
PerCP/Cyanine5.5 anti-mouse Ly-6G Antibody	BioLegend	Cat# 127616, RRID:AB_1877271
Brilliant Violet 421™ anti-mouse Podoplanin Antibody	BioLegend	Cat# 127423, RRID:AB_2814017
BD OptiBuild™ BV480 Rat Anti-Mouse Ly-6G	BD	Cat# 746448, RRID:AB_2743751
Brilliant Violet 421™ anti-mouse CD140a Antibody	BioLegend	Cat# 135923, RRID:AB_2814036
Brilliant Violet 570™ anti-mouse CD90.2 (Thy1.2) Antibody	BioLegend	Cat# 105329, RRID:AB_10917055
BD OptiBuild™ BV605 Rat Anti-Mouse CD2	BD	Cat# 740338, RRID:AB_2740071
BD OptiBuild™ BV650 Rat Anti-Mouse CD31	BD	Cat# 740483, RRID:AB_2740207
Brilliant Violet 711™ anti-mouse I-A/I-E Antibody	BioLegend	Cat# 107643, RRID:AB_2565976

Brilliant Violet 785™ anti-mouse/human CD45R/B220 Antibody	BioLegend	Cat# 103246, RRID:AB_2563256
FITC anti-mouse CD45 Antibody	BioLegend	Cat# 103108, RRID:AB_312973
PE anti-mouse CD200 (OX2) Antibody	BioLegend	Cat# 123808, RRID:AB_2073942
PerCP/Cyanine5.5 anti-human/mouse CD49f Antibody	BioLegend	Cat# 313618, RRID:AB_2249260
PE/Cyanine7 anti-mouse CD11c Antibody	BioLegend	Cat# 117318, RRID:AB_493568
APC anti-mouse/human CD11b Antibody	BioLegend	Cat# 101212, RRID:AB_312795
APC/Fire™ 810 anti-mouse CD3 Antibody	BioLegend	Cat# 100268, N/A
APC anti-human HLA-DR Antibody	BioLegend	Cat# 307610, RRID:AB_314688
Brilliant Violet 510™ anti-human CD3 Antibody	BioLegend	Cat# 300448, RRID:AB_2563468
FITC anti-human CD8 Antibody	BioLegend	Cat# 344704, RRID:AB_1877178
PerCP/Cyanine5.5 anti-human CD4 Antibody	BioLegend	Cat# 357414, RRID:AB_2565666
Brilliant Violet 421™ anti-human CD192 (CCR2) Antibody	BioLegend	Cat# 357210, RRID:AB_2563463
PE anti-human CD2 Antibody	BioLegend	Cat# 300208, RRID:AB_314032
PE/Cyanine7 anti-human CD1c Antibody	BioLegend	Cat# 331516, RRID:AB_2275574
PE/Cyanine7 anti-human CD123	BioLegend	Cat# 983702, RRID:AB_2749873
Spark PLUS UV395™ anti-human CD19 Antibody	BioLegend	Cat# 302298, N/A
Brilliant Violet 510™ anti-human CD3 Antibody	BioLegend	Cat# 300448, RRID:AB_2563468
PerCP/Cyanine5.5 anti-human CD4 Antibody	BioLegend	Cat# 357414, RRID:AB_2565666
FITC anti-human CD8 Antibody	BioLegend	Cat# 344704, RRID:AB_1877178
PE/Cyanine7 anti-human IL-17A Antibody	BioLegend	Cat# 512315, RRID:AB_2295923
Ultra-LEAF™ Purified anti-mouse CD200R (OX2R) Antibody	BioLegend	Cat# 123918, N/A
**Chemicals, peptides, and recombinant proteins**		
Recombinant Mouse M-CSF (carrier-free)	BioLegend	Cat# 576404
Collagenase D	Merck/ Roche	Cat# 11088866001
DNase I	Merck/ Roche	Cat# 10104159001
Dispase II	Sigma Aldrich	Cat# D4693-1G
Fixable Viability Stain 510 100ug	BD	Cat# 564406
Fixable Viability Dye eFluor 780	Thermo Fisher	Cat# 65-0865-14
RBC lysis buffer	BioLegend	Cat# 420302

Debris removal solution	Miltenyi Biotec	Cat# 130-109-398
Lymphosep	Biowest	Cat# L0560
Penicillin-Streptomycin	Gibco	Cat# 11548876
Amphotericin B	Gibco	Cat# 11510496
L-Glutamine 200 mM	Sigma Aldrich	Cat# G7513-100ML
Accutase Cell Dissociation Reag., 100 ml	Gibco	Cat# A1110501
FBS	Gibco	Cat# 10270-106
SYBR Select Mastermix	Applied Biosystems	Cat# 4472920
Ir-intercalator	Standard Biotoools	Cat# 201192A
rh M-CSF	Biologend	Cat# 574808
rh IL-2	Biologend	Cat# 589104
rh TGF-β1	PeproTech	Cat# 100-21c-10UG
rh IL-6	Biologend	Cat# 570804
rh IL-1β	Biologend	Cat# 579404
rh IL-23	Biologend	Cat# 574104
Cell Activation Cocktail	Biologend	Cat# 423301
Brefeldin A Solution (1000x)	Biologend	Cat# 420601
Monensin Solution (1000x)	Biologend	Cat# 420701
Imiquimod (Aldara 5%)	Viatrix	N/A
**Oligonucleotides**		
beta 2 microglobulin Forward primer 5'-GGTGCTTGTCTCACTGACCG-3' Reverse primer 5'-TTTGAGGGGTTTTCTGGATAGCAT-3'	This paper	N/A
Nos2 Forward primer 5'-GTTCTCAGCCCAACAATACAAGA-3' Reverse primer 5'-GTGGACGGGTTCGATGTCAC-3'	This paper	N/A
Il1b Forward primer 5'-GCAACTGTTTCCTGAACTCAACTG-3' Reverse primer 5'-TCTTTTGGGGTCCGTCAACTTC-3'	This paper	N/A
Il6 Forward primer 5'-TACCACTTCACAAGTCGGAGGC-3' Reverse primer 5'-CTGCAAGTGCATCATCGTTGTTC-3'	This paper	N/A
Arg1 Forward primer 5'-CTCCAAGCCAAAGTCCTTAGAG-3' Reverse primer 5'-AGGAGCTGTCATTAGGGACATC-3'	This paper	N/A
Il10 Forward primer 5'-CCCTGGGTGAGAAGCTGAAG-3' Reverse primer 5'-CACTGCCTTGCTCTTATTTTCACA-3'	This paper	N/A

TNFα Forward primer 5'-GCCACGTCGTAGCAAACC-3' Reverse primer 5'-TAGCAAATCGGCTGACGGTG-3'	This paper	N/A
**Software and algorithms**		
3D Slicer v. 5.6.1	Fedorov, A. et al. ⁴⁴	https://download.slicer.org/
NDPView2 v .2.7.39	Hamamatsu	https://www.hamamatsu.com/jp/en/product/life-science-and-medical-systems/digital-slide-scanner/U12388-01.html
IMARIS X64 v. 9.3.0	Oxford Instruments	https://imaris.oxinst.com/imaris-viewer
Image J	Schindelin, J. et al. ⁴⁵	https://imagej.net/ij/
Leica Application Suite X (v. 3.7.6.25997)	Leica	https://www.leica-microsystems.com/products/microscope-software/p/leica-las-x-ls/downloads/
Open VMS	Scanco Medical	https://www.scanco.ch/clustering.html
IDEAS 6.2.189	Cytek Bioscience	https://cytekbio.com/pages/imagestream
MoFlo Astrios EQ 1 v 6.3.1	Beckman Coulter	https://www.beckman.de/flow-cytometry/cell-sorters/moflo-astris-eq
Beckman Coulter Gallios software v 1.2	Beckman Coulter	https://www.beckman.de/flow-cytometry/software/kaluga-for-gallios
FlowJo v. 10.10	BD	https://www.bdbiosciences.com/en-us/products/software/flowjo-v10-software
Controller software v5.0	10X Genomics	https://www.10xgenomics.com/instruments/chromium-controller
QuantStudio 6 Real-Time PCR System v. 1.3	Thermo Fisher	https://www.thermofisher.com/de/de/home/global/forms/life-science/quantstudio-6-7-flex-software.html
CYTOF Software v7.1	Standard Biotech	https://www.standardbio.com/products/software/cytof-software-v7

Steinbock v. 0.16.0	Windhager, J. et al. ⁴⁶	https://github.com/BodenmillerGroup/steinbock/pkgs/container/steinbock
imcRtools v. 1.3.4	Windhager, J. et al. ⁴⁶	https://www.bioconductor.org/packages/release/bioc/html/imcRtools.html
homerTools v. 4.11.1	Heinz, S. et al. ⁴⁰	http://homer.ucsd.edu/homer/index.html
STAR v. 2.7.3a	Dobin, A. et al. ⁴¹	https://github.com/alexdobin/STAR/releases/tag/2.7.3a
samtools v. 1.10	Danecek, P. et al. ⁴²	https://github.com/samtools/samtools/releases/tag/1.10
maegatk v. 0.2.0	Miller, TE. et al. ³⁹	https://github.com/caleblareau/maegatk
R v 4.3.2	Righelli, D. et al. ⁴⁷	https://cran.r-project.org/bin/windows/base/old/4.3.2/
R package Seurat 4.1.1	Hao, Y. et al. ¹	https://github.com/satijalab/seurat/releases/tag/v4.1.0
R package Seurat 5.2.1	Hao, Y. et al. ³⁶	https://github.com/satijalab/seurat/releases/tag/v5.2.1
R package Harmony 0.1.0	Korsunsky, I. et al. ³	https://github.com/immunogenomics/harmony/releases/tag/0.1
R package singleR 1.10.0	Aran, D. et al. ⁴	https://www.bioconductor.org/packages/release/bioc/html/SingleR.html
R package celldex 1.6.1	Aran et al. ⁴	https://bioconductor.org/packages/release/data/experiment/html/celldex.html
R package UCell 2.0.1	Andreatta, M. and Carmona, SJ. ¹²	https://github.com/carmonalab/UCell/releases/tag/v2.0
R package org.Mm.eg.db 3.15.0	Mark Carlson ¹³	https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html
R package AnnotationDbi 1.66.0	Pagès, H. et al. ¹⁴	https://bioconductor.org/packages/release/bioc/html/AnnotationDbi.html
R package SeuratDisk 0.0.0.9015	Paul Hoffman	https://github.com/mojaveazure/seurat-disk
R package diffcyt 1.22.0	Weber, LM. et	https://www.bioconductor.org/packages/release/bioc/html/diffcyt.html

	al. ¹⁸	or.org/packages/release/bioc/html/diffcyt.html
R package MiloR 1.10.0	Dann, E. et al. ¹⁹	https://github.com/MarioniLab/miloR
R package hdWGCNA 0.3.00	Morabito, S. et al. ³⁷	https://github.com/smorabit/hdWGCNA/releases/tag/v0.3.00
R package SeuratWrapper 0.3.4	Rahul Satija Lab	https://github.com/satijalab/seurat-wrappers
R package scDbfFinder 1.13.12	Germain, PL. et al. ²⁹	https://bioconductor.org/packages/release/bioc/html/scDbfFinder.html
R package ClusterProfiler 4.4.4	Wu, T. et al. ²⁶	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
R package TradeSeq 1.10.0	Van den Berge, K. et al. ²⁵	https://www.bioconductor.org/packages/release/bioc/html/tradeSeq.html
R package CellChat 1.5.0	Jin, S. et al. ²⁷	https://github.com/sqjin/CellChat/releases/tag/v1.5.0
R package igraph 2.1.4	Csárdi et al. ⁴³	https://github.com/igraph/igraph/releases/tag/v2.1.4
Python MELD 1.0.0	Burkhardt, DB. et al ²⁰	https://github.com/KrishnaswamyLab/MELD/releases/tag/v1.0.0
Python graphtools 1.5.2	Smita Krishnaswamy Lab	https://github.com/KrishnaswamyLab/graphtools
Python Velocity 0.17.17	La Manno, G. et al. ²¹	https://github.com/velocyto-team/velocyto.py/releases/tag/0.17.17
Python scVelo 0.2.4	Bergen, V. et al. ²²	https://github.com/theislab/scvelo/releases/tag/v0.2.5
Python CellRank 2.0.2	Lange, M. et al. ²³	https://github.com/theislab/cellrank/releases/tag/v2.0.2
Python scvi-tools 1.1.1	Wolf, FA. et al. ³²	https://github.com/scverse/scvi-tools/releases/tag/1.1.1
Python Scanpy 1.9.8	Wolf, FA. et al. ³²	https://github.com/scverse/scvi-tools/releases/tag/1.1.1
Python mousipy 0.1.5	Stefan Peidli et al. ⁴⁸	https://github.com/stefanpeidli
Python scCODA 0.1.9	Buttner, M. et al. ¹⁵	https://github.com/theislab/scCODA

References for Supplementary Material

1. Hao, Y. *et al.* Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573-3587.e3529 (2021).
2. Hafemeister, C. & Satija, R. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol* **20**, 296 (2019).
3. Korsunsky, I. *et al.* Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat Methods* **16**, 1289-1296 (2019).
4. Aran, D. *et al.* Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol* **20**, 163-172 (2019).
5. Heng, T.S. & Painter, M.W. The Immunological Genome Project: networks of gene expression in immune cells. *Nat Immunol* **9**, 1091-1094 (2008).
6. Culemann, S. *et al.* Locally renewing resident synovial macrophages provide a protective barrier for the joint. *Nature* **572**, 670-675 (2019).
7. Alivernini, S. *et al.* Distinct synovial tissue macrophage subsets regulate inflammation and remission in rheumatoid arthritis. *Nat Med* **26**, 1295-1306 (2020).
8. Misharin, A.V. *et al.* Nonclassical Ly6C(-) monocytes drive the development of inflammatory arthritis in mice. *Cell Rep* **9**, 591-604 (2014).
9. Liu, Y. *et al.* Single-Cell Profiling Reveals Divergent, Globally Patterned Immune Responses in Murine Skin Inflammation. *iScience* **23**, 101582 (2020).
10. Open-source ImmGen: mononuclear phagocytes. *Nat Immunol* **17**, 741 (2016).
11. Gainullina, A. *et al.* Network analysis of large-scale ImmGen and Tabula Muris datasets highlights metabolic diversity of tissue mononuclear phagocytes. *Cell Rep* **42**, 112046 (2023).
12. Andreatta, M. & Carmona, S.J. UCell: Robust and scalable single-cell gene signature scoring. *Comput Struct Biotechnol J* **19**, 3796-3798 (2021).
13. Carlson, M. org.Mm.eg.db: Genome wide annotation for Mouse. *R package version*

3.8.2 (2019).

14. Pagès, H., Carlson, M., Falcon, S. & Li, N. AnnotationDbi: Manipulation of SQLite-based annotations in Bioconductor. *R package version 1.66.0* (2024).
15. Buttner, M., Ostner, J., Muller, C.L., Theis, F.J. & Schubert, B. scCODA is a Bayesian model for compositional single-cell data analysis. *Nat Commun* **12**, 6876 (2021).
16. Heumos, L. *et al.* Best practices for single-cell analysis across modalities. *Nat Rev Genet* **24**, 550-572 (2023).
17. Chen, Y., Lun, A.T. & Smyth, G.K. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res* **5**, 1438 (2016).
18. Weber, L.M., Nowicka, M., Soneson, C. & Robinson, M.D. diffcyt: Differential discovery in high-dimensional cytometry via high-resolution clustering. *Commun Biol* **2**, 183 (2019).
19. Dann, E., Henderson, N.C., Teichmann, S.A., Morgan, M.D. & Marioni, J.C. Differential abundance testing on single-cell data using k-nearest neighbor graphs. *Nat Biotechnol* **40**, 245-253 (2022).
20. Burkhardt, D.B. *et al.* Quantifying the effect of experimental perturbations at single-cell resolution. *Nat Biotechnol* **39**, 619-629 (2021).
21. La Manno, G. *et al.* RNA velocity of single cells. *Nature* **560**, 494-498 (2018).
22. Bergen, V., Lange, M., Peidli, S., Wolf, F.A. & Theis, F.J. Generalizing RNA velocity to transient cell states through dynamical modeling. *Nat Biotechnol* **38**, 1408-1414 (2020).
23. Lange, M. *et al.* CellRank for directed single-cell fate mapping. *Nat Methods* **19**, 159-170 (2022).
24. Reuter, B., Fackeldey, K. & Weber, M. Generalized Markov modeling of nonreversible molecular kinetics. *J Chem Phys* **150**, 174103 (2019).
25. Van den Berge, K. *et al.* Trajectory-based differential expression analysis for single-cell sequencing data. *Nat Commun* **11**, 1201 (2020).

26. Wu, T. *et al.* clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)* **2**, 100141 (2021).
27. Jin, S. *et al.* Inference and analysis of cell-cell communication using CellChat. *Nat Commun* **12**, 1088 (2021).
28. Edalat, S.G. *et al.* Molecular maps of synovial cells in inflammatory arthritis using an optimized synovium dissociation protocol. *iScience*, 109707 (2024).
29. Germain, P.L., Lun, A., Garcia Meixide, C., Macnair, W. & Robinson, M.D. Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res* **10**, 979 (2021).
30. Gayoso, A. *et al.* A Python library for probabilistic analysis of single-cell omics data. *Nat Biotechnol* **40**, 163-166 (2022).
31. Virshup, I. *et al.* The scverse project provides a computational ecosystem for single-cell omics data analysis. *Nat Biotechnol* **41**, 604-606 (2023).
32. Wolf, F.A., Angerer, P. & Theis, F.J. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol* **19**, 15 (2018).
33. Linderman, G.C. *et al.* Zero-preserving imputation of single-cell RNA-seq data. *Nat Commun* **13**, 192 (2022).
34. Reynolds, G. *et al.* Developmental cell programs are co-opted in inflammatory skin disease. *Science* **371** (2021).
35. Liu, J. *et al.* Combined Single Cell Transcriptome and Surface Epitope Profiling Identifies Potential Biomarkers of Psoriatic Arthritis and Facilitates Diagnosis via Machine Learning. *Front Immunol* **13**, 835760 (2022).
36. Hao, Y. *et al.* Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat Biotechnol* **42**, 293-304 (2024).
37. Morabito, S., Reese, F., Rahimzadeh, N., Miyoshi, E. & Swarup, V. hdWGCNA identifies co-expression networks in high-dimensional transcriptomics data. *Cell Rep Methods* **3**, 100498 (2023).

38. Good, J.D., Safina, K.R., Miller, T.E. & van Galen, P. Protocol for mitochondrial variant enrichment from single-cell RNA sequencing using MAESTER. *STAR Protoc* **6**, 103564 (2025).
39. Miller, T.E. *et al.* Mitochondrial variant enrichment from high-throughput single-cell RNA sequencing resolves clonal populations. *Nat Biotechnol* **40**, 1030-1034 (2022).
40. Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).
41. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
42. Danecek, P. *et al.* Twelve years of SAMtools and BCFtools. *Gigascience* **10** (2021).
43. Csárdi, G. & Nepusz, T. The igraph software package for complex network research. 2006; 2006.
44. Fedorov, A. *et al.* 3D Slicer as an image computing platform for the Quantitative Imaging Network. *Magn Reson Imaging* **30**, 1323-1341 (2012).
45. Schindelin, J. *et al.* Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**, 676-682 (2012).
46. Windhager, J. *et al.* An end-to-end workflow for multiplexed image processing and analysis. *Nat Protoc* **18**, 3565-3613 (2023).
47. Righelli, D. *et al.* SpatialExperiment: infrastructure for spatially-resolved transcriptomics data in R using Bioconductor. *Bioinformatics* **38**, 3128-3131 (2022).
48. Peidli, S., ianfd & pakiessling. stefanpeidli/mousipy: v0.1.7. v0.1.7 ed: Zenodo; 2025.

# Supplementary material for: Skin-derived myeloid precursors and joint-resident fibroblasts spread psoriatic disease from skin to joints
**Source:** Nat Immunol. 2026 Jan 2;27(1):35–47. doi: 10.1038/s41590-025-02351-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	MRI volumetric data were analyzed with 3D Slicer v. 5.6.1; epidermal thickness was measured with NDPView2 v. .2.7.39; light sheet microscopy data were processed with IMARIS X64 (Oxford Instruments) software (v. 9.3.0), Leica Application Suite X (v. 3.7.6.25997) and Fiji (v. 1.52); ImageStream Data Exploration and Analysis Software IDEAS 6.2.189 Cytek was used for Imaging cytometry; for bone volume and osteoproliferation Open VMS (Scanco Medical) was used; for cell sorting on BD Astrios Summit v 6.3.1 was used; for acquisition of cytometry data, Beckman Coulter Gallios software v 1.2 was used; for flow cytometry data analysis FlowJo v. 10.10, BD Biosciences was used; for generation of 10x libraries on Chromium Controller software v5.0 was used; for generation of RT-PCR data QuantStudio 6 Real-Time PCR System v. 1.3 was used; for the acquisition of imaging mass cytometry data Standard Biotoools CYTOF Software v7.1 was used. MCD files were processed using Steinbock v. 0.16.0, imcRtools v. 1.3.4 and R v 4.3.2. Single cell RNA sequencing data analysis was done in Python 3.8, 3.9 or 3.10 and R 4.0 or 4.2, depending on the package requirements. The following packages/pipelines were used: Seurat 4.1.1 or 5.2.1, Harmony 0.1.0 or 1.2.3, singleR 1.10.0, celldex 1.6.1, UCell 2.0.1, org.Mm.eg.db 3.15.0, AnnotationDbi 1.66.0, SeuratDisk 0.0.0.9015, diffcyt 1.22.0, MiloR 1.10.0, MELD 1.0.0, graphtools 1.5.2, Velocyto 0.17.17, scVelo 0.2.4, CellRank 2.0.2, TradeSeq 1.10.0, ClusterProfiler 4.4.4, CellChat 1.5.0, scDblFinder 1.13.12, scvi-tools 1.1.1, Scanpy 1.9.8, SeuratWrapper 0.3.4, mousipy 0.1.5, hdWGCNA 0.3.00, scCODA 0.1.9, homerTools 4.11.1, samtools 1.10, STAR 2.7.3a, maegatk 0.2.0, igraph 2.1.4
Data analysis	no custom software was developed; the use of any software is mentioned in the material and methods section including version numbers.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

single cell RNA sequence data that support the findings of this study will be deposited in Gene Expression Omnibus (GEO) when the manuscript is accepted for publication. Individual-level mitoseq data are available under restricted access because of patient privacy and ethical considerations. Qualified researchers may request access by contacting the corresponding author. Requests will be reviewed to ensure compliance with institutional and regulatory policies. Responses to data access requests can be expected within 4 weeks.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Gender was not considered in this study. Sex was not considered as an inclusion criterion.

Population characteristics

Human research was conducted in accordance with approved protocols by the institutional review boards of the Friedrich-Alexander-University (FAU) of Erlangen-Nürnberg, the Fondazione Policlinico Gemelli IRCCS and the IRB of Hospital Clinic de Barcelona. Ultrasound guided-minimally invasive synovial tissue biopsies were collected from early PsA (N = 5) and patients with psoriasis (N = 6) at the SYNGem Biopsy Unit of the Fondazione Policlinico Universitario A. Gemelli IRCCS. Additional synovial tissue from healthy donors (HC; N = 3) was obtained in Barcelona. Blood samples were collected from individuals with PsA (N = 10) in Erlangen. Patient information is provided in Suppl. Tab. 1. All patients included fulfilled the 2006 CASPAR classification criteria for PsA 42. Additional human datasets were obtained from online databases listed in the data availability section and referenced in the text and figure legends.

Recruitment

Human samples were obtained from research volunteers of the University Hospital Erlangen and IRB of Hospital Clinic de Barcelona. Written informed consent was obtained from all subjects. There was no self-selection bias involved.

Ethics oversight

Human subjects research was performed according to the Institutional Review Boards at the University Hospital Erlangen, Fondazione Policlinico Gemelli IRCCS and of the Hospital Clinic de Barcelona (Barcelona Research Ethics Committee) via approved protocols.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The sample size was determined from preliminary experiments.

Data exclusions

No samples were excluded.

Replication

The key findings in the study were reliably reproduced in independent cohorts. Key findings were reproduced by the use of different experimental models or public online data sets. Replicates for each type of experiment are indicated.

Randomization

Animals were randomized by sex. All animals were 8-10 weeks old at the start of the experiment.

Blinding

The investigators were blinded to the evaluation of MRI imaging and histological analysis and evaluation. The clinical evaluation of the mice during arthritis was not blinded to ensure full animal welfare.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Application / Antigen / Label / Supplier / Catalogue / Clone / Dilution
 FC-Mo hu / CD3 / BV 510 / Biolegend / 300448 / UCHT1 / 100x
 FC-Mo hu / CD19 / BV 510 / Biolegend / 302242 / HIB19 / 200x
 FC-Mo hu / CD56 / BV 510 / Biolegend / 318340 / HCD56 / 200x
 FC-Mo hu / CD11c / BV 421 / Biolegend / 301627 / 3,9 / 100x
 FC-Mo hu / CD2 / APC / Biolegend / 300214 / RPA-2.10 / 1000x
 FC-Mo hu / HLA-DR / APC/Cy7 / Biolegend / 307618 / L243 / 1000x
 FC-Mo hu / CD14 / PE/Cy7 / Biolegend / 301814 / M5E2 / 100x
 FC-Mo hu / CD45 / PerCP/Cy5.5 / Biolegend / 304028 / HI30 / 100x
 FC-Mo hu / CD200R / PE / Biolegend / 329306 / OX-108 / 100x
 FC-Mo hu / CD192 / PE / Biolegend / 357206 / K036C2 / 500x
 FC-Mo hu / CD1C / PE / Biolegend / 331506 / L161 / 1000x
 FC-Mo hu / CD123 / PE / Biolegend / 306006 / 6H6 / 1000x
 FC-Mo hu / CD209 / PE / Biolegend / 330106 / 9E9A8 / 200x
 FC-Mo hu / IgG1, κ Isotype Ctrl / PE / Biolegend / 400114 / MOPC-21 / 100x
 FC-Mo hu / IgG2a, κ Isotype Ctrl / PE / Biolegend / 400214 / MOPC-173 / 200x
 FC-Mo ms / CD45 / FITC / Biolegend / 103108 / 30-F11 / 1000x
 FC-Mo ms / Ly6G / PE / Biolegend / 127608 / 1A8 / 1000x
 FC-Mo ms / CD11b / BV 421 / Biolegend / 101236 / M1/70 / 1000x
 FC-Mo ms / CD2 / APC / Biolegend / 100112 / RM2-5 / 1000x
 FC-Mo ms / I-A/I-E / BV510 / Biolegend / 107636 / M5/114.15.2 / 500x
 FC-Mo ms / CD3ε / PE/Cy7 / Biolegend / 100320 / 145-2C11 / 100x
 FC-Mo ms / CD45R/B220 / PE/Cy7 / Biolegend / 103222 / RA3-6B2 / 200x
 FC-Mo ms / CD11c / PerCP/Cy5.5 / Biolegend / 117328 / N418 / 500x
 FC-Fib ms / CD140a / BV 421 / Biolegend / 135923 / APA5 / 500x
 FC-Fib ms / CD45 / PE/Cy7 / Biolegend / 103114 / 30-F11 / 1000x
 FC-Fib ms / CD90.2 / BV 510 / Biolegend / 105335 / 30-H12 / 500x
 FC-Fib ms / Podoplanin / PerCP/Cy5.5 / Biolegend / 127422 / 8.1.1 / 200x
 FC-Fib ms / CD31 / PE/Cy7 / Biolegend / 102418 / 390 / 500x
 FC-Fib ms / CD49f / FITC / Biolegend / 313606 / GoH3 / 200x
 FC-Fib ms / CD200 / APC / Biolegend / 123810 / OX-90 / 100x
 FC-KAED / CD45 / APC / Biolegend / 103112 / 30-F11 / 1000x
 ImageStream KAED / CD3ε / PE/Cy7 / Biolegend / 100320 / 145-2C11 / 100x
 ImageStream KAED / CD45R/B220 / PE/Cy7 / Biolegend / 103222 / RA3-6B2 / 200x
 ImageStream KAED / CD11b / APC/Cy7 / Biolegend / 101226 / M1/70 / 1000x
 ImageStream KAED / CD45 / APC / Biolegend / 103112 / 30-F11 / 1000x
 FCS-Mo Ly-6G BV 421 Biolegemd 127628 1A8 100x
 FCS-Mo / CD45 / APC / Biolegend / 103112 / 30-F11 / 1000x
 scRNAseq / Hashtag 1 / ACCCACCAGTAAGAC / Biolegend / 155831 / M1/42; 30-F11; / 100x
 scRNAseq / Hashtag 2 / GGTCGAGAGCATTCA / Biolegend / 155833 / M1/42; 30-F11; / 200x
 scRNAseq / Allophycocyanin / TTAACCGTCTCCCTT / Biolegend / 408009 / APC003 / 200x
 scRNAseq / Hashtag 3 / CTTGCCGCATGTCAT / Biolegend / 155835 / M1/42; 30-F11; / 200x
 scRNAseq / Hashtag 4 / AAAGCATTCTTCACG / Biolegend / 155837 / M1/42; 30-F11; / 200x
 scRNAseq / Hashtag 5 / CTTTGTCTTTGTGAG / Biolegend / 155839 / M1/42; 30-F11; / 200x
 IMC / Mast Cell Trypsin / 89Y / Biolegend / 369402 / AA1 / 500x
 IMC / ACTA2 / 113In / Sigma Aldrich / A5228-100UL / 1A4 / 500x
 IMC / Pan-Cadherin / 115In / Thermo / 71-7100 / Polyclonal rabbit / 200x
 IMC / B2M / 115In / abcam / ab237032 / EPR21752-214 / 50x
 IMC / CCR2 / 141Pr / Thermo / PA5-23037 / Polyclonal rabbit / 100x
 IMC / CD20 / 142Nd / Thermo / 14-0202-82 / L26 / 100x
 IMC / CD16 / 143Nd / abcam / ab198507 / EPR16784 / 100x
 IMC / CD14 / 144Nd / Standard Biotech / 3144025D / EPR3653 / 400x
 IMC / CD2 / 145Nd / abcam / ab248400 / EPR6451 / 100x
 IMC / Cd8a / 146Nd / Novus Biologicals / NBP2-34588 / C8/144B / 100x
 IMC / CD68 / 147Sm / Thermo / 14-0688-82 / KP1 / 200x
 IMC / CD161 / 148Nd / abcam / ab302565 / EPR26340-6 / 100x

 IMC / MERTK / 150Nd / abcam / ab271851 / Y323 / 100x
 IMC / CD31 / 151Eu / abcam / ab207090 / EPR3094 / 200x
 IMC / CD45 / 152Sm / Cell Signaling / 47937 / D9M8l / 100x
 IMC / CD206 / 153Eu / Abnova / H00004360-M02 / 5C11 / 200x
 IMC / CD11c / 154Sm / abcam / ab216655 / Polyclonal rabbit / 50x
 IMC / FOXP3 / 155Gd / Thermo / 14-4776-82 / PCH101 / 100x
 IMC / S100A12 / 158Gd / abcam / ab273051 / EPR23677-111 / 100x
 IMC / hDkk3 / 159Tb / R&D systems / AF1118 / Polyclonal goat / 100x
 IMC / LYVE1 / 160Gd / abcam / ab314242 / RM1067 / 500x
 IMC / CD200R / 162Dy / abcam / ab232941 / EPR21232 / 100x
 IMC / CD15 / 163Dy / Biolegend / 323002 / W6D3 / 100x
 IMC / Podoplanin / 164Dy / Biolegend / 916606 / D2-40 / 200x
 IMC / CD123 / 165Ho / abcam / ab269871 / EPR23188-72 / 100x
 IMC / CD163 / 166Er / Thermo / MA1-82342 / EDHu-1 / 200x
 IMC / CD90 / 167Er / R&D systems / AF2067 / Polyclonal sheep / 200x
 IMC / HLA-DR / 169Tm / Biolegend / 327002 / LN3 / 100x
 IMC / CD3e / 170Er / Cell Signaling / 24581SF / D7A6E / 100x
 IMC / CD200 / 171Yb / Cell Signaling / 24510SF / E5I9V / 100x
 IMC / IL23R / 172Yb / Thermo / PA5-102441 / Polyclonal rabbit / 100x
 IMC / FAP / 173Yb / R&D systems / AF3715 / Polyclonal sheep / 50x
 IMC / CD55 / 174Yb / abcam / ab133684 / EPR6689 / 100x
 IMC / CD1c / 175Lu / OriGene / CF505411 / OT12F4 / 100x
 IMC / Histone H3 / 176Yb / Standard Biotools / 3176023D / D1H2 / 800x
 IMC / ICSK1 / 195Pt / Standard Biotools / TIS-00001 / not specified / 50x
 IMC / ICSK2 / 196Pt / Standard Biotools / TIS-00001 / not specified / 50x
 IMC / ICSK3 / 198Pt / Standard Biotools / TIS-00001 / not specified / 50x
 IN VIVO / CD200 / / BioXCell / BE0299 / OX-90 /
 IN VITRO / CD200 / / Biolegend / 123802 / OX-90 /
 IN VITRO / Rat IgG2a, κ Isotype Ctrl / / Biolegend / 400573 / RTK2758 /
 FC-sorting ms / CD45 / BV 421 / Biolegend / 103134 / 30-F11 / 500x
 FC-sorting ms / CD11b / FITC / Biolegend / 101206 / M1/70 / 200x
 FC-sorting ms / I-A/I-E / BV 510 / Biolegend / 107636 / M5/114.15.2 / 100x
 FC-sorting ms / CD301 / APC / Biolegend / 145708 / LOM-14 / 100x
 FC-sorting ms / CD2 / PE / Biolegend / 100108 / RM2-5 / 500x
 FC-sorting ms / CD11c / APC/Cy7 / Biolegend / 117324 / N418 / 200x
 FC-sorting ms / CD3e / APC/Cy7 / Biolegend / 100222 / 17A2 / 100x
 FC-sorting ms / CD45R/B220 / APC/Cy7 / Biolegend / 103224 / RA3-6B2 / 200x
 FC-sorting ms / CD197 / PE/Cy7 / Biolegend / 120124 / 4B12 / 100x
 FC-sorting ms / Ly6G / PerCP/Cy5.5 / Biolegend / 127616 / 1A8 / 500x
 Cytek-Mo&Fib ms / Podoplanin / BV 421 / Biolegend / 127423 / 8.1.1 / 250x
 Cytek-Mo&Fib ms / Ly6G / BV 480 / BD Bioscience / 746448 / 1A8 / 500x
 Cytek-Mo&Fib ms / CD140a / BV 510 / Biolegend / 135923 / APAS / 500x
 Cytek-Mo&Fib ms / CD90.2 / BV 570 / Biolegend / 105329 / 30-H12 / 1000x
 Cytek-Mo&Fib ms / CD2 / BV 605 / BD Bioscience / 740338 / RM2-5 / 1000x
 Cytek-Mo&Fib ms / CD31 / BV 650 / BD Bioscience / 740483 / 390 / 200x
 Cytek-Mo&Fib ms / I-A/I-E / BV 711 / Biolegend / 107643 / M5/114.15.2 / 1000x
 Cytek-Mo&Fib ms / CD45R/B220 / BV 785 / Biolegend / 103246 / RA3-6B2 / 400x
 Cytek-Mo&Fib ms / CD45 / FITC / Biolegend / 103108 / 30-F11 / 1000x
 Cytek-Mo&Fib ms / CD200 / PE / Biolegend / 123808 / OX-90 / 200x
 Cytek-Mo&Fib ms / CD49f / PerCP/Cy5.5 / Biolegend / 313618 / GoH3 / 200x
 Cytek-Mo&Fib ms / CD11c / PE/Cy7 / Biolegend / 117318 / N418 / 200x
 Cytek-Mo&Fib ms / CD11b / APC / Biolegend / 101212 / M1/70 / 1000x
 Cytek-Mo&Fib ms / CD3e / APC/Fire810 / Biolegend / 100268 / 17A2 / 200x
 FC-sorting hu / HLA-DR / APC / Biolegend / 307610 / L243 / 200x
 FC-sorting hu / CD3e / BV 510 / Biolegend / 300448 / UCHT1 / 200x
 FC-sorting hu / CD8a / FITC / Biolegend / 344704 / SK1 / 1000x
 FC-sorting hu / CD4 / PerCP/Cy5.5 / Biolegend / 357414 / A161A1 / 200x
 FC-sorting hu / CD192 / BV 421 / Biolegend / 357210 / K036C2 / 500x
 FC-sorting hu / CD2 / PE / Biolegend / 300208 / RPA-2.10 / 200x
 FC-sorting hu / CD1c / PE/Cy7 / Biolegend / 331516 / L161 / 500x
 FC-sorting hu / CD123 / PE/Cy7 / Biolegend / 983702 / 6H6 / 500x
 FC-sorting hu / CD19 / Spark PLUS UV395 / Biolegend / 302298 / HIB19 / 200x
 FC-Coculture hu / CD3e / BV 510 / Biolegend / 300448 / UCHT1 / 200x
 FC-Coculture hu / CD4 / PerCP/Cy5.5 / Biolegend / 357414 / A161A1 / 200x
 FC-Coculture hu / CD8a / FITC / Biolegend / 344704 / SK1 / 1000x
 FC-Coculture hu / IL-17A / PE/Cy7 / Biolegend / 512315 / BL168 / 500x
 Invivo-CD200R1 ms / CD200R / / Biolegend / 123918 / OX-110 /

Validation

All antibodies are commercially available. Validation was provided by the supplier:

Application / Antigen / Supplier / Catalogue / Reference

FC-Mo hu / CD3 / Biolegend / 300448 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-human-cd3-antibody-9792>

FC-Mo hu / CD19 / Biolegend / 302242 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-human-cd19-antibody-8004>

FC-Mo hu / CD56 / Biolegend / 318340 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-human-cd56-ncam-antibody-8011>

FC-Mo hu / CD11c / Biolegend / 301627 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-human-cd11c-antibody-7309>

FC-Mo hu / CD2 / Biolegend / 300214 / <https://www.biolegend.com/de-de/products/apc-anti-human-cd2-antibody-7219>

FC-Mo hu / HLA-DR / Biolegend / 307618 / <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-human-hla-dr-antibody-2863>

FC-Mo hu / CD14 / Biolegend / 301814 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-human-cd14-antibody-2729>

FC-Mo hu / CD45 / Biolegend / 304028 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-human-cd45-antibody-4240>

FC-Mo hu / CD200R / Biolegend / 329306 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd200-receptor-antibody-4612>

FC-Mo hu / CD192 / Biolegend / 357206 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd192-ccr2-antibody-8529>

FC-Mo hu / CD1C / Biolegend / 331506 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd1c-antibody-4847>

FC-Mo hu / CD123 / Biolegend / 306006 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd123-antibody-577>

FC-Mo hu / CD209 / Biolegend / 330106 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd209-dc-sign-antibody-4885>

FC-Mo hu / IgG1, κ Isotype Ctrl / Biolegend / 400114 / <https://www.biolegend.com/de-de/products/pe-mouse-igg1-kappa-isotype-ctrl-fc-3035>

FC-Mo hu / IgG2a, κ Isotype Ctrl / Biolegend / 400214 / <https://www.biolegend.com/de-de/products/pe-mouse-igg2a-kappa-isotype-ctrl-fc-3043>

FC-Mo ms / CD45 / Biolegend / 103108 / <https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd45-antibody-99>

FC-Mo ms / Ly6G / Biolegend / 127608 / <https://www.biolegend.com/de-de/products/pe-anti-mouse-ly-6g-antibody-4777>

FC-Mo ms / CD11b / Biolegend / 101236 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd11b-antibody-7163>

FC-Mo ms / CD2 / Biolegend / 100112 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd2-antibody-9287>

FC-Mo ms / I-A/I-E / Biolegend / 107636 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-i-a-i-e-antibody-7997>

FC-Mo ms / CD3 ϵ / Biolegend / 100320 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd3epsilon-antibody-1899>

FC-Mo ms / CD45R/B220 / Biolegend / 103222 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>

FC-Mo ms / CD11c / Biolegend / 117328 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-mouse-cd11c-antibody-4258>

FC-Fib ms / CD140a / Biolegend / 135923 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-cd140a-antibody-17921>

FC-Fib ms / CD45 / Biolegend / 103114 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd45-antibody-1903>

FC-Fib ms / CD90.2 / Biolegend / 105335 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-cd90-2-thy1-2-antibody-12531>

FC-Fib ms / Podoplanin / Biolegend / 127422 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-mouse-podoplanin-antibody-18189>

FC-Fib ms / CD31 / Biolegend / 102418 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd31-antibody-3942>

FC-Fib ms / CD49f / Biolegend / 313606 / <https://www.biolegend.com/de-de/products/fitc-anti-human-mouse-cd49f-antibody-2606>

FC-Fib ms / CD200 / Biolegend / 123810 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd200-ox2-antibody-7338>

FC-KAED / CD45 / Biolegend / 103112 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd45-antibody-97>

ImageStream KAED / CD3 ϵ / Biolegend / 100320 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd3epsilon-antibody-1899>

ImageStream KAED / CD45R/B220 / Biolegend / 103222 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>

ImageStream KAED / CD11b / Biolegend / 101226 / <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-human-cd11b-antibody-3930>

ImageStream KAED / CD45 / Biolegend / 103112 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd45-antibody-97>

FCS-Mo / Ly-6G / Biolegend / 127628 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-ly-6g-antibody-7161>

FCS-Mo / CD45 / Biolegend / 103112 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd45-antibody-97>

scRNAseq / Hashtag 1 / Biolegend / 155831 / <https://www.biolegend.com/de-de/products/totalseq-b0301-anti-mouse-hashtag-1-antibody-17771>

scRNAseq / Hashtag 2 / Biolegend / 155833 / <https://www.biolegend.com/de-de/products/totalseq-b0302-anti-mouse-hashtag-2-antibody-17772>

scRNAseq / Allophycocyanin / Biolegend / 408009 / <https://www.biolegend.com/de-de/products/totalseq-b0987-anti-allophycocyanin-apc-antibody-21174>

scRNAseq / Hashtag 3 / Biolegend / 155835 / <https://www.biolegend.com/de-de/products/totalseq-b0303-anti-mouse-hashtag-3-antibody-17773>

scRNAseq / Hashtag 4 / Biolegend / 155837 / <https://www.biolegend.com/de-de/products/totalseq-b0304-anti-mouse-hashtag-4-antibody-17774>

scRNAseq / Hashtag 5 / Biolegend / 155839 / <https://www.biolegend.com/de-de/products/totalseq-b0305-anti-mouse-hashtag-5-antibody-17775>

IMC / Mast Cell Trypsin / Biolegend / 369402 / <https://www.biolegend.com/de-de/products/purified-anti-human-mast-cell->

trypsin-antibody-12681

IMC / ACTA2 / Sigma Aldrich / A5228-100UL / <https://www.sigmaaldrich.com/DE/de/product/sigma/a5228>

IMC / Pan-Cadherin / Thermo / 71-7100 / <https://www.thermofisher.com/antibody/product/Pan-cadherin-Antibody-Polyclonal/71-7100>

IMC / B2M / abcam / ab237032 / <https://www.abcam.com/en-de/products/primary-antibodies/beta-2-microglobulin-antibody-epr21752-214-bsa-and-azide-free-ab237032#tab=datasheet>

IMC / CCR2 / Thermo / PA5-23037 / <https://www.thermofisher.com/antibody/product/CCR2-Antibody-Polyclonal/PA5-23037>

IMC / CD20 / Thermo / 14-0202-82 / <https://www.thermofisher.com/antibody/product/CD20-Antibody-clone-L26-Monoclonal/14-0202-82>

IMC / CD16 / abcam / ab198507 / <https://www.abcam.com/en-de/products/primary-antibodies/cd16-antibody-epr16784-c-terminal-ab198507#tab=datasheet>

IMC / CD14 / Standard Biotech / 3144025D / https://store.standardbio.com/product_detail/guest-catalog/3144025d

IMC / CD2 / abcam / ab248400 / <https://www.abcam.com/en-de/products/primary-antibodies/cd2-antibody-epr6451-bsa-and-azide-free-ab248400#>

IMC / CD8a / Novus Biologicals / NBP2-34588 / https://www.novusbio.com/products/cd8-antibody-c8-144b_nbp2-34588

IMC / CD68 / Thermo / 14-0688-82 / <https://www.thermofisher.com/antibody/product/CD68-Antibody-clone-KP1-Monoclonal/14-0688-82>

IMC / CD161 / abcam / ab302565 / <https://www.abcam.com/en-de/products/primary-antibodies/cd161-antibody-epr26340-6-bsa-and-azide-free-ab302565#>

IMC / MERK / abcam / ab271851 / <https://www.abcam.com/en-de/products/primary-antibodies/mertk-antibody-y323-bsa-and-azide-free-ab271851>

IMC / CD31 / abcam / ab207090 / <https://www.abcam.com/en-de/products/primary-antibodies/cd31-antibody-epr3094-bsa-and-azide-free-ab207090>

IMC / CD45 / Cell Signaling / 47937 / <https://www.cellsignal.com/products/primary-antibodies/cd45-intracellular-domain-d9m8i-xp-rabbit-mab-bsa-and-azide-free/47937>

IMC / CD206 / Abnova / H00004360-M02 / <https://www.abnova.com/en-global/product/detail/H00004360-M02>

IMC / CD11c / abcam / ab216655 / <https://www.abcam.com/en-de/products/primary-antibodies/cd11c-antibody-ep1347y-bsa-and-azide-free-ab216655>

IMC / FOXP3 / Thermo / 14-4776-82 / <https://www.thermofisher.com/antibody/product/FOXP3-Antibody-clone-PCH101-Monoclonal/14-4776-82>

IMC / S100A12 / abcam / ab273051 / <https://www.abcam.com/en-de/products/primary-antibodies/s100a12-cgrp-antibody-epr23677-111-bsa-and-azide-free-ab273051#tab=datasheet>

IMC / hDkk3 / R&D systems / AF1118 / https://www.rndsystems.com/products/human-dkk-3-antibody_af1118

IMC / LYVE1 / abcam / ab314242 / <https://www.abcam.com/en-de/products/primary-antibodies/lyve1-antibody-rm1067-bsa-and-azide-free-ab314242#>

IMC / CD200R / abcam / ab232941 / <https://www.abcam.com/en-de/products/primary-antibodies/cd200r-antibody-epr21232-ab232941>

IMC / CD15 / Biolegend / 323002 / <https://www.biolegend.com/de-de/products/purified-anti-human-cd15-ssea-1-antibody-3699>

IMC / Podoplanin / Biolegend / 916606 / <https://www.biolegend.com/de-de/products/purified-anti-podoplanin-lymphatic-endothelial-marker-antibody-11959>

IMC / CD123 / abcam / ab269871 / <https://www.abcam.com/en-de/products/primary-antibodies/il3ra-cd123-antibody-epr23188-72-bsa-and-azide-free-ab269871#>

IMC / CD163 / Thermo / MA1-82342 / <https://www.thermofisher.com/antibody/product/CD163-Antibody-clone-EDHu-1-Monoclonal/MA1-82342>

IMC / CD90 / R&D systems / AF2067 / https://www.rndsystems.com/products/human-porcine-canine-cd90-thy1-antibody_af2067

IMC / CD127 / Standard Biotech / 3168026D / https://store.standardbio.com/product_detail/guest-catalog/3168026d

IMC / HLA-DR / Biolegend / 327002 / <https://www.biolegend.com/de-de/products/purified-anti-human-hla-dr-antibody-4163>

IMC / CD3e / Cell Signaling / 245815F / <https://www.cellsignal.com/products/primary-antibodies/cd3e-d7a6e-xp-rabbit-mab-bsa-and-azide-free/24581>

IMC / CD200 / Cell Signaling / 245105F / <https://www.cellsignal.com/products/primary-antibodies/cd200-e5i9v-xp-rabbit-mab-bsa-and-azide-free/24510>

IMC / IL23R / Thermo / PA5-102441 / <https://www.thermofisher.com/antibody/product/IL23R-Antibody-Polyclonal/PA5-102441>

IMC / FAP / R&D systems / AF3715 / https://www.rndsystems.com/products/human-fibroblast-activation-protein-alpha-fap-antibody_af3715

IMC / CD55 / abcam / ab133684 / <https://www.abcam.com/en-de/products/primary-antibodies/cd55-antibody-epr6689-ab133684#>

IMC / CD1c / OriGene / CF505411 / <https://www.origene.com/catalog/antibodies/primary-antibodies/cf505411/cd1c-mouse-monoclonal-antibody-clone-id-oti2f4>

IMC / Histone H3 / Standard Biotech / 3176023D / https://store.standardbio.com/Cytometry/ConsumablesandReagentsCytometry/MaxparAntibodies/Anti-Histone%20H3-D1H2-176Yb%E2%80%949425%20C2B5g?cclcl=en_US

IMC / ICSK1 / Standard Biotech / TIS-00001 / https://www.standardbio.com/LegacySite_Assets/Documents/Resources/IMC%20Cell%20Segmentation%20Info%20Sheet%20Rev03%20FINAL.pdf

IMC / ICSK2 / Standard Biotech / TIS-00001 / https://www.standardbio.com/LegacySite_Assets/Documents/Resources/IMC%20Cell%20Segmentation%20Info%20Sheet%20Rev03%20FINAL.pdf

IMC / ICSK3 / Standard Biotech / TIS-00001 / https://www.standardbio.com/LegacySite_Assets/Documents/Resources/IMC%20Cell%20Segmentation%20Info%20Sheet%20Rev03%20FINAL.pdf

IN VIVO / CD200 / BioXCell / BE0299 / <https://bioxccl.com/invivomab-anti-mouse-cd200-ox2-be0299>

IN VITRO / CD200 / Biolegend / 123802 / <https://www.biolegend.com/de-de/products/purified-anti-mouse-cd200-ox2-antibody-4422>

IN VITRO / Rat IgG2a, κ Isotype Ctrl / Biolegend / 400573 / <https://www.biolegend.com/de-de/products/ultra-leaf-purified-rat-igg2a-kappa-isotype-ctrl-7726>

FC-sorting ms / CD45 / Biolegend / 103134 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-cd45-antibody-7253>

FC-sorting ms / CD11b / Biolegend / 101206 / <https://www.biolegend.com/de-de/products/fitc-anti-mouse-human-cd11b->

antibody-347
 FC-sorting ms / I-A/I-E / Biolegend / 107636 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-i-a-i-e-antibody-7997>
 FC-sorting ms / CD301 / Biolegend / 145708 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-cd301-mgl1-mgl2-antibody-9127>
 FC-sorting ms / CD2 / Biolegend / 100108 / <https://www.biolegend.com/de-de/products/pe-anti-mouse-cd2-antibody-473>
 FC-sorting ms / CD11c / Biolegend / 117324 / <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-cd11c-antibody-3931>
 FC-sorting ms / CD3ε / Biolegend / 100222 / <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-cd3-antibody-6068>
 FC-sorting ms / CD45R/B220 / Biolegend / 103224 / <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-human-cd45r-b220-antibody-1938>
 FC-sorting ms / CD197 / Biolegend / 120124 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd197-ccr7-antibody-13133>
 FC-sorting ms / Ly6G / Biolegend / 127616 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-mouse-ly-6g-antibody-6116>
 Cytex-Mo&Fib ms / Podoplanin / Biolegend / 127423 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-podoplanin-antibody-18260>
 Cytex-Mo&Fib ms / Ly6G / BD Bioscience / 746448 / https://www.bdbiosciences.com/en-de/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv480-rat-anti-mouse-ly-6g.746448?tab=product_details
 Cytex-Mo&Fib ms / CD140a / Biolegend / 135923 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-cd140a-antibody-17921>
 Cytex-Mo&Fib ms / CD90.2 / Biolegend / 105329 / <https://www.biolegend.com/de-de/products/brilliant-violet-570-anti-mouse-cd90-2-thy1-2-antibody-7514>
 Cytex-Mo&Fib ms / CD2 / BD Bioscience / 740338 / https://www.bdbiosciences.com/en-de/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-rat-anti-mouse-cd2.740338?tab=product_details
 Cytex-Mo&Fib ms / CD31 / BD Bioscience / 740483 / https://www.bdbiosciences.com/en-de/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-rat-anti-mouse-cd31.740483?tab=product_details
 Cytex-Mo&Fib ms / I-A/I-E / Biolegend / 107643 / <https://www.biolegend.com/de-de/products/brilliant-violet-711-anti-mouse-i-a-i-e-antibody-12086>
 Cytex-Mo&Fib ms / CD45R/B220 / Biolegend / 103246 / <https://www.biolegend.com/de-de/products/brilliant-violet-785-anti-mouse-human-cd45r-b220-antibody-7960>
 Cytex-Mo&Fib ms / CD45 / Biolegend / 103108 / <https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd45-antibody-99>
 Cytex-Mo&Fib ms / CD200 / Biolegend / 123808 / <https://www.biolegend.com/de-de/products/pe-anti-mouse-cd200-ox2-antibody-4424>
 Cytex-Mo&Fib ms / CD49f / Biolegend / 313618 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-human-mouse-cd49f-antibody-5618>
 Cytex-Mo&Fib ms / CD11c / Biolegend / 117318 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>
 Cytex-Mo&Fib ms / CD11b / Biolegend / 101212 / <https://www.biolegend.com/de-de/products/apc-anti-mouse-human-cd11b-antibody-345>
 Cytex-Mo&Fib ms / CD3ε / Biolegend / 100268 / <https://www.biolegend.com/de-de/products/apcfire-810-anti-mouse-cd3-antibody-19553>
 FC-sorting hu / HLA-DR / Biolegend / 307610 / <https://www.biolegend.com/de-de/products/apc-anti-human-hla-dr-antibody-787>
 FC-sorting hu / CD3ε / Biolegend / 300448 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-human-cd3-antibody-9792>
 FC-sorting hu / CD8a / Biolegend / 344704 / <https://www.biolegend.com/de-de/products/fitc-anti-human-cd8-antibody-6149>
 FC-sorting hu / CD4 / Biolegend / 357414 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-human-cd4-antibody-11856>
 FC-sorting hu / CD192 / Biolegend / 357210 / <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-human-cd192-ccr2-antibody-8686>
 FC-sorting hu / CD2 / Biolegend / 300208 / <https://www.biolegend.com/de-de/products/pe-anti-human-cd2-antibody-820>
 FC-sorting hu / CD1c / Biolegend / 331516 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-human-cd1c-antibody-6245>
 FC-sorting hu / CD123 / Biolegend / 983702 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-human-cd123-antibody-15879>
 FC-sorting hu / CD19 / Biolegend / 302298 / <https://www.biolegend.com/de-de/products/spark-plus-uv-395-anti-human-cd19-antibody-24632>
 FC-Coculture hu / CD3ε / Biolegend / 300448 / <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-human-cd3-antibody-9792>
 FC-Coculture hu / CD4 / Biolegend / 357414 / <https://www.biolegend.com/de-de/products/percp-cyanine5-5-anti-human-cd4-antibody-11856>
 FC-Coculture hu / CD8a / Biolegend / 344704 / <https://www.biolegend.com/de-de/products/fitc-anti-human-cd8-antibody-6149>
 FC-Coculture hu / IL-17A / Biolegend / 512315 / <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-human-il-17a-antibody-5954>
 Invivo-CD200R1 ms / CD200R / Biolegend / 123918 / <https://www.biolegend.com/de-de/products/ultra-leaf-purified-anti-mouse-cd200r-ox2r-antibody-20255>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The study involved the following laboratory animals:
BALB/c JRj mice (purchased from Janvier labs),
C57BL/6 NRj mice (purchased from Janvier labs),
C-Kaede-tg (C.Cg-Tg(CAG-tdKaede)15Utr) (purchase from RIKEN laboratory and bred in house),
B6-Kaede-tg (B6.Cg-Tg(CAG-tdKaede)15Utr) purchase from RIKEN laboratory and bred in house).
All mice used in experimental studies were male or females aged 8-10 weeks old weighing between 18-22g.

Wild animals

The study did not include wild animals.

Reporting on sex

Animals were randomized by sex.

Field-collected samples

The study did not include field-collected samples.

Ethics oversight

Mice were maintained under specific pathogen-free conditions and all experiments were performed in accordance to the local regulations and approved by the Regierung von Unterfranken (protocol 55.2-2532-2-1061).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

no trial

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Single cell samples were created from skin, joint and gut samples by enzymatic dissociation (Collagenase/Dispase/DNAse, outlined in methods). Red cell lysis and debris removal was performed prior to staining.

Instrument

All instruments are from Beckman Coulter: MoFlo Astrios for sorting, Gallios for ex vivo analysis

Software

Gallios Software v.1.2

Cell population abundance

For post sort populations purity was determined by re-analysis for the target population immediately post sorting based on cell surface markers. Purity was >99% for each target population.

Gating strategy

Gating strategies for cell populations is shown in the manuscript data for each cell population. Gates were set to Florescence-1 (FMO controls) or isotype where indicated.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

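The samples used were the joint and skin single-cell libraries of BALB/c and C57BL/6 Kaede mice on day 7 of IL-23OE, 1 library per strain, with 6 hashtagged fractions each. Mice were pooled before loading, 6 for BALB/c and 9 for C57BL/6, and cells were not assigned to mice, so each strain counts as 1 sample. The authors aligned the reads with Cell Ranger to mm10 with the GENCODE vM23 annotation and deposited filtered UMI counts per gene, and per hashtag antibody, for each barcode, with no normalization. Human samples, flow cytometry and other experiments of the study were not analysed here.

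Gene UMI counts were read in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and hashtags were assigned in R 4.3.3 with HTODemux of Seurat 5.3.0 at a positive quantile of 0.95. Barcodes with fewer than 1000 UMIs, fewer than 550 genes, a complexity under 0.8 or a mitochondrial share of 0.09 or more were left out, after the settings of the Supplementary Methods. Barcodes with more than 1 hashtag or none were treated as doublets or unassigned and removed. Scrublet, in scanpy 1.11.5, marked 1.09% of BALB/c (120 of 11021) and 2.21% of C57BL/6 barcodes (282 of 12753) at an expected rate of 0.1, and these were left out only as an alternative. Doublets of cells with the same hashtag stay undetected by hashtags. The joint then held 4451 BALB/c and 4970 C57BL/6 cells and the skin 2490 and 3022 CD45+ cells, where the paper's numbers are 4371 and 4867 joint cells and 2494 and 3024 skin leukocytes.

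For clustering, counts of 3000 variable genes were turned into Pearson residuals with a dispersion of 100, reduced to 50 principal components (30 for sub-clusters), and the libraries were aligned by an own implementation of the Harmony algorithm, as the package was not installed. Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) on 20 neighbours used a resolution of 2 for joint cells, 1.5 for skin cells and 1 for sub-clusters. On simulated libraries, this step placed 99.96% of cells in a cluster of their own type, with 13 clusters for 6 types, and 50.5% of neighbours came from the other library, where 50 would be full mixing.

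The marker genes of each cell type, the gene lists, the comparisons, the tests and most alternatives were fixed before the data were examined, and those added later are named in the closing section. The rule that turns markers into names was not: it was revised several times after the clusters had been seen, with the cluster sizes and Kaede RED percentages of the study's Fig. 2b in view. How close the class shares come to the study's values is therefore no independent check. A cluster took the name of the list with the highest mean log2 ratio of its markers plus a bonus for markers among its 10 leading genes, and stayed unnamed with fewer than 3 raised markers or when other lists held more of the leading genes. Phagocyte clusters were then scored against each other, and the *Aqp1* class rests on 2 raised markers. Names are written X-like, as no cell was stained or sorted by these markers. Joint clusters 7, 18 and 34 were phagocytes outside the 5 classes and are counted as other phagocytes. Cluster 22, regulatory T cell-like, also held γδ T cells. The H2+ class consists of joint clusters 12, 28 and 35, of which cluster 28 is precursor-like and cluster 35 migratory dendritic cell-like, and it was also clustered again on its own.

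Counts were summed per group and library, with at least 10 cells per sum, and compared with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr with a count minimum of 10, library as a block) with Benjamini-Hochberg adjustment at 0.05. Such fits use 2 libraries, which differ in strain, and have 1 residual degree of freedom, so the spread is estimated largely by sharing across genes. In precursor-like against all other joint cells the sharing was nearly complete, so a gene's own spread between the libraries has little weight in its p-value. *Mucl1*, for example, had log2 ratios of 6.90 in BALB/c and 4.90 in C57BL/6 there, with an adjusted p of 1.16e-73 from edgeR. No p-value here measures the spread between mice. In simulated counts, the test recovered 71% of genes changed 2-fold and 97.9% of genes changed 4-fold in the comparison of Kaede RED with Kaede GREEN phagocytes. For precursor-like against other H2+ cells the values were 25.3% and 72%, for precursor-like against all other joint cells 8.08% and 38.4%, and for monocyte-like against all other joint cells 60% and 87.8%. At most 8 unchanged genes were called in any of these, of 6233 in the first precursor comparison. All simulated genes shared 1 dispersion, so this cannot show how often a gene's own spread between libraries leads to a false call. Ratios within a library use a prior count of 2. Gene lists were tested with fry and with camera in limma 3.58.1, at a preset correlation of 0.01 and with an estimated one, and DESeq2 1.42.0 was an alternative.

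The lists held genes of leukocyte migration and adhesion, chemokines, pattern recognition, pro-inflammatory and anti-inflammatory mediators, MHC class II, interferon response, oxidative phosphorylation, glycolysis, cytosolic ribosomal proteins, T cell attraction, T cell costimulation, IL-17 T cell genes, complement and efferocytosis, early response and dissociation, heme and iron handling, fibroblast inflammatory mediators, extracellular matrix, CD200 and its receptors, and the cell cycle. They were written by hand, because GO annotation was not at hand, so they do not equal the terms the study tested. Genes named in the text are the 10 with the largest log2 fold change each way among those past the threshold, changed the same way in both libraries, with at least 50 UMIs (in untested comparisons, the 10 largest log2 ratios each way with at least 50 UMIs), members of the lists a comparison is about and every gene the study names.

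Strain differences were not tested. UMI sums have exact Poisson intervals and shares Clopper-Pearson intervals, at a confidence level of 0.95, for counting error only. Where a gene had 0 UMIs in a group, a floor of 3 counts limits it. List medians are set among 10000 random lists of the same size, drawn from 20 bins of mean expression, as a description of these libraries. In simulated data, 3% of unchanged lists fell outside the middle 95%. The Kaede RED share per cluster of at least 20 cells was fitted with a quasi-binomial model on cluster, strain and log cluster size. In 500 simulated draws it found 99% of clusters set at 40% Kaede RED and called 1.84% of those at 2%.

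Scores per cell rank the genes of a cell down to 1500 ranks, after the UCell method, which was not installed, on cells thinned to 1000 UMIs. All cells had that depth, so none was left out. The skin signature was scored on all UMIs, with thinned cells as an alternative. The skin signature held genes with an adjusted p under 0.01 and a log2 fold change over 0.5 in joint precursor-like cells that at most 20% of other cells express, and the threshold was the 0.995 quantile of skin CD45+ cells. Stages were compared at an equal number of UMIs over genes with at least 100 CPM. Ligand and receptor pairs, 50 in number, were written by hand and given as the geometric mean of their CPM, since CellChat was not installed. MELD, trajectory and imputation programs were not run either.

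Several steps of the written plan were first carried out otherwise and then corrected after values had been seen. The early response test was first divided by the unmatched phagocyte ratio, the free RNA test used the 30 largest genes, and the skin lists were compared with all other leukocytes. The closing section gives values under both readings where they differ. Gene positions are from GENCODE vM21 on GRCm38, in which all 428 genes looked up were found. Alternatives changed 1 choice at a time, except that the baseline of all other joint cells also needed a separate fit per cluster: hashtag quantile 0.99, mitochondrial limit 0.2, Leiden resolution 1, scaling within each library in place of alignment, log-normalized counts, Scrublet doublets left out, another test, scaling, filter or block, each library alone, and other scores, lists and rules. An untested value without an interval was called kept when it had the same sign and lay within 1.5 times the main value, a value with an interval when it stayed inside it, a count when it lay within 1.5 times, and a tested value when its sign and its side of the threshold were unchanged. Figures were drawn with matplotlib 3.10.9, and scikit-learn 1.9.0 gave the Rand index of the simulated clusters.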

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

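Among the tests below, that of the class mix behind the early response genes was chosen only after its result was seen. The handling test was first read against unmatched phagocyte ratios and the free RNA test on the largest ratios. The readings put in their place, the matched ratios and the other gene sets, were settled after these values had been seen.

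The first pattern is *Cd2* message in precursor-like cells, a gene best known from T and natural killer cells, with 19 UMIs in BALB/c and 29 in C57BL/6. Doublets with a lymphocyte would bring lymphocyte transcripts along, but precursor-like cells held 6 and 0 UMIs of 10 lymphocyte genes, and the ratio of these to *Cd2* was at most 8.21% of that in lymphocytes (upper bound over both libraries). Free RNA would give *Cd2* alike to all phagocytes, but its level in precursor-like cells was 9.17 times (95% interval 5.27 to 15.2) that of the other phagocyte classes in BALB/c and 11.9 times in C57BL/6, where 1.5 times had been set as the limit. Both explanations are argued against, by the lowest bound of 5.27 in the second case. In these data, expression of *Cd2* by these cells stays as a hypothesis, since the cells were named partly by *Cd2*. The paper also reports CD2 protein, by flow cytometry, on CD11b+MHC-II+ cells of joint and skin, which was not examined here.

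The second pattern is the rise of early response and dissociation genes in migrated phagocytes, in data the paper does not discuss: 12 of 16 were higher in Kaede RED than in Kaede GREEN phagocytes in edgeR, among them *Jun*, *Fos*, *Egr1* and *Hspa1a*. If handling of the sorted Kaede RED fraction were the source, other Kaede RED leukocytes would show it too, and matched by class they did, with log2 ratios of 0.26 (0.23 to 0.30) in BALB/c and 0.25 (0.22 to 0.28) in C57BL/6 against 0.16 and 0.29 in phagocytes, at least 75.7% of the phagocyte ratio. Set against unmatched phagocyte ratios of 0.40 and 0.78 instead, these were 66.1% and 31.6%, which decides nothing, and the matched reading was settled after both had been seen. A different mix of classes is argued against as the whole source, since at least 34.8% of the ratio remained within classes. Handling may therefore contribute, and a response of cells that migrate stays open and was not tested.

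The third pattern is the set of genes higher in C57BL/6 than in BALB/c fibroblast-like cells. More cells of a single sub-cluster in C57BL/6 is argued against for these genes as a set. With sub-clusters weighted equally, the median log2 ratio kept 96.9% of its size (0.68 in place of 0.70). The sub-clusters were formed after the libraries were aligned, so this test cannot exclude unlike cells of the strains within a sub-cluster. Nor does a median speak for single cartilage and bone genes. Free RNA of bone and cartilage cells cannot be told apart from expression, as the median outside fibroblast-like cells was 36.3% of that within (37.7% for genes with a log2 ratio over 1, 52.0% over 2, and 47.2% for the largest ratios, the first reading), and expression that differs across all cells of a strain would give the same shift. Of single genes, *Ibsp*, the bone sialoprotein gene, stood at -5.93 (BALB/c over C57BL/6, 162 against 8856 UMIs), and *Col10a1*, the collagen of hypertrophic cartilage, at 8.16 (319 against 1 UMI, 95% interval 5.67 to 13.5), neither of which the paper's text mentions. How much bone and cartilage each dissection took may differ, and this was not tested.

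Pro-inflammatory mediators went opposite ways between the strains in parts of the H2+ class of migrated cells, with a median log2 ratio of BALB/c over C57BL/6 of 1.35 in precursor-like cells and -0.46 in the other H2+ cells, and the difference was not tested. Chemokine genes did so by colour, with a median of -0.14 in Kaede RED and 0.40 in Kaede GREEN phagocytes, and this difference was not tested either. *Retnla*, which the paper's text does not mention, had the largest rise in precursor-like cells against other H2+ cells (log2 fold change 6.20, standard error 0.15, adjusted p = 2.11e-05 from edgeR). *Cd209g*, another gene outside the paper's text, had the largest rise in Kaede RED over Kaede GREEN phagocytes (4.36, standard error 0.41, adjusted p = 0.000181 from edgeR).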

How the results depend on the processing

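The cell class as a second block and equal numbers of cells per stage were chosen after seeing the data. So were the comparisons with phagocytes in place of all joint cells. Skin lists against all leukocytes, unmatched ratios in the handling test and the largest ratios in the free RNA test were run first. The readings that replaced them, among them the other gene sets of the free RNA test, were settled after these values had been seen. Of 1382 alternative values of the 105 genes named from tests, 1218 kept their direction and side of the threshold, 90 lost and 33 gained the threshold, 38 moved and 3 reversed. RLE scaling kept all 105, DESeq2 kept 73 of 104 and lost 30, and the fit with no replicate block kept 72 and lost 33. Of 282 alternative values of the other 45 results, 176 were kept, 9 lost and 1 gained the threshold, 84 moved and 12 reversed. The cause of the changes below was not tested, except where an alternative tests other cells or genes by construction.

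Kaede RED shares: 17 clusters differed from sublining fibroblast-like cells, 11 at hashtag quantile 0.99, 9 with scaling within libraries and 0 against all other joint cells in the quasi-binomial model (4 at an unadjusted p under 0.05), a fit per cluster with 1 residual degree of freedom. There the log odds were 2.06 for the *Cd163*+*Lyve1*+, 1.74 for the *Hmox1*+ and 1.56 for the H2+ class, 1.64 for mast cell-like cells and -1.09, reversed, for *Ly6c2*+ monocyte-like cells. The share of Kaede RED cells in phagocyte clusters, 87.7% in BALB/c and 70.8% in C57BL/6, was 82.4% and 64.8% at hashtag quantile 0.99, 78.3% and 63.8% at a mitochondrial limit of 0.2, 82.6% and 65.2% at Leiden resolution 1, and 82.6% and 64.3% with scaling. The H2+ share of the 3 classes (19.4% and 23.8%) was 28.2% and 31.5% at hashtag quantile 0.99, and 25.3% in BALB/c without Scrublet doublets. Settings without a *Cd163*+*Lyve1*+ class (mitochondrial limit, Leiden resolution, scaling and log-normalization) gave no such share.

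Counts of genes: for precursor-like against other H2+ cells (21 higher and 21 lower), counts were 51 and 108 with no filter, 163 and 203 at hashtag quantile 0.99, 34 and 13 at the mitochondrial limit of 0.2, 80 and 59 at Leiden resolution 1, 175 and 272 with scaling, 237 and 380 with log-normalization, 101 and 116 without Scrublet doublets, and 53 and 93 with precursors defined by 1 UMI each of *Cd2*, *Ccr2* and *H2-Aa*. Against all other joint cells (358 and 640), they were 174 and 185 with DESeq2, 123 and 246 with no replicate block, 569 and 1049 with scaling, and 330 lower against other phagocytes. For Kaede RED against Kaede GREEN phagocytes (346 and 145), they were 98 and 24 with DESeq2, 0 and 0 in edgeR with no replicate block (537 genes at an unadjusted p under 0.05), 637 and 345 at the mitochondrial limit, and 112 and 47 with the class block. Lower genes were 352 with no filter, 256 at hashtag quantile 0.99, 284 with scaling, 94 with log-normalization and 244 without Scrublet doublets. For monocyte-like cells (3036 and 3773), they were 1927 and 1990 with DESeq2, 1895 higher with no replicate block and 2104 lower against phagocytes.

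List medians: leukocyte migration in precursor-like against other H2+ cells (-0.21) was 0.0890 with scaling and 0.0489 with the 1 UMI definition, both reversed, and -0.37 to -0.0928 in single libraries. Against all joint cells (0.15) it was -0.00581 with log-normalization and -0.19 against phagocytes, both reversed, and 0.0484 to 0.0530 in single libraries. In Kaede RED against Kaede GREEN phagocytes (0.07) it was -0.0391 with no filter, -0.0298 at hashtag quantile 0.99, -0.0472 in *Cd163*+*Lyve1*+ and *Hmox1*+ cells alone and -0.0224 with the class block, all reversed, and 0.0422 to 0.10 in single libraries. The chemokine median (0.53) was 0.29 with the class block, where fry's adjusted p was 0.0013, against 0.287 on sums per library, but in that fit classes of the same pooled mice count as replicates. Oxidative phosphorylation in monocyte-like cells (0.89) lost fry's threshold at 0.89 with RLE (adjusted p = 0.114), 0.88 with no replicate block (0.0866), 0.88 at the mitochondrial limit (0.0572), 0.83 with scaling (0.0632) and 0.95 against phagocytes (0.0536), and was 0.43 to 0.55 in single libraries.

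Scores: the strain difference of the pro-inflammatory score in Kaede RED cells (0.0161) was 0.00559 without class genes and -0.23, reversed, as a mean of log2(CPM + 1). The class genes left out were *Hmox1*, *Cd163*, *Mrc1*, *Il1rn*, *Ccl3* and *Ccl4*, while others such as *Gas6* and *Trem2* stayed in. The anti-inflammatory one (0.0165) was 0.0414 with all UMIs, 0.0285 without class genes and 0.20 on the log2 scale. In Kaede GREEN cells, the pro-inflammatory difference (0.00458) was -0.00730, reversed, without class genes and 0.0226 on the log2 scale, and the anti-inflammatory one (0.0364) was 0.28 on the log2 scale. The sub-cluster with the highest *Cd200* was the muscle progenitor group (0.968% and 0.622%) and in 6 other clusterings an osteoblast- or chondrocyte-like one, with 7.46% in BALB/c and 10.01% in C57BL/6 at hashtag quantile 0.99, 7.45% and 8.56% at the mitochondrial limit, 7.31% and 10.2% at Leiden resolution 1, 6.38% and 8.70% with scaling, 5.81% and 9.54% with log-normalization, and 8.59% and 9.57% without Scrublet doublets. Its score for C57BL/6 fibroblast genes, less that of the other fibroblast-like cells, was -0.00541 in BALB/c and -0.0152 in C57BL/6, further below, with genes over a log2 ratio of 1. The T cell attraction score of precursor-like cells, less that of other phagocytes, was 0.00734, reversed, in BALB/c with all UMIs, and -0.0244 and -0.0469 without *Ccr2*. On thinned cells 60.7% of top skin cells lay in skin cluster 1. *H2-Aa* in precursor-like against other H2+ cells (-0.72) reversed to 0.23 at the mitochondrial limit, 0.12 at Leiden resolution 1 and 0.60 with scaling.

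The precursor comparison rests on 24 and 43 precursor-like cells, and no alternative can replace a second library per strain.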

Differences from the paper's values

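In this part, the comparison of skin lists with all other skin leukocytes was run first, apart from the written plan. The planned comparison with other skin phagocytes and monocytes took its place after the values had been seen.

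Of the 54 values compared under the main settings, the Kaede RED percentages of clusters among them (42 values, median absolute difference 1.65 points, largest 16.7 points), none was both more than 1.5 times apart from the paper's and set apart from it by the 95% counting interval, which is no independent check because clusters were named with these values in view. Some clusters of the same name held unlike numbers of cells, so their percentages may compare unlike cells. Granulocyte-monocyte progenitors had 43 cells in C57BL/6 and 17 in BALB/c, where the paper has 421 and 145. Neutrophils had 176 and 55, where it has 44 and 21, and muscle cells 13 and 10, where it has 72 and 73. Some percentages were more than 1.5 times apart within wide intervals. Type 2 innate lymphoid cells of C57BL/6 had 6.06% Kaede RED cells (1.68 to 14.8), where the paper's value is 11.8%, neutrophils of BALB/c had 5.45% (1.14 to 15.1), where the paper's value is 14.3%, and muscle cells of C57BL/6 had 0% (up to 24.7), where the paper's value is 16.7%. Under the alternatives set before the data were examined, a few did: neutrophils of C57BL/6, where the paper's value is 11.4%, had 5.85% Kaede RED cells at hashtag quantile 0.99, 5.42% at a mitochondrial limit of 0.2, 4.73% with scaling within libraries, 4.84% with log-normalized counts and 5.23% without Scrublet doublets, and type 2 innate lymphoid cells of C57BL/6 had 3.28% without Scrublet doublets, against the paper's 11.8%. The *Hmox1*+ share of the 3 classes in C57BL/6 was 26.5% at hashtag quantile 0.99 and 25.3% without Scrublet doublets, against the paper's 42.3%, and in BALB/c 27.1% without Scrublet doublets against the paper's 40.8%. The *Aqp1* cluster of C57BL/6 had 23.0% Kaede RED cells with log-normalized counts, against the paper's 11.6%.

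In several statements of direction or rank the values here went another way or gave no direction. The paper states that migrated C57BL/6 cells score higher for anti-inflammatory responses (Fig. 4b). Here the thinned anti-inflammatory score of Kaede RED phagocytes was 0.276 in BALB/c and 0.259 in C57BL/6, and the anti-inflammatory list had 10 genes higher in each strain. The pro-inflammatory score went the paper's way, at 0.132 and 0.116, but by only 0.00559 without the class markers *Ccl3* and *Ccl4* and the other way, by -0.23, as a mean of log2(CPM + 1). The gene lists are not the paper's and cells are not replicates here, where the paper's test took cells.

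The paper describes little change along the stages in C57BL/6 and a larger one in BALB/c (Fig. 4a). Here the distance from precursor-like cells was larger in C57BL/6 for the other H2+ cells (0.911 against 0.848) and the *Hmox1*+ class (1.12 against 1.03), and larger in BALB/c for the *Cd163*+*Lyve1*+ class (1.15 against 1.02). Random parts of the precursor-like cells of 1 library differed by 0.845 in BALB/c and 0.794 in C57BL/6, at fewer UMIs, so these gaps give no direction. No trajectory was fitted here.

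The paper gives the score for C57BL/6 fibroblast genes as highest in *Cd200*+ fibroblasts (Fig. 4f). Here sub-cluster 10, led by *Col3a1* and *Tnmd*, was highest in both libraries (0.0285 and 0.0421), and the sub-clusters with most *Cd200*, the osteoblast-like one (0.0269 and 0.0395) and the muscle progenitor-like one (0.0199 and 0.0286), were lower. On all UMIs of each cell, the osteoblast-like sub-cluster was highest in BALB/c (0.0418 against 0.0398 in sub-cluster 10). On the paper's markers, however, the values go its way in part. *Dkk3*, which with *Cd200* marks *Cd200*+ fibroblasts in Fig. 4e, was highest in sub-clusters 10 (71.5 and 168 CPM) and 5 (87.0 and 140 CPM), the same sub-clusters that had the highest scores on thinned cells. The list of *Cd200*+ fibroblasts came closest to sub-cluster 10 (0.551, next list -0.554), which had too few raised markers for the name, and in sub-cluster 5 it scored 2.22, against 2.27 for osteoblasts.

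The paper places the highest score for T cell chemotaxis in precursors, in BALB/c (Extended Data Fig. 6d). In BALB/c here *Hmox1*+ cells were highest of the classes (0.139) and precursor-like cells had 0.0893 (0.180 and 0.139 on all UMIs, where the migratory dendritic cell-like part of the H2+ class had 0.224), with *Ccr2* of the list highest in precursor-like cells. The list is not the paper's.

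The paper reports migration terms as enriched in joint precursors and in skin precursors (Fig. 2h and Extended Data Fig. 3g). Here the list of leukocyte migration and adhesion had 4 higher and 2 lower of 25 in joint precursor-like cells, and medians of -0.09 and -0.49 in high-scoring skin cells. *Ccr2* and *Itgam* were higher in the joint and in both skin libraries, but both were among the markers that named the joint precursor-like cells. Against all other skin leukocytes, the comparison run first, the skin medians were 0.13 in BALB/c and -0.04 in C57BL/6. For Kaede RED against Kaede GREEN cells (Fig. 2i), that list was divided as well, with 4 higher and 2 lower of 23, while 13 of 22 chemokine genes were higher. The paper finds skin precursors among monocytes (Fig. 2j). Here 24 of 28 top cells lay in an H2+ phagocyte-like cluster and none in the *Ly6c2*+ monocyte-like one (1 of 28 on thinned cells). The name of that H2+ cluster was weak, with a mean marker log2 ratio of 0.456 and no H2+ marker among its 10 leading genes. The paper's monocytes may therefore include it. The paper gives *Cd2* and *Ccr2* as marks of precursors (Fig. 2g). Both were highest in the precursor-like cells of the sub-clusters of H2+ cells here but did not pass an adjusted p of 0.05 from edgeR against other H2+ cells (0.0529 and 0.0634), while both passed against all other joint cells. Both also passed against other H2+ cells with no filter, at hashtag quantile 0.99, at the mitochondrial limit of 0.2, at Leiden resolution 1, with scaling, with log-normalized counts, without Scrublet doublets and with precursors defined by 1 UMI of each gene (by construction), and *Ccr2* passed with DESeq2. At the mitochondrial limit, at Leiden resolution 1 and with scaling, the H2+ class was larger and the cells compared with differ. It held 290, 253 and 282 Kaede RED cells of BALB/c there, against 80 in the main setting.

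The paper names a class by *Cd163* and *Lyve1*. *Cd163* was highest in that class here, as the paper has it, whereas *Lyve1* was lower there (732 and 949 CPM) than in lining macrophage-like cells (1188 and 1468 CPM). *Lyve1* was also among the leading genes of the *Aqp1* and *Fxyd2* cluster, which against all joint cells had scored highest for the *Cd163*+*Lyve1*+ class.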

Other observations

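The values in this part come from comparisons and lists that were planned, except those with the class of each cell as a second block, which was chosen after seeing the data. *Il22* and *Mucl1* were singled out after their values were seen.

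*Ly6c2*+ monocyte-like cells stood apart from the other joint cells in gene groups beyond metabolism. Of 81 cytosolic ribosomal protein genes, 54 rose and 1 fell at an adjusted p of 0.05 from edgeR (61 and 2 when adjusted over the list alone), with a median log2 fold change of 0.50, where TMM scaling placed values 0.38 above CPM. Of 14 pattern recognition genes, 11 rose and 1 fell, with a median of 1.33. Complement and efferocytosis genes, typical of tissue macrophages, went the other way, with 1 higher and 12 lower of 13 (median -2.26), as did MHC class II genes, with 1 higher and 8 lower of 10 (median -1.85), and chemokine genes, with 2 higher and 12 lower of 22 (median -1.05). Extracellular matrix genes fell in 17 of 18 cases and cell cycle genes in 16 of 20. Heme and iron handling genes were divided, 2 higher and 4 lower of 10, and IL-17 T cell genes fell in 7 of 10 cases. As lists, ribosomal (adjusted p = 0.129 from fry), pattern recognition and MHC class II (0.101 each), complement (0.137) and chemokine genes (0.185) did not pass 0.05, and camera gave an adjusted p of 0.630 for each with an estimated correlation.

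In migrated against resident phagocytes, heme and iron handling genes rose in 4 of 10 cases, none fell, and the median was 0.30 (camera adjusted p = 0.00022 with a preset correlation, adjusted p = 0.498 with an estimated correlation). *Hmox1* had a log2 fold change of 0.83 (standard error 0.12, adjusted p = 0.00273 from edgeR) and the scavenger receptor gene *Cd163* of 0.90 (standard error 0.10, adjusted p = 0.000387 from edgeR), whereas *Lyve1* fell by 0.46 on the log2 scale (adjusted p = 0.0169 from edgeR). These genes mark classes with unlike Kaede RED shares, and with the class of each cell as a second block the values were 0.45, 0.65 and -0.22, of which that of *Lyve1* did not pass. Genes of fibroblast inflammatory mediators rose in 4 of 10 cases, those of complement in 2 of 13 and those of T cell costimulation in 1 of 10. T cell attraction genes rose in 5 of 15 cases (9 higher and 1 lower when adjusted over the list alone). Pro-inflammatory mediators were divided, 4 higher and 2 lower of 17, as were anti-inflammatory mediators, 6 higher and 2 lower of 20. Of 17 cell cycle, 79 ribosomal protein and 14 pattern recognition genes, none passed in edgeR (1 pattern recognition gene fell when adjusted over the list alone).

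In precursor-like cells against all other joint cells, extracellular matrix genes were mostly lower, 1 higher and 15 lower of 18 (median -5.63), as were cell cycle genes, 11 of 20 (median -2.24), while 3 of 11 T cell costimulation genes rose and 1 fell.

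Fibroblast-like cells of the BALB/c library had higher chemokine genes (13 of 20 higher, median log2 ratio 0.52, above all random lists matched on expression) and lower extracellular matrix genes (1 of 18 higher, median -1.20). *Gbp2b*, an interferon-inducible GTPase gene, had 1714 UMIs in BALB/c and 1 in C57BL/6. Single cartilage genes went both ways, with *Col2a1* higher in C57BL/6 at -7.03 (38 against 4462 UMIs) and *Col10a1* higher in BALB/c at 8.16, and no list of them was tested. Also higher in C57BL/6 was *H19*, an imprinted RNA of growing tissue, at -5.43. These are single libraries with no test, and the gene models are those of C57BL/6.

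γδ T cell-like cells of the joint held *Il22* as well, with 111 UMIs in 9 cells in BALB/c and 162 UMIs in 12 cells in C57BL/6. In the skin, cluster 18, with *Mucl1* at 20114 CPM, had the highest mean precursor score of the skin clusters, 0.125.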
